# Transcriptional Profiling Defines Unique Subtypes of Transit Amplifying Neural Progenitors Within the Neonatal Mouse Subventricular Zone

**DOI:** 10.3390/biom15101438

**Published:** 2025-10-11

**Authors:** Rebecca Zaritsky, Ekta Kumari, Fernando Janczur Velloso, Alexander Lemenze, Seema Husain, Steven W. Levison

**Keywords:** stem cells, neurogenesis, gliogenesis, RNA sequencing, transcription factors

## Abstract

While significant progress has been made in understanding the heterogeneity of Neural Stem Cells (NSCs), our understanding of similar heterogeneity among the more abundant transit amplifying progenitors is lagging. Our work on the neural progenitors (NPs) of the neonatal subventricular zone (SVZ) began over a decade ago, when we used antibodies to the four antigens, CD133, LeX, CD140a, and NG2 to perform Fluorescence-activated cell sorting to classify subsets of the neonatal mouse SVZ as either multi-potential (MP1, MP2, MP3, MP4 and PFMPs), glial-restricted (GRP1, GRP2, and GRP3), or neuron-astrocyte restricted (BNAP). Using RNA sequencing, we have characterized the distinctive molecular fingerprints of four SVZ neural progenitor subtypes and compared their gene expression profiles to those of the NSCs. We performed bioinformatic analyses to provide insights into each NP type’s unique interactome and the transcription factors regulating their development. Overall, we identified 1581 genes upregulated in at least one NP subset compared to the NSCs. Of these genes, 796 genes were upregulated in BNAP/GRP1 compared to NSCs; 653 in GRP2/MP3; 440 in GRP3; and 527 in PFMPs. One gene that emerged from our analysis that can be used to distinguish the NPs from the NSCs is *Etv1*, also known as *Er81*. Also notable is that the NSCs downregulated cilia formation genes as they differentiated to become multipotential progenitors. Among the NPs, both PFMP and GRP3 subtypes differentially expressed genes related to neuron and oligodendrocyte development, including *Matn4*, *Lhfpl3* and *Olig2*. GRP3s uniquely expressed *Etv5*, a transcription factor known to promote glial cell fate specification, while PFMPs uniquely expressed *Lhx6*, a transcription factor that regulates interneuron specification. PFMPs also expressed transcripts for olfactory receptors. Unlike the other NPs, the GRP1 and GRP2 NPs upregulated expression of genes for proteins involved in immune function. The present work will serve as an important resource for investigators interested in further defining the transit amplifying progenitors of the mammalian SVZ.

## 1. Introduction

Mammalian neural development is a dynamic process that begins soon after conception and progresses into adolescence. In early pregnancy, pyramidal neurons and astrocytes are generated from the ventricular zone (VZ) [1]. As neural development progresses, the VZ regresses and the subventricular zone (SVZ) expands to generate the bulk of the brain’s interneurons and glia. There is increased interest in studying the SVZ as it remains active throughout the lifespan of rodents and through the first years of life in humans [2].

The subventricular zone of the adult has been extensively characterized. Neural stem cells (NSCs), often referred to as “Type B cells” [3,4], have ciliated processes that contact the cerebrospinal fluid, enabling them to respond to growth factors and cytokines that maintain their primitive state [5]. NSCs arise in the SVZ during mid-embryonic development [6] and divide asymmetrically [7] to produce intermediate progenitors (Transit Amplifying Progenitors; TAPs) [8], originally called “Type C cells”, which then become lineage-restricted to form terminally differentiated cells [8]. SVZ-born TAPs predominantly give rise to interneurons in the olfactory bulb and striatum, as well as to astrocytes and oligodendrocytes in the cortex, striatum and white matter [9,10,11].

Increasingly, there is interest in characterizing the NSCs and TAPS of the fetal and neonatal brain, as SVZ-born progenitors are critical for proper neural development. Notably, the net number of neurons in the cerebral cortex doubles during the first two weeks of rodent postnatal life and the majority of glial cells are born postnatally [12,13]. Subsequently, current evidence indicates that deficits in NSC proliferation and differentiation represent the major convergence point for neurodevelopmental disorders (NDDs), and mutations in genes that play a role in this process are implicated in the majority of NDDs [14,15]. Correspondingly, postnatal neurogenesis is profoundly impaired in NDDs, and manipulating neurogenesis can ameliorate phenotypes [16].

There has been much debate in the neuroscience community about the definition of a “stem cell” vs. an “intermediate progenitor” [17,18]. Many studies have characterized cells as NSCs based on their ability to form neurospheres or because they are tripotential, which is inadequate given that many intermediate progenitors form neurospheres and are tripotential. However, unlike NSCs, intermediate progenitor cells do not exhibit self-renewal after several generations [19]. Therefore, understanding the differences between NSCs and the variety of neural progenitor subtypes is crucial to understand the transitions that occur during neurodevelopment.

Previous studies that aimed to investigate the diversity of cells generated postnatally in the SVZ have used single-cell RNA sequencing (scRNAseq) on unsorted [20,21,22] and fluorescence activated cell-sorted (FACS) cells [23,24], and used bioinformatics to classify the cells as NSCs, epithelial, neuronal, glial and immune lineages. Although these seminal studies describe some subtypes of TAPs, the emphasis of their analyses was to characterize the NSC subpopulations and terminally differentiated cells. Moreover, these studies classified adult SVZ cells where the variety of cell types being produced is restricted. Thus, the diversity and function of TAPs during early postnatal neurodevelopment in mice remain largely uncharacterized.

In 2007, David Panchision and co-workers combined antibodies against CD133, CD15, CD24, A2B5 and PSA-NCAM, to identify and enrich for four sets of neural precursors from the E13.5 and P2 mouse VZ/SVZ. They established that there were multipotent progenitors that could produce neurons, astrocytes and oligodendrocytes, that there were NPs that were bipotential and produced either neurons and oligodendrocytes, or astrocytes and oligodendrocytes, and that there were progenitors that only produced neurons [25]. Extending Panchision’s studies, we combined CD133 and LeX and then added two intermediate progenitor antigens, CD140a and NG2 [26,27]. NSCs were defined as expressing CD133 and LeX without expressing the intermediate progenitor markers NG2 and CD140a. With this strategy, eight phenotypically defined subsets of neural progenitors could be identified within the periventricular region [28]. To determine the developmental potentials of these eight subpopulations, SVZ cells were dissociated into a single cell suspension, stained for the four surface antigens, separated by FACS according to antigen expression, plated onto laminin-coated chamber slides at low density and expanded with growth factors. After several days, the growth factors were withdrawn to allow the cells to differentiate after which the cells were stained for Tuj1, O4, and GFAP to identify neurons, oligodendrocytes and astrocytes, respectively. The multipotential progenitors (MPs), which generated all three cell types, included the NSCs, MP1, MP2, MP3, MP4 and the platelet-derived growth factor-fibroblast growth factor responsive MP cell (PFMP). There were four types of bipotential progenitors identified that included the bipotential neuronal-astrocytic progenitor (BNAP), which generated only neurons and astrocytes, and three glial-restricted progenitors (GRP1, GRP2 and GRP3), which generated astrocytes and oligodendrocytes. Building upon that work, here we have isolated the four largest populations of progenitors (BNAP/GRP1, GRP2/MP3, GRP3 and PFMP) using FACS and then subjected those cells to RNA sequencing. This approach allows us to analyze the transcriptome of early postnatal SVZ progenitors characterized by established antigenic profiles. In doing this, we can illuminate the stages of neurodevelopment from NSCs to mature neurons and macroglia.

## 2. Materials and Methods

### 2.1. Mice

Swiss Webster Mice from timed-pregnant females purchased from Charles River laboratories or generated in house were used for all studies. Each litter was analyzed collectively with both males and females. All experiments were performed in accordance with Protocol #999901108 approved by the IACUC committee of Rutgers University Biomedical Health Sciences (approved date: 8 June 2023).

### 2.2. SVZ Cell Dissociation

Mice were euthanized by decapitation at postnatal day 5. The periventricular zone was micro-dissected from coronal sections on ice and into Flow Buffer (DMEM/F12 Media (Thermo Fisher Scientific; Grand Island, NY, USA) with 20 mM HEPES (Thermo Fisher Scientific), 1% Fatty Acid-Free BSA (Fisher Scientific; Fair Lawn, NJ, USA), and 1 mM EDTA (Sigma-Aldrich; Saint Louis, MO, USA), pH 7.4). All pups from each litter were pooled for further experiments. The tissue was minced then incubated in an enzyme solution (DMEM/F12 with 0.1Wu Liberase-DH (Millipore Sigma; Burlington, MA, USA), 10 µg/mL DNase I (Sigma-Aldrich) and 20 mM HEPES) for 15 min with rocking at 37 °C. A total of 1 mL FBS and 4 mL of Flow Buffer was added and cells were centrifuged for 5 min at 300× *g*. Cells were manually triturated using a 1000 µL micropipette tip until no visible debris remained, triturated using a 200 µL pipette tip, and filtered through a 30 µM cell filter. Cells were then centrifuged in a polystyrene tube to remove dead cells and debris.

### 2.3. Flow Cytometry and Cell Sorting

Flow cytometry was performed as described previously by our group [28,29,30] using the following antibodies: Lewis-X-V450 (1/20; BD Biosciences; Franklin Lakes, NJ, USA), CD133-APC (1/50; eBioscience; San Diego, CA, USA), CD140a-PE (1/400; BioLegend; San Diego, CA, USA), and NG2 chondroitin sulfate proteoglycan (1/50; Millipore Sigma). Goat anti-rabbit IgG Alexa Fluor 700 (1/100; Invitrogen; Carlsbad, CA, USA) was used for NG2 and DAPI (1/50,000) was used for dead cell exclusion. Cells were collected into polypropylene tubes containing lysis buffer using the FACS BD Aria II.

### 2.4. RNA Sequencing

RNA was isolated from SVZ neural progenitors (NP) using NucleoSpin^®^ RNA XS from Macherey Nagel (Düren, Germany) according to the manufacturer’s instructions. The integrity of the RNA was analyzed on Bioanalyzer 2100 using an RNA Pico6000 Kit (Agilent Technologies; Santa Clara, CA, USA). All RNA samples used in this study had an RNA integrity number (RIN) > 7.0. PolyA plus RNAs were amplified and enriched using Ambion’s messageAmp II aRNA amplification kit. The quality of amplified aRNA was verified using the Bioanalyzer. A cDNA library was constructed using the Illumina TrueSeq protocol.

The barcoded cDNA library was purified with AmpureXP beads and quantified using Qubit High sensitivity DNA kit and the quality of the library was determined by analyzing on Agilent bioanalyzer. Libraries mixed at equimolar ratios were sequenced on a NextSeq500 (Illumina, San Diego, CA, USA) for 75 cycles.

### 2.5. Bioinformatics Analysis

Data were processed using nf-core/rnaseq v3.10 (doi: https://doi.org/10.5281/zenodo.1400710) of the nf-core collection of workflows [31] and executed with nextflow v22.10.11. Briefly, raw transcriptome reads were assessed for quality control (FASTQC v0.11.9) and trimmed for quality and adapter contaminants (cutadapt v3.4). Trimmed reads were aligned to the Mus musculus genome GRCm38 using STAR (v2.6.1), followed by transcript abundance calculation via Salmon (v1.9.0). Two experiments were excluded because the samples were low quality, and four experiments were analyzed further. Hit count normalization and differential gene expression group cross-comparisons were performed using DESeq2 (v1.26.0). Significantly differentially expressed gene thresholds were set at FDR-adjusted *p* < 0.05. Up- and down-regulated gene lists were generated for each NP subtype and composed of all genes with differential expression compared to NSCs (*p* < 0.05 adjusted). Each gene list was analyzed using Network Analyst to identify protein–protein interaction and transcription factor networks. Overrepresentation analysis was performed using the clusterProfiler package in R (version 4.16.0) to identify up- and down-regulated gene ontology terms in each population compared to NSCs.

### 2.6. NSC Upset Plot Generation

An Upset plot comparing NSC-enriched genes was generated using UpsetR v1.4.0 in R. To identify genes upregulated in NSCs in our dataset, we used DESeq2 to compare NSC transcripts to the transcripts expressed collectively in all of the NPs. Transcripts with higher expression in NSCs than NPs (log2 Fold change > 0.25 and *p* < 0.05) were classified as NSC-enriched. We compared our dataset with the publicly available data from the articles discussed in the following paragraph. The code used to analyze data and generate plots is available on our Github Repository.

Cebrian-Silla et al., 2021 [32]; Zywitza et al., 2018 [20]; Dulken et al., 2017 [23]; and Beckervordersandforth et al., 2010 [24], analyzed the subventricular zone of adult mice. Marcy et al., 2023 [33], used P12 mice and Azim et al., 2015 [34], examined mice at ages P4, P8, and P11. Cebrian-Silla et al., 2021 [32]; Zywitza et al., 2018 [20]; Dulken et al., 2017 [23]; and Marcy et al., 2023 [33] used single cell sequencing while Beckervordersandforth et al., 2010 [24] and Azim et al., 2015 [34] used microarrays. The datasets provided used different criteria to define a “NSC.” Three papers used transgenic animals expressing GFP either coupled to the human GFAP (hGFAP) promoter [24,32] or Hes5 [34] and all used other markers in their gene expression datasets including Prom1, Glast and Tbhs4.

Marcy et al., 2023 [33], defined NSCs based on their expression of Glast and Prom1 and non-expression of Egfr and Foxj1 (markers of activation and ependymal cells, respectively). The Seurat object was accessed using GEO Accession Number GSE186003 and analyzed using FindMarkers in R for genes enriched in qNSCs (with a threshold of Log2FoldChange > 0.25 that were expressed in >25% of NSCs with an enrichment *p* < 0.05 adjusted).

Cebrian-Silla et al., 2021 [32], used a hGFAP:GFP mouse and differentiated between “B cells”, parenchymal astrocytes and ependymal cells using other marker genes. The Seurat object was accessed using GEO Accession Number GSE165554 and analyzed using FindMarkers in R for genes enriched in “B cells” with a threshold of Log2FoldChange > 0.25 that were expressed in >25% of NSCs with an enrichment *p* < 0.05 adjusted.

Dulken et al., 2017 [23], used a hGFAP-GFP mouse and stained cells for expression of Prom1 and EGFR. Quiescent NSCs were defined as hGFAP-GFP+, Prom+, and EGFR-. The count matrix for the single cell sequencing was available in the Supplementary Data and was loaded into R and used to generate a Seurat object. The Seurat object was scaled and normalized, and neurosphere-derived cells were excluded. The Seurat object included cells defined as qNSC, aNSC, neural progenitors, and astrocytes. Genes enriched in qNSCs were calculated using FindMarkers with a threshold of Log2FoldChange > 0.25 and expressed in >25% of qNSCs with an enrichment *p* < 0.05 adjusted.

Beckervordsanforth et al., 2010 [24], also used a hGFAP-GFP mouse. Quiescent NSCs were defined as hGFAP-GFP+ and Prom+. Azim et al., 2015 [34], used a Hes5-GFP-expressing mouse and identified NSCs as Hes5+ and Prom1+. Zywitza et al., 2018 [20], did not use specific markers and clustered the cells before examining expression of marker genes (Thbs4, Slc1a3) to identify a NSC-cluster. Data from the Beckervordsanforth et al., 2010 [24]; Zywitza et al., 2018 [20]; and Azim et al., 2015 [34], were accessed and analyzed without further modification.

## 3. Results

### 3.1. The Cells of the Subventricular Zone Differentially Express Surface Antigens That Identify Unique Subpopulations of Neural Progenitors

Cells from the mouse P5 periventricular zone were dissociated using Liberase and manual trituration. This approach preserves surface antigens that are removed using other enzymes [25,35]. The cells were stained for CD133/Prominin1, CD15/Lex/heat-stable antigen, CD140a/PDGFRα, and NG2/Chondroitin Sulfate and FACS-sorted according to antigenic profiles into five unique populations as described below. Single cells were identified using forward vs. side-scatter to exclude debris and doublets, as shown in Figure 1A–C. Dead cells were excluded using DAPI staining (Figure 1D). Live cells were then gated first according to CD140a and NG2 expression (Figure 1E) followed by a secondary gate of CD133 and CD15 (Figure 1F–H). Neural Stem cells (NSCs), BNAP/GRP1s, GRP2/MP3s, GRP3s, and PFMPs were sorted according to antigen expression as described previously [28,30] and collected in lysis buffer for RNA extraction and further analysis.

### 3.2. Neural Progenitor Populations Have Unique Gene Expression

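The deposited table gave the authors' RPKM values (reads scaled to gene length and library size) for 45705 genes in 20 libraries. Each of the 5 populations, NSC, BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, had 4 libraries, numbered by batch from 1 to 4 in the table. A library is named here by its population and batch, so that NSC 3 is the NSC library of batch 3. Each library was made from cells of P5 Swiss Webster pups, sorted by CD133, LeX, CD140a and NG2, with polyA amplification of the RNA. The paper's text does not name the gene lengths or the read total behind the RPKM values. The RPKM values of a library summed to between 955067 and 2407643, with medians of 1264722 in NSC, 1474729 in BNAP/GRP1, 1335289 in GRP2/MP3, 1277847 in GRP3 and 1336067 in PFMP. The number of genes above 0 ranged from 20116 in GRP2/MP3 3 to 39689 in GRP3 4. Read totals were not in the table. Low values of one gene in different libraries stood in whole-number ratios, which gave the depth of each library relative to BNAP/GRP1 1. This relative depth ran from 0.0395 in BNAP/GRP1 4 to 1.41 in BNAP/GRP1 3, with medians of 0.261 in NSC, 0.613 in BNAP/GRP1, 0.319 in GRP2/MP3, 0.280 in GRP3 and 0.596 in PFMP. Since the absolute depth is unknown, no counting interval is given for a value, and a gene listed at 0 is not taken as absent.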

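The values were analysed as log2(RPKM + 1). Genes with an RPKM of at least 1 in at least 4 of the 20 libraries were tested, which left 27614 genes. One linear model with a mean for each population was fitted to the 20 libraries with limma, and each progenitor was compared with NSC by the moderated test with a variance trend. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 are called upregulated or downregulated. The authors used DESeq2 at the same threshold and name no batch term, so the model held none. A fold change is given as a difference of means on the log2(RPKM + 1) scale, which is smaller than the ratio of RPKM for genes near 0. Values of single genes are mean RPKM ± SD over the 4 libraries of a population. Gene positions are those of GENCODE vM21 on GRCm38. The direct contrasts of the 4 progenitors with each other were computed from the same model.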

RNA sequencing was performed on each of the four cell populations and on the NSCs. As each of the intermediate progenitor cells is a descendant of the NSCs, we sought to understand the transcriptomic differences between each progenitor subtype and NSCs to understand the steps that occur in development. Therefore, subsequent analysis compared gene expression changes between NCSs and each progenitor cell type.

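Pearson's r of log2(RPKM + 1) across the 27614 genes tested was computed for every combination of 2 libraries. It describes how alike 2 libraries were across genes, which are not independent replicates. Its median was 0.804 for 2 libraries of the same batch and different populations (40 combinations). For 2 libraries of the same population and different batches it was 0.683 (30 combinations), and for all other combinations 0.638 (120 combinations). Within batch 3, r lay between 0.934 and 0.972 for all 5 populations, NSC included. The median within batches 1, 2 and 4 was 0.808, 0.743 and 0.748. Between batches 1 and 2, the r of libraries of the same population was 0.889 for NSC, 0.777 for BNAP/GRP1, 0.822 for GRP2/MP3, 0.948 for GRP3 and 0.808 for PFMP. BNAP/GRP1 4, the library of the lowest relative depth, had an r between 0.153 and 0.46 with the other 19 libraries. Its median RPKM over all genes was 8.3, against 2.02 in GRP3 4, the next highest.

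**Figure D1:**
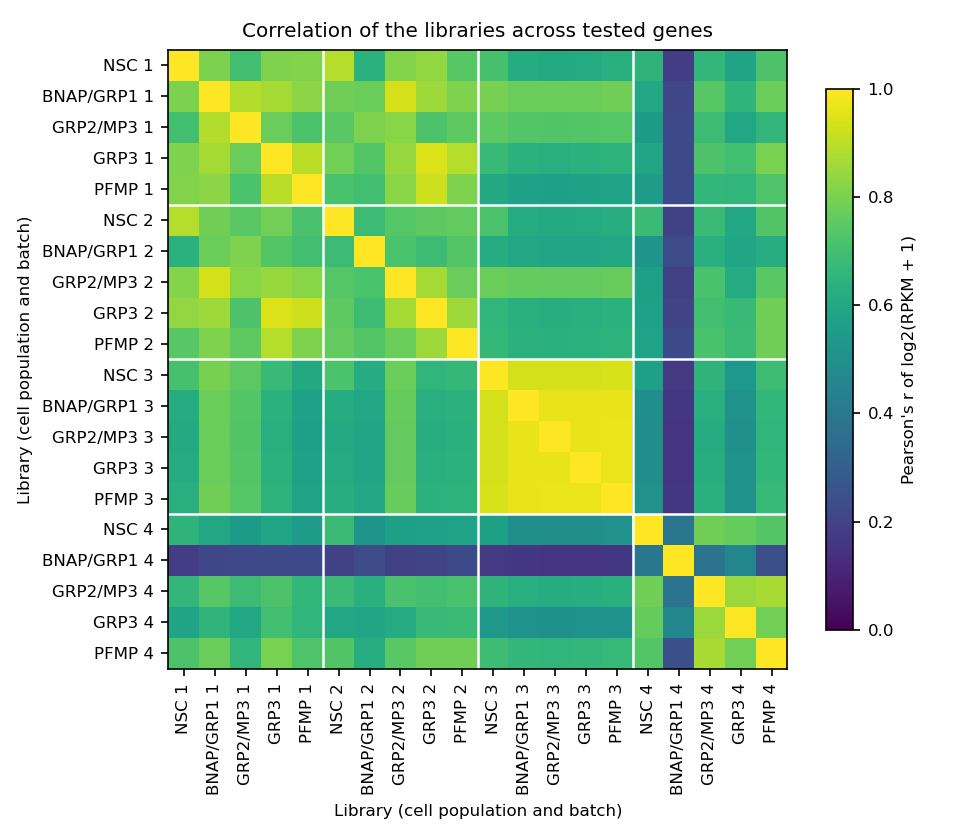
Pearson's r of log2(RPKM + 1) across the 27614 genes tested between each of the 20 libraries, ordered by batch, on a color scale from 0 to 1. The 5 libraries of batch 3 form a square with r of at least 0.934, and BNAP/GRP1 4 forms a band with r of at most 0.46.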

Overall, we identified 4649 genes with differential expression between at least one neural progenitor (NP) subtype and NSCs, of which 1582 were upregulated in at least one NP subtype (Figure 2A), 3080 were downregulated (Figure 2B). A total of 13 genes appear on both lists, indicating that they were upregulated in at least one population compared to NSCs and downregulated in at least one other population compared to NSCs. 

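In the RPKM values, 382 of the 27614 genes tested differed between NSCs and at least 1 progenitor. Of these, 4 were upregulated and 378 downregulated in at least 1 progenitor. None was upregulated in one and downregulated in another, and at an unadjusted p under 0.05 the number on both lists was also 0. At an unadjusted p under 0.05, 2961 genes differed in at least 1 progenitor, 998 of them higher and 1963 lower. With the batch number added to the model as a replicate block, 1178 genes differed, 154 of them upregulated and 1024 downregulated.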

A total of 796 genes were upregulated in BNAP/GRP1 compared to NSCs; 653 in GRP2/MP3; 440 in GRP3; and 527 in PFMPs (Figure 2A). 

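The number of upregulated genes was 0 in BNAP/GRP1, 0 in GRP2/MP3, 3 in GRP3 and 1 in PFMP. At an unadjusted p under 0.05, 517, 241, 348 and 219 genes were higher than in NSC. The genes called in GRP3 were Ptpro (log2 fold change 2.50, adjusted p = 0.016), Gm24620 (4.87, adjusted p = 0.0144) and Gm24888 (5.49, adjusted p = 0.0172). In PFMP it was Prkcb (log2 fold change 2.58, adjusted p = 0.0307). Gm24620 was listed at 0 in all 4 NSC libraries, and Gm24888 in all but NSC 1, so their fold changes depend on the pseudocount. Each of the 4 calls is lost when some single library is left out, with adjusted p up to 0.0911 for Ptpro, 0.0646 for Gm24620, 0.096 for Gm24888 and 0.191 for Prkcb. Among the alternatives set before the data were examined, the replicate block moved the counts of upregulated genes most, to 18, 48, 76 and 51. With batch 3 left out of every population, a setting chosen after seeing the data, the counts were 32, 82, 87 and 63.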

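The genes that the paper's Table S1 lists as upregulated were also followed batch by batch, as the median log2 difference between the progenitor and NSC library of each batch. The study chose these lists on the same libraries, so their direction is not independent evidence. Over the 796 genes listed for BNAP/GRP1 the median was 0.51, 1.57, 0.04 and 2.04 in batches 1 to 4. For GRP2/MP3 (653 genes) it was 2.56, 2.58, 0.12 and 0.95, and for GRP3 (440 genes) 1.95, 1.81, 0.06 and 1.41. For PFMP (527 genes) it was 1.47, 2.12, 0.09 and 0.95. The lists were therefore higher in batches 1, 2 and 4 and within 0.12 of 0 in batch 3. All 4 batches had the direction of the list in 45.1%, 52.4%, 48.4% and 48.2% of the genes listed for BNAP/GRP1, GRP2/MP3, GRP3 and PFMP.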

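The downregulated genes numbered 210 in BNAP/GRP1, 308 in GRP2/MP3, 287 in GRP3 and 315 in PFMP. With the replicate block these counts were 558, 803, 643 and 720. The 8 libraries of a progenitor and NSC can be split into 2 groups of 4 in 35 ways, and the split into the 2 populations gave the most genes that differ, up or down, except in BNAP/GRP1, where 2 of the 35 splits reached its 210 genes. The other of these exchanged NSC 3 and BNAP/GRP1 4 and gave 1135 genes. For GRP2/MP3, GRP3 and PFMP it was 1 of the 35 splits. Among the downregulated genes that fell in all 4 batches, the 3 largest falls in each progenitor came from a set of 4 genes, Fam183b, Dynlrb2, Ccdc153 and Crygn. Dynlrb2 (ENSMUSG00000034467, chromosome 8 of GRCm38 from 116504974 to 116515915) averaged 1492 ± 1344 RPKM (SD, n = 4) in NSC and 2.08 ± 0.967 in BNAP/GRP1, a log2 fold change of -8.46 (adjusted p = 0.000225). Ccdc153 (ENSMUSG00000070306, chromosome 9 of GRCm38 from 44240676 to 44247306) averaged 1378 ± 1890 RPKM in NSC and 0.903 ± 1.00 in PFMP, a log2 fold change of -8.72 (adjusted p = 3.14e-06). Crygn (ENSMUSG00000038135, chromosome 5 of GRCm38 from 24751003 to 24758008) averaged 4150 ± 3441 RPKM in NSC and 15.2 ± 22.0 in PFMP, where its log2 fold change was -8.91 (adjusted p = 0.00427). With a pseudocount of 0.1, Crygn was no longer called in GRP2/MP3 (adjusted p = 0.0658, 1.52e-05 to 0.0658 over the alternatives) or GRP3 (adjusted p = 0.0667, 5.93e-06 to 0.0667 over the alternatives). In BNAP/GRP1 the call of Crygn (log2 fold change -7.86, adjusted p = 0.0187) was lost without BNAP/GRP1 3 (-6.72, adjusted p = 0.106). Table S1's downregulated lists of GRP2/MP3 and GRP3 were nearly complete against the text's totals, while that of BNAP/GRP1 was much shorter in the copy at hand and that of PFMP somewhat shorter, and neither was followed. The GRP2/MP3 list (1758 genes) had a median log2 difference of -2.63, -2.64, -0.99 and -1.42 in batches 1 to 4, and 300 of its genes were downregulated here. The GRP3 list (1586 genes) had -2.40, -2.95, -1.01 and -1.77, and 283 of its genes were downregulated here.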

A total of 1390 genes were downregulated in BNAP/GRP1 compared to NSCs; 1759 in GRP2/MP3; 1588 in GRP3; and 2149 in PFMPs (Figure 2B).

### 3.3. Surface Markers That Define NP Populations Correlate with Gene Expression

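Prom1 (ENSMUSG00000029086, chromosome 5 of GRCm38 from 43993620 to 44102032) encodes the CD133 antigen, by which the NSCs were sorted. Its mean RPKM was 37.5 ± 35.6 (SD, n = 4) in NSC, 12.9 ± 15.5 in BNAP/GRP1, 8.10 ± 5.68 in GRP2/MP3, 8.43 ± 5.22 in GRP3 and 7.79 ± 7.58 in PFMP. The log2 fold change against NSC was -1.68, -1.83, -1.79 and -2.13 in that order, each with a standard error of 1.00. None of the 4 passed the threshold (adjusted p = 0.866, 1, 1 and 0.804). Every progenitor library of batches 1, 2 and 3 was below the NSC library of its batch, and every one of batch 4 was above it. The NSC libraries themselves ranged from 9.56 in NSC 4 to 84.2 in NSC 1. Without the progenitor's own batch 3 library, in which Prom1 was between 0.255 and 1.36, the log2 fold change was -0.92 in BNAP/GRP1, -1.15 in GRP3 and -1.38 in PFMP.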

As expected by surface antigen expression, expression of the NSC marker gene Prom1 (encoding for the CD133 antigen) was down-regulated in all progenitor cell populations (*p* < 0.01 for all) compared to NSCs. Similarly, *Pdgfra* (encoding for CD140a antigen) gene expression was upregulated in GRP3 and PFMP (*p* = 6.5 × 10^−9^ and *p* = 6.5 × 10^−8^, respectively) compared to NSCs, but *Pdgfra* was not increased in BNAP/GRP1 and GRP2/MP3 (*p* = 0.27 and *p* = 1) compared to NSCs. 

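Pdgfra (ENSMUSG00000029231, chromosome 5 of GRCm38 from 75152292 to 75198215) had a mean RPKM of 2.21 ± 1.5 (SD, n = 4) in NSC, 372 ± 356 in GRP3 and 249.7 ± 289 in PFMP. The log2 fold change against NSC was 5.50 in GRP3 (standard error 1.38, adjusted p = 0.0609) and 4.99 in PFMP (standard error 1.38, adjusted p = 0.104). Under the replicate block both passed the threshold, with adjusted p = 0.00482 (0.00264 to 0.299 over the alternatives) in GRP3 and 0.0108 (0.0108 to 0.426 over the alternatives) in PFMP. It was higher than in NSC in all 4 batches of both, although the libraries of batch 3 gave only 3.41 RPKM in GRP3 and 3.84 in PFMP, against 1.15 in NSC. Without GRP3 3 the log2 fold change was 7.14 (adjusted p = 0.00264), and without PFMP 3 it was 6.41 (adjusted p = 0.013). The call in GRP3 was also made with the stricter filter (adjusted p = 0.0452), median-of-ratios scaling (0.0455) and quantile normalization (0.0263). In BNAP/GRP1 (8.36 ± 10.5 RPKM) and GRP2/MP3 (4.18 ± 2.69 RPKM) the log2 fold changes were 1.12 and 0.67 (adjusted p = 0.866 and 1). BNAP/GRP1 4, at 24.1 RPKM, stood apart from the other BNAP/GRP1 libraries, and without it the log2 fold change in BNAP/GRP1 was 0.47.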

Interestingly, *Cspg4* (encoding for NG2 antigen) expression was upregulated in GRP3 and PFMP compared to NSCs (GRP3 Fold Change: 9.64, *p* = 4.2 × 10^−3^; PFMP Fold Change: 8.37, *p* = 6.4 × 10^−3^) but not in BNAP/GRP1 and GRP2/MP3 (BNAP/GRP1 Fold Change: 0.90, *p* = 1; GRP2/MP3 Fold Change: 2.23, *p* = 0.78).

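Cspg4 (ENSMUSG00000032911, chromosome 9 of GRCm38 from 56865033 to 56899870) was near 0 in NSC, at 0.540 ± 0.402 RPKM (SD, n = 4). It reached 46.5 ± 47.3 RPKM in GRP3 and 43.5 ± 68.7 in PFMP, where the log2 fold change against NSC was 3.63 (standard error 1.32, adjusted p = 0.428) and 3.11 (adjusted p = 0.648). The gene was higher than in the NSC library of the same batch in all 4 batches of both progenitors. In batch 3 it stayed under 1 RPKM in every library, at 0.245 in GRP3 and 0.398 in PFMP. Without PFMP 2, at 146 RPKM, the log2 fold change in PFMP was 1.95. GRP2/MP3 had 5.87 ± 4.17 RPKM and a log2 fold change of 1.76 (adjusted p = 1), with a higher value than NSC in batches 1, 2 and 4. In BNAP/GRP1, at 2.40 ± 4.07 RPKM, the log2 fold change of 0.54 (adjusted p = 0.906) turned to -0.17 without BNAP/GRP1 4.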

### 3.4. Each Neural Progenitor Population Upregulates Unique and Shared Genes Compared to Neural Stem Cells

Each NP population expressed, on average, 235 (100–366) uniquely upregulated genes compared to NSCs (Figure 2A). 

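Igkv4-56 (ENSMUSG00000106016, an immunoglobulin gene segment on chromosome 6) had 150 RPKM in BNAP/GRP1 2 and at most 5.64 in the other BNAP/GRP1 libraries. Its log2 fold change against NSC was 3.04 in BNAP/GRP1 (standard error 0.89, adjusted p = 0.185), and 1.81 without BNAP/GRP1 2. Cryba4 (ENSMUSG00000066975, chromosome 5 of GRCm38 from 112246493 to 112252518) averaged 60.2 ± 65.8 RPKM (SD, n = 4) in BNAP/GRP1 and 83.5 ± 104 in GRP2/MP3, with log2 fold changes of 3.97 (adjusted p = 0.314) and 4.01 (adjusted p = 0.24). Without GRP2/MP3 3, at 0.418 RPKM, the change of Cryba4 in GRP2/MP3 was 5.35 and passed the threshold (adjusted p = 0.0342). Gpr34 (ENSMUSG00000040229, chromosome X of GRCm38 from 13632089 to 13640858) had log2 fold changes of 2.82 in BNAP/GRP1 (adjusted p = 0.776) and 4.17 in GRP2/MP3 (adjusted p = 0.156). In BNAP/GRP1 the change rested on BNAP/GRP1 1, at 149.6 RPKM, and was 1.55 without it. GRP2/MP3 3, at 0.355 RPKM, lay far below the other GRP2/MP3 libraries, and without it the change was 5.62 (adjusted p = 0.00932). Once the batch number was in the model, the adjusted p in GRP2/MP3 was 0.0275 (0.00932 to 0.534 over the alternatives) for Gpr34. For Gm29291 (ENSMUSG00000101903, 9.59 ± 10.4 RPKM in GRP2/MP3) the log2 fold change was 2.45 (adjusted p = 0.359), and 0.0224 (0.0224 to 1 over the alternatives) with the block. Gm29291 was listed at 0 in NSC 1, 2 and 3 and at 1.40 in NSC 4. Higd1b (ENSMUSG00000020928, 209 ± 208 RPKM) had a log2 fold change of 4.49 in GRP2/MP3 (adjusted p = 0.278), with 0.0272 (0.00693 to 0.892 over the alternatives) with the block. It was listed at 0 in GRP2/MP3 3, and without that library the change was 6.44 (adjusted p = 0.00693).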

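The upregulated genes named for GRP3 and PFMP were all low in the libraries of batch 3. Lhfpl3 (ENSMUSG00000106379, chromosome 5 of GRCm38 from 22746059 to 23275597) averaged 239.9 ± 223 RPKM (SD, n = 4) in GRP3, with 1.17 in GRP3 3, and its log2 fold change was 5.00 (standard error 1.56, adjusted p = 0.227). The change was 6.75 without GRP3 3 (adjusted p = 0.0184), and with the replicate block the adjusted p was 0.00373 (0.00373 to 0.822 over the alternatives). For Dmrtb1 (ENSMUSG00000028610, chromosome 4 of GRCm38 from 107676290 to 107684230, 44.8 ± 46.2 RPKM in GRP3) the log2 fold change was 3.44 (adjusted p = 0.43), and the block gave 0.0393 (0.0393 to 1 over the alternatives). Matn4 (ENSMUSG00000016995, chromosome 2 of GRCm38 from 164389393 to 164405160) averaged 41.7 ± 38.9 RPKM in GRP3 and 40.4 ± 42.6 in PFMP. Its log2 fold changes of 3.46 and 3.34 did not pass the threshold (adjusted p = 0.514 and 0.534). Tmem255b (ENSMUSG00000038457, chromosome 8 of GRCm38 from 13435189 to 13468473, 51.2 ± 67.7 RPKM in PFMP) had a log2 fold change of 3.97 (adjusted p = 0.284). It was 5.26 without PFMP 3 (adjusted p = 0.0482), and with the block the adjusted p was 0.0338 (0.0338 to 0.945 over the alternatives). Brinp3 (ENSMUSG00000035131, chromosome 1 of GRCm38 from 146494760 to 146902472, 25.6 ± 18.4 RPKM in PFMP) had a log2 fold change of 3.20 (adjusted p = 0.449), and 0.0127 (0.0127 to 1 over the alternatives) with the block. PFMP 3, at 0.352 RPKM, stood apart from the other PFMP libraries, all at 23.7 or above. The 5 genes were higher than in NSC in all 4 batches of the progenitor named.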

The top three upregulated genes in each population were *Igkv4-56* (fold change vs. NSCs of 19.8), *Cryba4* (fold change vs. NSCs 19.2), and *Gpr34* (fold change vs. NSCs 18.7) for BNAP/GRP1; *Gpr34* (fold change vs. NSCs of 35.8), *Gm29291* (fold change vs. NSCs 32.2), and *Higd1b* (fold change vs. NSCs 30.5) for GRP2/MP3; *Lhfpl3* (fold change vs. NSCs of 72.3), *Dmrtb1* (fold change vs. NSCs 45.9), and *Matn4* (fold change vs. NSCs 42.0) for GRP3; and *Matn4* (fold change vs. NSCs of 49.8), *Tmem255b* (fold change vs. NSCs 49.4), and *Brinp3* (fold change vs. NSCs 46.7) for PFMPs (Figure 2C–F).

### 3.5. BNAP/GRP1 Progenitors Share More Gene Expression Similarities with GRP2/MP3, While GRP3s Are More Similar to PFMPs

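All comparisons share the 4 NSC libraries, so fold changes of 2 progenitors correlate across genes even when nothing differs. Pearson's r across the 27614 genes, which are not independent replicates, was 0.779 between the log2 fold changes of BNAP/GRP1 and GRP2/MP3 and 0.864 between those of GRP3 and PFMP. For the other combinations of 2 progenitors it was 0.672, 0.593, 0.71 and 0.693 (BNAP/GRP1 with GRP3, BNAP/GRP1 with PFMP, GRP2/MP3 with GRP3, GRP2/MP3 with PFMP). Simulated groups without any change gave an r of 0.497 to 0.5. Their NSC libraries were simulated and shared too, and no library held a batch effect. When the 16 progenitor libraries were dealt at random to 4 groups within their batches 100 times, the r of BNAP/GRP1 with GRP2/MP3 was reached 45 times and that of GRP3 with PFMP 3 times. The progenitors were also compared directly. No gene differed at an adjusted p under 0.05 in any of the 6 direct comparisons, with or without the replicate block, which made 0 calls as well. The libraries of batch 3 were alike in all populations (r of at least 0.934), which leaves little difference between progenitors there. With batch 3 left out and the replicate block, a setting chosen after seeing the data, GRP2/MP3 differed in some genes from each other progenitor. At an unadjusted p under 0.05, 331 genes differed between BNAP/GRP1 and GRP2/MP3 and 84 between GRP3 and PFMP. The other comparisons gave 526 (BNAP/GRP1 and GRP3), 1355 (BNAP/GRP1 and PFMP), 466 (GRP2/MP3 and GRP3) and 459 (GRP2/MP3 and PFMP), where chance alone gives 1381. At this p the numbers with the replicate block were 1551, 261, 2262, 5222, 1773 and 1859 in the same order, above that of chance in all but GRP3 and PFMP.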

There was significant overlap between upregulated genes vs. NCSs in the progenitor populations, particularly between BNAP/GRP1 and GRP2/MP3 and between GRP3 and PFMP (Figure 2A). A total of 16 of the top 50 upregulated genes were shared between BNAP/GRP1 and GRP2/MP3. For GRP3 and PFMP, 29 of the top 50 genes were shared. 

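Ranked by log2 fold change against NSC among the genes tested, the top 50 of BNAP/GRP1 and GRP2/MP3 had 13 genes in common, and those of GRP3 and PFMP 27. The other combinations of 2 progenitors shared 4 (BNAP/GRP1 and GRP3), 3 (BNAP/GRP1 and PFMP), 1 (GRP2/MP3 and GRP3) and 0 (GRP2/MP3 and PFMP). Because the NSC libraries are shared, simulated groups without any change had a mean of 10.4 and 9.45 top genes in common over 20 simulations, and at most 18 and 16. The overlap of GRP3 and PFMP was above the highest simulated value, and that of BNAP/GRP1 and GRP2/MP3 was not. In the 100 random regroupings of the progenitor libraries within their batches, the overlap of BNAP/GRP1 and GRP2/MP3 was reached 14 times by the groups in their places. That of GRP3 and PFMP was reached 0 times by the groups in theirs, where the largest was 26. Between the groups in the places of BNAP/GRP1 and PFMP the largest was 27, so a regrouping can give an overlap as large as that of GRP3 and PFMP.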

Overall, 237 upregulated genes were shared between BNAP/GRP1 and GRP2 and 157 between GRP3 and PFMP, while all other combinations of two or three NPs share ≤38 commonly upregulated genes. 

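No gene was upregulated in more than 1 progenitor here. At an unadjusted p under 0.05, 91 genes were higher in BNAP/GRP1 and GRP2/MP3 alone and 112 in GRP3 and PFMP alone. Between 2 and 14 genes were so shared in the other combinations of 2. When the batch was added as a block, the upregulated genes shared by the 2 alone numbered 3 for BNAP/GRP1 and GRP2/MP3 and 33 for GRP3 and PFMP.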

A total of 51 genes were commonly upregulated in all NPs vs. NSCs, of which the highest magnitude were *Igf2bp3* (8.3× in BNAP/GRP1, 11.4× in GRP2/MP3, 8.7× in GRP3, and 3.9× in PFMP); *Gpr155* (6.7× in BNAP/GRP1, 5.4× in GRP2/MP3, 4.5× in GRP3, and 4.5× in PFMP); and *Gm3383* (5.4× in BNAP/GRP1, 5.9× in GRP2/MP3, 5.7× in GRP3, and 6.2× in PFMP).

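Upregulation in all 4 progenitors was reached by no gene at an adjusted p under 0.05, and by 19 genes at an unadjusted p under 0.05. Igf2bp3 (ENSMUSG00000029814, chromosome 6 of GRCm38 from 49085223 to 49214957) averaged 0.432 ± 0.414 RPKM (SD, n = 4) in NSC. It averaged 6.86 ± 7.54 in BNAP/GRP1, 7.99 ± 9.70 in GRP2/MP3, 6.61 ± 4.67 in GRP3 and 2.93 ± 2.19 in PFMP, with log2 fold changes of 1.89, 2.01, 2.06 and 1.23 (adjusted p = 0.854, 0.777, 0.753 and 1). In batch 3 it was under 1 RPKM in every library. Gpr155 (ENSMUSG00000041762, chromosome 2 of GRCm38 from 73341506 to 73386572) rose from 1.23 ± 0.528 RPKM in NSC to 6.89 ± 3.71, 6.62 ± 4.45, 9.3 ± 5.35 and 7.07 ± 3.82, and was higher than in NSC in all 4 batches of each progenitor. Its log2 fold changes were 1.71, 1.62, 2.04 and 1.70, none of which passed the threshold (adjusted p = 0.488, 0.459, 0.194 and 0.398). With the replicate block, Gpr155 passed it in GRP3 (adjusted p = 0.0142, 0.0142 to 0.716 over the alternatives) and PFMP (adjusted p = 0.0472, 0.0472 to 1 over the alternatives). Gm3383 (ENSMUSG00000096629) was listed at 0 in all 4 NSC libraries, so no fold change is given. It reached at most 5.97 RPKM in BNAP/GRP1, 9.89 in GRP2/MP3, 5.49 in GRP3 and 4.90 in PFMP, and was at 0 in 5 of the 16 progenitor libraries.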

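Downregulation in all 4 progenitors was found for 180 genes, and for 405 with the replicate block. In 20 simulations of unchanged groups with shared simulated NSC libraries, no gene was lower in all 4 at an adjusted p under 0.05. The simulated libraries were independent and held no batch effect. Genes downregulated in both BNAP/GRP1 and GRP2/MP3 numbered 194, and in both GRP3 and PFMP 267. The other combinations of 2 had 187 (BNAP/GRP1 and GRP3), 188 (BNAP/GRP1 and PFMP), 256 (GRP2/MP3 and GRP3) and 264 (GRP2/MP3 and PFMP). All these counts hold whatever the other 2 showed. The order changed with the replicate block, where GRP2/MP3 and PFMP had the most, 578. GRP3 and PFMP then had 567, and BNAP/GRP1 and GRP2/MP3 499.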

Greater overlap was seen with downregulated genes, as 811 genes were downregulated in all four populations compared to NSCs (Figure 2B). Of these, the highest magnitude were *1700012B09Rik* (652.4× lower in BNAP/GRP1 than NSCs, 567.3× in GRP2/MP3, 894.3× in GRP3, and 983.3× in PFMP); *Ccdc113* (829.1× lower in BNAP/GRP1 than NSCs, 372.9× in GRP2/MP3, 1041.8× in GRP3, and 661.1× in PFMP); and *Fam183b* (1058.7.1× lower in BNAP/GRP1 than NSCs, 366.5× in GRP2/MP3, 405.3× in GRP3, and 434.7× in PFMP). 

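The gene 1700012B09Rik (ENSMUSG00000031927, chromosome 9 of GRCm38 from 14756587 to 14771030) averaged 953 ± 1023 RPKM (SD, n = 4) in NSC, and 4.25 ± 7.64, 6.09 ± 11.5, 1.81 ± 2.58 and 1.51 ± 3.02 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP. Against NSC its log2 fold change was -7.91 in BNAP/GRP1, -7.86 in GRP2/MP3, -8.19 in GRP3 and -8.60 in PFMP, with adjusted p = 0.000392, 0.000289, 0.000181 and 9.71e-05. In each progenitor the batch 4 library held the highest value, 15.7 RPKM in BNAP/GRP1 4 and 23.4 in GRP2/MP3 4, while the other libraries were under 1. Ccdc113 (ENSMUSG00000036598, chromosome 8 of GRCm38 from 95534085 to 95558890) averaged 360.1 ± 242 RPKM in NSC, with 42.2 in NSC 3. It was at most 2.46 RPKM in any progenitor library, and its log2 fold change was -7.41 in BNAP/GRP1, -7.27 in GRP2/MP3, -7.64 in GRP3 and -7.50 in PFMP (adjusted p = 2.69e-05, 2.94e-05, 1.09e-05 and 2.2e-05). Fam183b (ENSMUSG00000049154, chromosome 11 of GRCm38 from 58792797 to 58801960) averaged 1298 ± 1050 RPKM in NSC and had log2 fold changes of -9.42 in BNAP/GRP1, -8.51 in GRP2/MP3, -8.62 in GRP3 and -8.71 in PFMP (adjusted p = 2.69e-05, 7.2e-05, 4.51e-05 and 4.35e-05). GRP2/MP3 4, GRP3 4 and PFMP 4 held 20.6, 13.2 and 8.61 RPKM of Fam183b, against at most 1.37 in the other progenitor libraries. All 3 genes fell in all 4 batches of every progenitor, a difference larger than the spread between libraries, and every fit that left out 1 library kept the calls.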

As with upregulated genes, the highest overlap between populations was seen between BNAP/GRP1 and GRP2/MP3 and between GRP3 and PFMP.

### 3.6. Each Neural Progenitor Population Expresses Unique Upregulated and Downregulated Genes

Each NP population expressed unique upregulated genes compared to neural stem cells. The greatest number was seen in BNAP/GRP1 with 366 uniquely upregulated genes while GRP2/MP3, GRP3, and PFMP had 270, 100, and 206, respectively (Figure 2A). 

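Genes upregulated in a single progenitor numbered 0 in BNAP/GRP1, 0 in GRP2/MP3, 3 in GRP3 and 1 in PFMP. At an unadjusted p under 0.05 the numbers were 375, 109, 177 and 68, and with the replicate block 15, 43, 42 and 16. A gene called in one progenitor and not in another is not thereby different between them. The direct comparisons of progenitors made no call with all batches in the model, with or without the replicate block. The genes that Table S1 gives as upregulated in BNAP/GRP1 alone (365 genes) had median log2 differences of 0.11, 1.35, 0.000 and 2.20 in batches 1 to 4. Of the 4 BNAP/GRP1 libraries, BNAP/GRP1 4 held the highest RPKM for 71% of these genes. For GRP2/MP3 alone (270 genes) the medians were 2.24, 2.38, 0.15 and 1.00. For GRP3 alone (100 genes) they were 2.04, 2.24, 0.19 and 1.15, and for PFMP alone (206 genes) 1.26, 1.99, 0.11 and 1.03. These lists were chosen by the study on the same libraries.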

The greatest number of uniquely downregulated genes was seen in PFMPs, with 697 genes uniquely downregulated compared to NSCs. 

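Here 28 genes were downregulated in PFMP alone, 26 in GRP2/MP3 alone, 9 in BNAP/GRP1 alone and 7 in GRP3 alone. Under the replicate block the order changed, to 125 in GRP2/MP3, 86 in PFMP, 42 in BNAP/GRP1 and 34 in GRP3.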

BNAP/GRP1, GRP2/MP3, and GRP3 had 160, 300, and 153 unique downregulated genes, respectively, compared to NSCs. 

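In Table S1 the 10 largest fold changes among the genes listed for BNAP/GRP1 alone are those of Igkv4-56, 2610528A11Rik, Phxr2, Iltifb, Gm26807, Gm9573, Zfp57, Gm16741, RP23-358D12.4 and Gm5316. Among the 4 BNAP/GRP1 libraries, each of these had its highest RPKM in BNAP/GRP1 2 or BNAP/GRP1 4, from 6.20 for Gm9573 to 150 for Igkv4-56. For GRP2/MP3 the genes are Higd1b, Vtn, Kcne4, Adap2, Arhgap9, Rgs5, Mgp, Adap2os, Il34 and Gm8325. Rgs5 reached 6493 RPKM in GRP2/MP3 4, and Vtn 258 in the same library. For GRP3 they include Slc22a6, Bricd5, 2010320O07Rik, Ptchd2, Aldh1a2, Lnx1, Spry4, Pcdha4 and RP24-82B9.1, with highest values from 1.59 RPKM for Ptchd2 to 29.7 for Bricd5. For PFMP they are Rxrg, Gm37005, Cacna2d3, Dlgap3, Atp2a1, Wfdc18, Olfr558, Mettl21c, Moxd1 and Sstr1. Atp2a1 did not exceed 0.63 RPKM in any PFMP library, and Rxrg reached 40.0 in PFMP 4. Gm9573, Ptchd2, Atp2a1 and Olfr558 were too low to be tested, and none of the others was upregulated at an adjusted p under 0.05 in the model without a batch term. The replicate block called Rgs5 (adjusted p = 0.00644, 0.00644 to 1 over the alternatives), Vtn (0.0106), Adap2 (0.0264), Higd1b (0.0272) and Arhgap9 (0.0416) in GRP2/MP3, 2010320O07Rik (0.0228) in GRP3 and Rxrg (0.048) in PFMP.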

The top ten uniquely upregulated genes by magnitude for each population are shown in Figure 2C–F (BNAP/GRP1, GRP2/MP3, GRP3, and PFMP, respectively), and the 50 highest magnitude uniquely upregulated genes were plotted in the heatmap in Figure 2G.

### 3.7. Comparison of NSC-Enriched Genes to Available Datasets

We also compared our NSC-enriched genes to other datasets from published reports on NSCs. Briefly, we selected six papers that used RNA sequencing methods to characterize adult mouse NSCs [20,23,24,32] and adolescent mouse NSCs [33,34] and that compared the NSCs to the other cells within their neurogenic niches. We compared their gene sets with the genes identified in this study as NSC-enriched (see Section 2 for more details). 

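NSC-enriched genes were taken, with the paper's threshold of a log2 fold change above 0.25, from the contrast of NSC with the mean of the 4 progenitors. This gave 540 genes higher in NSC, and 6 that were lower. Once the batch number was in the model, the counts were 1143 and 62. The marker genes of NSCs gathered for this work (19 genes, 5 of them named in the paper) had a median log2 fold change of -1.29 in BNAP/GRP1, -1.48 in GRP2/MP3, -1.49 in GRP3 and -0.99 in PFMP. In each progenitor at least 14 of these genes were lower than in NSC. The fry test gave adjusted p = 0.394, 0.188, 0.35 and 0.394 in the same order, and with the replicate block 0.00801, 0.000509, 0.00551 and 0.0127. Adjusted over the list alone, 1, 2, 1 and 1 of them had an adjusted p under 0.05. The gene sets of the other studies were not analysed here.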

The comparative data are visualized as an Upset Plot in Figure 2H. While acknowledging that the utility of the Upset Plot is limited by the depth of sequencing and number of cells included in each dataset, it is notable that the most significant overlap between our dataset and any other dataset was for Beckervordersandforth et al., 2010 [24], followed by Marcy et al., 2023 [33] and then Cebrian-Silla et al., 2021 [32].

### 3.8. Each Neural Progenitor Has a Unique Signature of Up- and Down-Regulated Transcription Factors

We were interested in analyzing differences in the expression of transcription factors and identifying “hub” genes present in each of the NPs. Therefore, we compared each population’s up and downregulated genes to curated lists of mouse transcription factors (TFs) in AnimalTFDB3.0. 

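Of the 10 transcription factors in Table 1, Foxj1 and Myb were downregulated in all 4 progenitors at an adjusted p under 0.05. The other 8 were so in 3 or fewer. With the replicate block, Emx1, Id4 and Pbx4 were downregulated in all 4 as well. Zfp474 (ENSMUSG00000046886, chromosome 18 of GRCm38 from 52615915 to 52639830) averaged 14.8 ± 14.1 RPKM (SD, n = 4) in NSC, and its log2 fold change was -2.47 in BNAP/GRP1, -3.12 in GRP2/MP3, -3.05 in GRP3 and -3.29 in PFMP (adjusted p = 0.247, 0.0473, 0.058 and 0.0302). BNAP/GRP1 4 held 7.65 RPKM of Zfp474, and without this library BNAP/GRP1 passed the threshold (adjusted p = 0.0113). NSC 3 held only 1.39 RPKM, and without it BNAP/GRP1 and GRP3 passed (adjusted p = 0.0306 and 0.00683). Without NSC 2, the highest library at 28.8 RPKM, no progenitor passed, with adjusted p up to 0.26 in GRP2/MP3 and 0.17 in PFMP. The replicate block added GRP3 (adjusted p = 0.0193, 0.00303 to 0.344 over the alternatives). Trp73 (ENSMUSG00000029026, chromosome 4 of GRCm38 from 154056253 to 154140208) averaged 3.61 ± 2.47 RPKM in NSC, and its log2 fold change was -1.16 (-2.01 without BNAP/GRP1 4) in BNAP/GRP1, -1.84 in GRP2/MP3, -1.78 in GRP3 and -1.95 in PFMP (adjusted p = 0.866, 0.331, 0.413 and 0.257). Without BNAP/GRP1 4, at 9.61 RPKM, the adjusted p in BNAP/GRP1 was 0.0124. With the block, Trp73 passed in GRP2/MP3 (adjusted p = 0.0479, 0.000828 to 0.944 over the alternatives) and PFMP (adjusted p = 0.0353, 0.00243 to 0.751 over the alternatives), and with quantile normalization in all 4 progenitors, with a largest adjusted p of 0.00243. Rfx2 (ENSMUSG00000024206, chromosome 17 of GRCm38 from 56775897 to 56831013) averaged 5.24 ± 3.52 RPKM in NSC and had a log2 fold change of -1.49 in BNAP/GRP1, -2.03 in GRP2/MP3, -2.06 in GRP3 and -2.36 in PFMP (adjusted p = 0.573, 0.116, 0.111 and 0.0429). Its call in PFMP was lost in 7 of the 8 fits that left out 1 library, with an adjusted p of up to 0.157. BNAP/GRP1 passed without BNAP/GRP1 4 (adjusted p = 0.0181), and GRP2/MP3 and GRP3 without NSC 3 (adjusted p = 0.0247 and 0.0241). The block gave 0.0134 (0.0066 to 0.37 over the alternatives) in GRP2/MP3 and 0.0135 (0.00372 to 0.402 over the alternatives) in GRP3.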

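Myb (ENSMUSG00000019982, chromosome 10 of GRCm38 from 21124935 to 21160984) averaged 56.1 ± 49.1 RPKM (SD, n = 4) in NSC, and its log2 fold change was -3.61 in BNAP/GRP1, -4.23 in GRP2/MP3, -3.60 in GRP3 and -3.90 in PFMP (adjusted p = 0.0178, 0.00327, 0.0141 and 0.00608). Leaving out NSC 1, at 128 RPKM, removed the call in BNAP/GRP1 (adjusted p = 0.112) and GRP3 (adjusted p = 0.0867), and leaving out NSC 2 did the same. The call in BNAP/GRP1 also needed BNAP/GRP1 1 and BNAP/GRP1 3 (adjusted p = 0.0876 and 0.0937), and that in GRP3 needed GRP3 3 (adjusted p = 0.0624). Foxa2 (ENSMUSG00000037025, chromosome 2 of GRCm38 from 148042877 to 148046969), at 2.14 ± 1.34 RPKM in NSC, had a log2 fold change of -0.56 (-1.51 without BNAP/GRP1 4) in BNAP/GRP1, -1.26 in GRP2/MP3, -1.12 in GRP3 and -1.52 in PFMP. None of these passed the threshold (adjusted p = 0.866, 1, 1 and 0.733), and BNAP/GRP1 4 held the highest Foxa2 value of all 20 libraries, 13.2 RPKM. Pbx4 (ENSMUSG00000031860, chromosome 8 of GRCm38 from 69832491 to 69872292) averaged 133 ± 145 RPKM in NSC and had a log2 fold change of -3.24 in BNAP/GRP1, -4.77 in GRP2/MP3, -3.23 in GRP3 and -2.59 (-1.69 without PFMP 3) in PFMP (adjusted p = 0.42, 0.0378, 0.363 and 0.687). The call of Pbx4 in GRP2/MP3 was lost in 7 of the 8 fits that left out 1 library, with an adjusted p of up to 0.228. When the batch was added as a block, Pbx4 also passed in BNAP/GRP1 (adjusted p = 0.0047, 0.0047 to 0.989 over the alternatives), GRP3 (adjusted p = 0.00403, 0.00403 to 1 over the alternatives) and PFMP (adjusted p = 0.0236, 0.0236 to 1 over the alternatives). Each of these 3 genes fell in at least 3 of the 4 batches of every progenitor.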

We observed 21 downregulated transcription factors in all four NP populations compared to NSCs (top 10 listed in Table 1), including *Foxj1*, *Zfp474*, and *Trp73*. Each progenitor subtype had unique up- and down-regulated TFs, listed in Table 2 and Table 3. 

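None of these factors of Table 2 and Table 3 passed an adjusted p of 0.05 in its progenitor in the model without a batch term. Etv5 in GRP3 and Rxrg in PFMP passed it with the replicate block. Among the factors listed as downregulated, the log2 fold change in BNAP/GRP1 was -1.52 (-0.64 without BNAP/GRP1 3) for Sox21 and -1.59 (-0.81 without NSC 1) for Tsc22d1, each with an adjusted p of 0.866. In GRP2/MP3 it was -1.49 (-0.92 without NSC 2) for Barx2, -1.47 for Msx1 and -1.46 for Nr2e1 (adjusted p = 0.915, 1 and 1). In GRP3 it was -2.54 for Tgif1, -1.31 (-0.39 without GRP3 3) for Fosb and -0.92 (-0.24 without GRP3 4) for Atf5 (adjusted p = 0.873, 1 and 1). Shox2 was not lower in GRP3, where its log2 fold change was 0.19 (-0.11 without GRP3 4) (adjusted p = 1), with lower values than NSC in 2 of the 4 batches. In PFMP it was -1.58 (-0.93 without NSC 2) for Lbx2, -1.31 for Nkx2-4 and -0.42 (-0.20 without NSC 4) for Tbx1 (adjusted p = 0.986, 0.971 and 1), and Lbx2 and Nkx2-4 were listed at 0 in all 4 PFMP libraries. Smad9, T, Hoxc11 and Lhx1 reached 1 RPKM in too few libraries to be tested. Smad9 averaged 0.759 ± 0.762 RPKM (SD, n = 4) in NSC and 0.210 ± 0.354 in GRP2/MP3, T 0.977 ± 1.25 in NSC and 0.0145 ± 0.0289 in PFMP, and Hoxc11 0.421 ± 0.567 in NSC and 0.00914 ± 0.0144 in PFMP. Lhx1 averaged 0.287 ± 0.444 RPKM in NSC and 2.69 ± 4.98 in BNAP/GRP1, where BNAP/GRP1 4 alone was above 1, at 10.2. Among the factors listed as upregulated, Gm13154 in BNAP/GRP1 had a log2 fold change of 1.23 (0.37 without BNAP/GRP1 4) (adjusted p = 0.866). In GRP2/MP3 it was 1.72 for Rel (adjusted p = 0.825), in GRP3 1.08 for Rfx7 (adjusted p = 1), and in PFMP 1.22 (0.69 without PFMP 1) for Zfp846 and 0.52 for Zfp882 (adjusted p = 1 and 1).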

Interestingly, no transcription factor was upregulated in all four NPs compared to NSCs. The only gene close to reaching significance in all four progenitors was *Etv1*, which was significantly upregulated in GRP2/MP3, GRP3, and PFMP compared to NSCs but just failed to reach significance for BNAP/GRP1 (*p* adjusted = 0.056).

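Etv1 (ENSMUSG00000004151, chromosome 12 of GRCm38 from 38779380 to 38870484) averaged 2.67 ± 1.35 RPKM (SD, n = 4) in NSC, 10.6 ± 9.27 in BNAP/GRP1, 13.0 ± 12.7 in GRP2/MP3, 32.9 ± 27.9 in GRP3 and 30.5 ± 22.1 in PFMP. The log2 fold change was 1.33 (0.83 without BNAP/GRP1 1) in BNAP/GRP1, 1.46 (0.88 without GRP2/MP3 2) in GRP2/MP3, 2.53 in GRP3 and 2.62 in PFMP, with a standard error of 1.05. Every progenitor library was above the NSC library of its batch. The model without a batch term called none of the 4 (adjusted p = 0.866, 1, 0.644 and 0.544). With the replicate block GRP3 and PFMP passed the threshold (adjusted p = 0.0141 (0.0141 to 1 over the alternatives) and 0.0103 (0.0103 to 1 over the alternatives)), and BNAP/GRP1 and GRP2/MP3 did not (0.29 and 0.231).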

### 3.9. Neural Progenitor Gene Expression Profiles Indicate Unique Biological Functions in Neurodevelopment

#### 3.9.1. Neural Stem Cells Downregulate Gene Expression in Cilia Organization as They Mature into Neural Progenitors

We further analyzed the expression profiles in each population using over-representation analysis, which compared our gene lists to recognized Gene Ontology gene sets (Figure S1). In each of the four NP populations, all 10 GO terms that were downregulated compared to NSCs were involved in ciliated cell function. The GO Term “Cilia Organization” (GO:0044782) was most significantly enriched with Fold Enrichment of NSCs compared to BNAP/GRP1 of 9.4-fold, 8.6 for GRP2/MP3, 9.2 for GRP3, 7.4 for PFMP) and the other 9 of the top-10 enriched GO terms had “Cilia Organization” as a parent term (Figure 3A).

Volcano plots of each cell type vs. NSCs (Figure 3B–E for BNAP/GRP1, GRP2/MP3, GRP3, and PFMP, respectively) with cilia-related genes highlighted in purple clearly show that these genes are overrepresented in the downregulated genes in all four progenitor subtypes and make up some of the most statistically significant and high-magnitude downregulated genes. 

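Gene lists fixed in advance were used in place of the Gene Ontology terms, which were not analysed here. They were tested against all other genes with camera at an inter-gene correlation of 0.01, and with fry, which makes no such assumption but tests the list by itself. The p-values were adjusted over 56 tests of 14 lists in 4 progenitors. The motile cilium list held the genes of families specific to motile cilia, such as Dnah and Tekt, of which 69 were tested and 1 is named in the paper. Its median log2 fold change was -2.78 in BNAP/GRP1, -3.27 in GRP2/MP3, -3.20 in GRP3 and -3.20 in PFMP. At least 66 of the 69 genes were lower than in NSC in each progenitor, and 22, 37, 37 and 37 of them were downregulated. Adjusted over the list alone, 52, 62, 60 and 61 genes had an adjusted p under 0.05. The camera test gave adjusted p = 3.17e-80, 1.34e-105, 6.3e-106 and 2.37e-92, and fry 0.00144, 0.000378, 0.000452 and 0.000378. The list fell in all 4 batches, by a median of between -1.55 and -1.70 in batch 3 and between -4.27 and -3.84 in batch 2. The 53 primary cilium genes, shared by ciliated and most other cells, fell less, by a median of -1.84 in BNAP/GRP1, -2.18 in GRP2/MP3, -1.70 in GRP3 and -1.67 in PFMP, with 5, 9, 3 and 5 of them downregulated and 30, 33, 26 and 26 adjusted over the list alone (fry adjusted p = 0.00383, 0.0013, 0.00571 and 0.00403). In each batch and progenitor the motile list fell further than the primary list, by a difference of medians from 0.33 to 2.48. The 10 regulators of multiciliation fell by a median of -1.84 in BNAP/GRP1, -2.46 in GRP2/MP3, -2.35 in GRP3 and -2.75 in PFMP, with 4, 5, 4 and 7 of them downregulated and 7, 9, 8 and 8 adjusted over the list alone (fry adjusted p = 0.00312, 0.000527, 0.000851 and 0.000378). This list includes 4 genes that the study names, so it is not independent of it. Ependymal markers outside the cilium (15 genes) fell by a median of -3.65 in BNAP/GRP1, -2.76 in GRP2/MP3, -3.52 in GRP3 and -4.09 in PFMP, with 7, 6, 7 and 7 of them downregulated and 8, 9, 11 and 12 adjusted over the list alone (fry adjusted p = 0.000121, 0.000121, 0.000119 and 0.000119).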

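The median RPKM of the motile cilium list was 16.2, 21.5, 3.25 and 23.6 in NSC 1 to 4, and at most 7.74 in a progenitor library, BNAP/GRP1 4. That of the ependymal markers outside the cilium was 174, 472, 48.5 and 101, and at most 17.8 in a progenitor library. Choroid plexus markers (10 genes tested), the other ciliated epithelium of the ventricle, had a median log2 fold change of -1.13 in BNAP/GRP1, -1.50 in GRP2/MP3, -0.98 in GRP3 and -1.14 in PFMP (fry adjusted p = 0.216, 0.0499, 0.112 and 0.0769), with 4, 5, 4 and 4 genes adjusted over the list alone. Of all list results called by camera, those of the motile cilium, primary cilium, multiciliation and ependymal lists in all 4 progenitors and of the microglia markers in GRP2/MP3 also had an adjusted p under 0.05 by fry and by camera with an estimated correlation. The choroid plexus markers in GRP2/MP3 and the endothelial markers in PFMP held under fry alone. The pericyte markers in GRP2/MP3 held under the estimated correlation alone, and the remaining ones under neither. These calls by fry are without a batch term. With the replicate block, fry also passed the pericyte markers in GRP2/MP3, the OPC markers in GRP3 and PFMP and the microglia markers in BNAP/GRP1. The NSC markers then passed in all 4 progenitors. The paper links the falls of the cilium genes to differentiation. It proposes that factors of ciliogenesis such as Foxj1 and Rfx2 are lost as the NSCs lose their cilia.

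**Figure D2:**
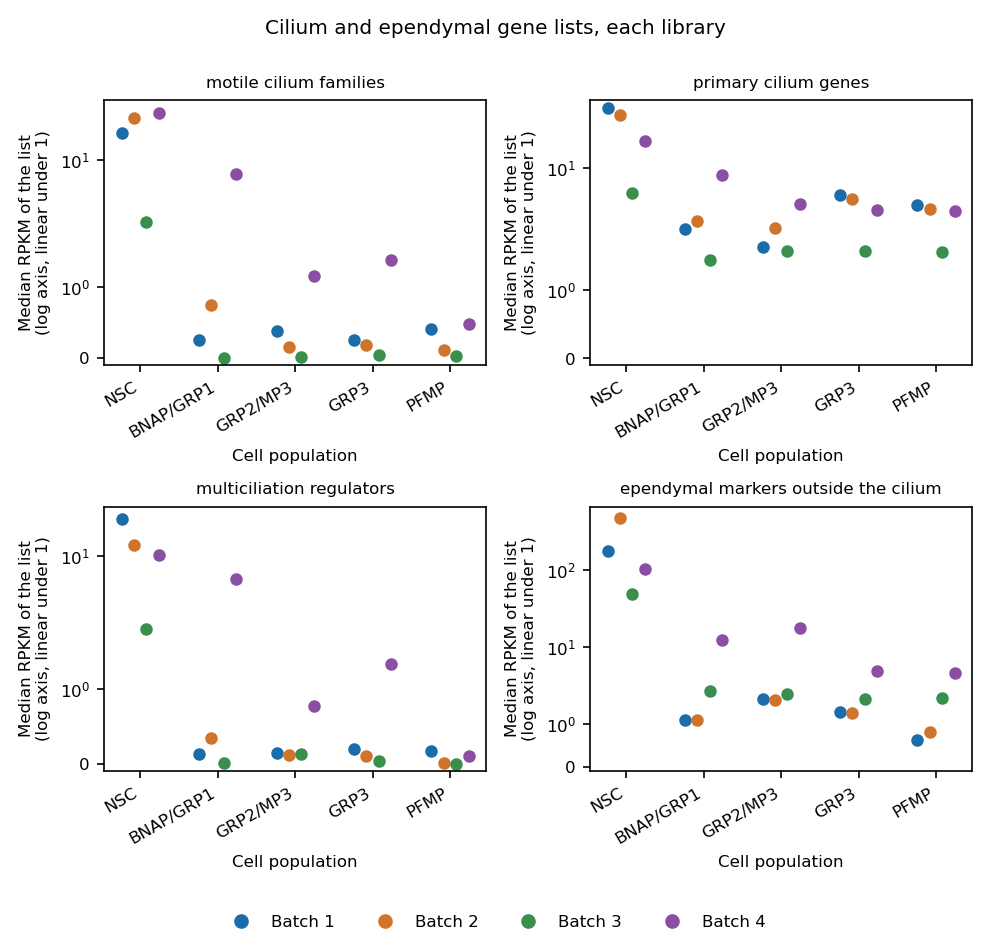
Median RPKM per library of the motile cilium families, the primary cilium genes, the multiciliation regulators and the ependymal markers outside the cilium in the 5 populations, colored by batch, on a log axis that is linear under 1. NSC libraries lie above the progenitor libraries of their batch in every list.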

The genes with the largest change in this group were *Ccdc113* (829.1-fold downregulation in BNAP/GRP1 compared to NSC, 372.9× in GRP2/MP3, 1041.7× in GRP3, and 661.1× in PFMP); *Foxj1* (163.0x in BNAP/GRP1, 162.4× in GRP2/MP3, 141.4× in GRP3, and 620.5× in PFMP); and *Tekt4* (54.3× in BNAP/GRP1, 315.7× in GRP2/MP3, 82.2× in GRP3, and 614.3× in PFMP).

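Foxj1 (ENSMUSG00000034227, chromosome 11 of GRCm38 from 116330704 to 116335399) averaged 140.3 ± 150.2 RPKM (SD, n = 4) in NSC, 2.49 ± 4.62 in BNAP/GRP1, 0.684 ± 1.01 in GRP2/MP3, 0.910 ± 0.689 in GRP3 and 0.155 ± 0.199 in PFMP. The gene's log2 fold change was -5.45 in BNAP/GRP1, -5.87 in GRP2/MP3, -5.61 in GRP3 and -6.27 in PFMP (adjusted p = 0.000828, 0.000284, 0.000389 and 0.000109). BNAP/GRP1 4, at 9.42 RPKM, stood apart from the other BNAP/GRP1 libraries, which were under 1, and without it the log2 fold change in BNAP/GRP1 was -6.23. Tekt4 (ENSMUSG00000024175, chromosome 17 of GRCm38 from 25454615 to 25476602) averaged 74.5 ± 66.4 RPKM in NSC, 2.11 ± 3.19 in BNAP/GRP1, 0.108 ± 0.170 in GRP2/MP3, 0.218 ± 0.166 in GRP3 and 0.0109 ± 0.0218 in PFMP. Against NSC its log2 fold change was -4.58 in BNAP/GRP1, -5.55 in GRP2/MP3, -5.41 in GRP3 and -5.67 in PFMP (adjusted p = 0.00139, 0.000169, 0.000191 and 0.000109). With only the NSC and BNAP/GRP1 libraries in the model, Tekt4 was not called in BNAP/GRP1 (adjusted p = 0.0974, 2.91e-05 to 0.0974 over the alternatives). Both genes fell in all 4 batches of each progenitor, a difference that was larger than the spread between the libraries of a population.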

#### 3.9.2. BNAP/GRP1 and GRP2/MP3 Express Many Immune-Related Genes and Pathways

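Microglia markers were examined as 1 list for immune expression in the sorted populations. The 30 markers, 4 of them named in the paper, had a median log2 fold change of 2.95 in BNAP/GRP1 and 3.89 in GRP2/MP3. All 30 were higher than in NSC in both. The camera test gave adjusted p = 6.85e-12 and 9.03e-30, and fry 0.0797 and 0.0499. No marker was upregulated by itself, and adjusted over the list alone 0 were in BNAP/GRP1 and 9 in GRP2/MP3. Under the replicate block the fry adjusted p in BNAP/GRP1 was 0.0378. By batch, the median log2 difference from NSC was 6.47, 4.70, 0.17 and 1.41 in BNAP/GRP1, and 5.69, 5.94, 0.14 and 1.96 in GRP2/MP3. In batch 3 the median RPKM of the list was between 104 and 124 in all 5 populations, which leaves no difference to measure. In NSC 1, NSC 2 and NSC 4 it was 2.20, 1.62 and 5.00. It reached 268 and 71.7 in BNAP/GRP1 1 and 2, and 179.8 and 178 in GRP2/MP3 1 and 2. In GRP3 and PFMP the list had medians of -0.24 and -0.01. Over the 26 markers that the study does not name, the median in GRP2/MP3 was 3.91. Erythrocyte markers (6 genes tested) had median log2 fold changes of 1.14 in BNAP/GRP1, 3.31 in GRP2/MP3, -0.15 in GRP3 and 0.27 in PFMP, none called by fry, and reached a median of 18613 to 20921 RPKM in the libraries of batch 3.

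**Figure D3:**
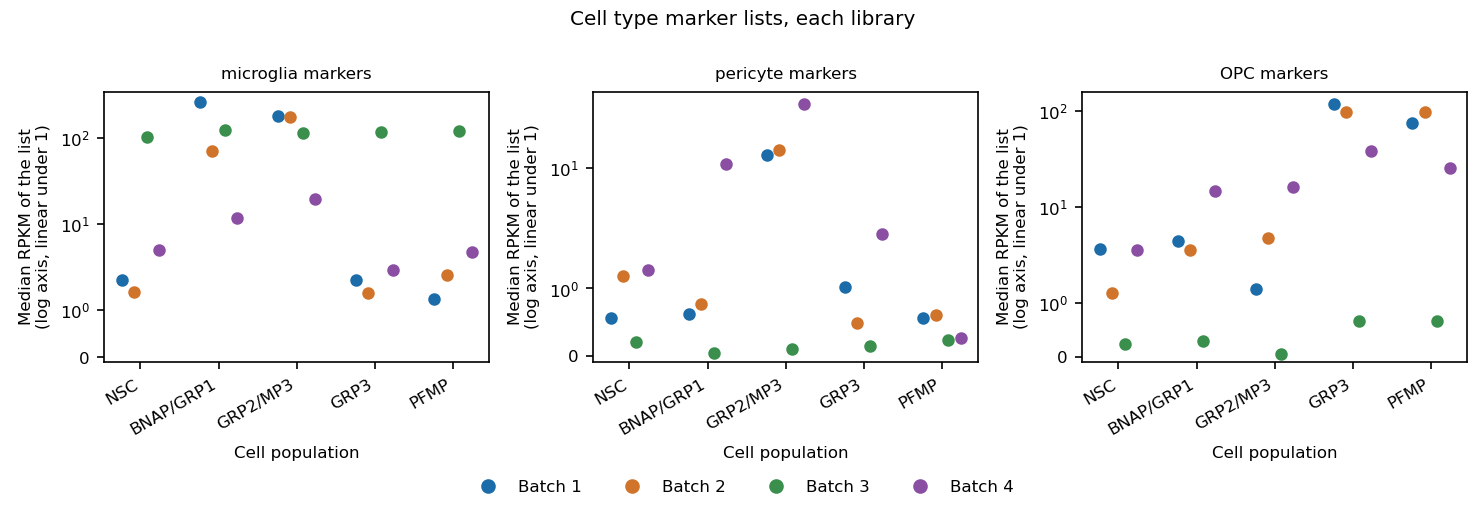
Median RPKM per library of the microglia, pericyte and oligodendrocyte progenitor cell (OPC) markers in the 5 populations, colored by batch, on a log axis that is linear under 1. The microglia markers of batch 3 stand at one level in all populations, NSC included.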

The top GO terms associated with upregulated genes in BNAP/GRP1 and GRP2/MP3 emphasized immune signaling (GO:0002376, *p* = 5.63 × 10^−4^ for BNAP/GRP1 and *p* = 1.26 × 10^−15^ for GRP2/MP3) (Figure S1 and Figure 4A,B). In addition to Gene Ontology Terms, we analyzed expression profiles using NetworkAnalyst to create upregulated protein–protein interaction networks by comparing upregulated genes in each NP population to known protein–protein interaction in the IMEx interactome. 

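Spi1 (ENSMUSG00000002111, chromosome 2 of GRCm38 from 91082390 to 91115756), the current symbol of Sfpi1, averaged 66.8 ± 83.9 RPKM (SD, n = 4) in BNAP/GRP1 and 61.1 ± 76.0 in GRP2/MP3. NSC 1, 2 and 4 had 0.338, 0.267 and 2.98 RPKM, and NSC 3 had 166. All 5 populations were at 166 RPKM or above in batch 3. The log2 fold change of Spi1 was 2.83 (4.45 without NSC 3) in BNAP/GRP1 and 2.53 (4.14 without NSC 3) in GRP2/MP3 (adjusted p = 0.866 and 1). It fell to 2.09 without BNAP/GRP1 3 and to 1.74 without GRP2/MP3 3. Tnf (ENSMUSG00000024401, chromosome 17 of GRCm38 from 35199381 to 35202007) averaged 358 ± 596 RPKM in BNAP/GRP1 and 426 ± 572 in GRP2/MP3, and 1143 in NSC 3 against at most 2.58 in the other NSC libraries. The gene's log2 fold change was 3.08 (5.34 without NSC 3) in BNAP/GRP1 and 3.43 (5.70 without NSC 3) in GRP2/MP3 (adjusted p = 0.866 and 1). It fell to 1.81 without BNAP/GRP1 3 and to 2.28 without GRP2/MP3 3. Both genes were higher in BNAP/GRP1 and GRP2/MP3 than in NSC in all 4 batches.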

For both BNAP/GRP1 and GRP2/MP3, *Sfpi1* and *Tnf* formed central hubs of protein interactions. In GRP2/MP3, additional primary hubs included *Irf8*, *Plcg2* and *Syk* (Figure 4E), which are uniquely upregulated in GRP2/MP3s).

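Irf8 (ENSMUSG00000041515, chromosome 8 of GRCm38 from 120736358 to 120756694) averaged 44.4 ± 26.5 RPKM (SD, n = 4) in GRP2/MP3 and 16.6 ± 25.6 in NSC, a log2 fold change of 1.99 (adjusted p = 1). In BNAP/GRP1 the log2 fold change was 2.21 (adjusted p = 0.866). Plcg2 (ENSMUSG00000034330, chromosome 8 of GRCm38 from 117498291 to 117635142) had 6.84 ± 5.99 RPKM in GRP2/MP3 and a log2 fold change of 1.41 (2.27 without NSC 3) (adjusted p = 1), and 1.20 (0.69 without BNAP/GRP1 3) in BNAP/GRP1 (adjusted p = 0.866). Syk (ENSMUSG00000021457, chromosome 13 of GRCm38 from 52583173 to 52648792) had 18.8 ± 27.4 RPKM in GRP2/MP3 and a log2 fold change of 1.20 (0.32 without GRP2/MP3 3) (adjusted p = 1), and 1.50 (0.68 without BNAP/GRP1 3) in BNAP/GRP1 (adjusted p = 0.866). In batch 3 the 3 genes in NSC were close to their level in the progenitors, with 54.9, 14.0 and 54.9 RPKM in NSC 3. In batches 1 and 2 each was higher in both BNAP/GRP1 and GRP2/MP3 than in NSC, and the direct comparison of these progenitors called none of them.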

#### 3.9.3. GRP3 and PFMP Upregulate Genes Related to Neurogenesis and Gliogenesis

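Markers of oligodendrocyte progenitor cells, neuroblasts and transit amplifying cells were examined as lists. The 22 OPC markers, 6 of them named in the paper, had a median log2 fold change of 0.83 in BNAP/GRP1, 0.45 in GRP2/MP3, 3.05 in GRP3 and 3.06 in PFMP. In GRP3 21 and in PFMP 22 of them were higher than in NSC. The camera test gave adjusted p = 1.03e-18 in GRP3 and 2.66e-19 in PFMP, fry 0.113 and 0.169, and fry with the replicate block 0.00981 and 0.0162. No marker was called over all genes, and 11 in GRP3 and 1 in PFMP were when adjusted over the list alone. The median log2 difference by batch was 4.59, 5.12, 0.10 and 2.66 in GRP3 and 3.54, 5.29, 0.24 and 1.58 in PFMP. In batch 3 the median RPKM of the list was 0.675 in GRP3 and 0.676 in PFMP, against 117 and 75.5 in batch 1. The small rise in GRP2/MP3 turned into a fall without GRP2/MP3 4 (-0.31). The median in BNAP/GRP1 ran from 0.16 without BNAP/GRP1 4 to 1.33 without BNAP/GRP1 3. That in GRP3 ran from 2.51 without GRP3 2 to 4.42 without GRP3 3, and that in PFMP from 1.98 without PFMP 2 to 4.225 without PFMP 3. Neuroblast markers (21 genes) had a median log2 fold change of 0.98 in BNAP/GRP1, 0.77 in GRP2/MP3, 0.31 in GRP3 and 1.10 in PFMP, and transit amplifying markers (18 genes) of 0.39 in BNAP/GRP1, 0.26 in GRP2/MP3, 0.72 in GRP3 and 0.72 in PFMP. Neither list passed fry in any progenitor, where the smallest adjusted p was 0.51, nor with an estimated correlation, where it was 0.393.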

While interactome networks were smaller in GRP3 and PMFP than in BNAP/GRP1 and GRP2/MP3, the upregulated genes and interactions highlighted are known to be involved in neurogenesis (Figure S1 and Figure 4F–J), as reflected in the upregulated GO Terms that were related to neurogenesis and gliogenesis in both populations. The shared network (GRP3 Network and PFMP interactome Network 1; Figure 4G,I) include genes involved in cell fate commitment (GO:0045165, GRP3: *p* = 4.83 × 10^−3^. PFMP: *p* = 5.85 × 10^−4^, regulation of neurogenesis (GO:0050767, GRP3 *p* = 2.56 × 10^−6^, PFMP *p* = 5.08 × 10^−3^), and gliogenesis (GO:0042063. GRP3 *p* = 2.81 × 10^−3^, PFMP 5.21 × 10^−3^). PFMPs also had an additional upregulated network (Figure 4J) involved in signaling pathways including import of proteins into the nucleus (GO:0006606, *p* = 0.023), cell differentiation (GO:0045595, *p* = 0.023), and cell proliferation (GO:0008283, *p* = 0.031).

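Among the nodes of this network, Ccnd1 (ENSMUSG00000070348, chromosome 7 of GRCm38 from 144929931 to 144939925) averaged 9.56 ± 9.44 RPKM in NSC, 56.9 ± 43.8 in GRP3 and 74.5 ± 73.4 in PFMP, with a log2 fold change of 2.34 (3.56 without PFMP 3) in PFMP (adjusted p = 1) and 2.08 (3.33 without GRP3 3) in GRP3 (adjusted p = 1). Fyn (ENSMUSG00000019843, chromosome 10 of GRCm38 from 39368855 to 39565381) averaged 15.9 ± 1.84 RPKM in NSC, 61.5 ± 38.7 in GRP3 and 75.5 ± 57.4 in PFMP, with a log2 fold change of 1.79 in PFMP (adjusted p = 0.489) and 1.60 in GRP3 (adjusted p = 0.704). Prkcq (ENSMUSG00000026778, chromosome 2 of GRCm38 from 11172108 to 11301222) averaged 2.21 ± 0.631 RPKM in NSC, 16.2 ± 11.7 in GRP3 and 14.8 ± 10.6 in PFMP, with a log2 fold change of 1.95 in PFMP (adjusted p = 0.544) and 2.02 in GRP3 (adjusted p = 0.523). Pik3r1 (ENSMUSG00000041417, chromosome 13 of GRCm38 from 101680563 to 101768217) averaged 4.06 ± 2.50 RPKM in NSC, 30.7 ± 21.3 in GRP3 and 29.8 ± 25.6 in PFMP, with a log2 fold change of 2.37 in PFMP (adjusted p = 0.0915) and 2.48 in GRP3 (adjusted p = 0.0741). Once the batch number was in the model, Pik3r1 passed the threshold in PFMP (adjusted p = 0.0301, 0.0301 to 0.446 over the alternatives) and in GRP3 (0.0222). Pik3r1 also passed in PFMP without PFMP 3 (adjusted p = 0.0435) or NSC 3 (adjusted p = 0.0481), with median-of-ratios scaling (adjusted p = 0.0479) and with quantile normalization (adjusted p = 0.0468). In GRP3 it passed without GRP3 3 (adjusted p = 0.0326). In batch 3, Fyn and Prkcq were no higher in PFMP than in NSC.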

### 3.10. Transcription Factor Analysis Reveals Common and Unique Hubs Between Neural Progenitor Subtypes

Upregulated genes were analyzed to identify transcription factors likely driving differentiation using Network Analyst software and the TRRUST database. Primary networks were pruned by including only transcription factors with Betweenness Centrality > 0.05 and results are shown in Figure 5. This analysis revealed seven central transcription factors in BNAP/GRP1, nine in GRP2/MP3, 6 in GRP3, and five in PFMP. Of these, only *Sp1* was common to all populations. *Twist1* was a hub transcription factor in BNAP/GRP1, GRP3 and PFMP but not in GRP2/MP3. 

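The hub transcription factors predicted from the networks were followed in the RPKM values. Jun (ENSMUSG00000052684, chromosome 4 of GRCm38 from 95049034 to 95052222) averaged 72.9 ± 25.3 RPKM (SD, n = 4) in NSC, 45.1 ± 24.1 in BNAP/GRP1, 76.4 ± 70 in GRP2/MP3, 66.6 ± 48.5 in GRP3 and 43.2 ± 18.1 in PFMP. Nfkb1 (ENSMUSG00000028163, chromosome 3 of GRCm38 from 135584655 to 135691547) averaged 37.2 ± 49.5 RPKM in NSC, 50.3 ± 50.4 in BNAP/GRP1, 51.9 ± 52.7 in GRP2/MP3, 43.2 ± 55.5 in GRP3 and 41.7 ± 58.6 in PFMP. Both were thus detected in PFMP, at 19.4 RPKM or more for Jun and 5.30 or more for Nfkb1. Nfkb1 was between 111 and 129 RPKM in the 5 libraries of batch 3 and at most 58.8 elsewhere. The mean RPKM in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP was 9.17 ± 2.98, 9.13 ± 4.23, 11.1 ± 2.20 and 8.17 ± 3.16 for Sp1 and 7.65 ± 3.51, 15.6 ± 9.10, 7.53 ± 3.1 and 5.15 ± 4.22 for Ets1. It was 19.9 ± 14.1, 17.9 ± 9.36, 15.7 ± 10.8 and 19.0 ± 12.9 for Trp53, and 122 ± 118, 329 ± 434, 400.4 ± 421 and 332 ± 363 for Ctnnb1. For Stat3 it was 64.5 ± 28.4, 70.4 ± 33.0, 92.1 ± 46.6 and 90.6 ± 32.7, for E2f1 13.7 ± 6.69, 16.1 ± 21.4, 7.48 ± 4.33 and 6.82 ± 7.74, for Cebpb 124 ± 215, 130.1 ± 211, 119.9 ± 228 and 112 ± 218, and for Foxo1 5.84 ± 2.94, 4.10 ± 1.89, 3.85 ± 1.28 and 2.96 ± 2.21. Cebpb owed its means to batch 3, with 389 RPKM in NSC 3 and 438 in PFMP 3, and otherwise did not exceed 45.6. Gata4 was above 5 RPKM only in BNAP/GRP1 4 (22.3). Twist1 and Ppara were too low to be tested, with 10.4 and 6.93 RPKM in BNAP/GRP1 4 as their highest values. None of the hub factors differed from NSC at an adjusted p under 0.05, and with the replicate block Stat3 in PFMP alone passed (log2 fold change 1.70, adjusted p = 0.544, and 0.0472 with the block).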

*Jun* and *Nfkb1* were expressed in BNAP/GRP1, GRP2/MP3, and GRP3 but not PFMP. *Ets1* and *Trp53* were expressed only in the BNAP/GRP1 and GRP2/MP3 networks while *Ctnnb1b* and *Stat3* were expressed in the GRP3 and PFMP networks. *E2f1* was unique to PFMPs, while GRP2/MP3s had four unique transcription factors: *Gata4*, *Ppara*, *Cebpb*, and *Foxo1*.

## 4. Discussion

In this study, we characterized four categories of SVZ resident NPs. In comparing their gene expression profiles to those of the NSCs, we have begun to discern molecular changes that occur as cells change their identity from stem cells to early progenitors. Moreover, we have identified transcription factors that are uniquely expressed by particular NP subtypes. We have performed bioinformatic analyses to provide insights into the transcription factor interactions that are likely regulating their development, as well as the functional consequences of these differences in gene expression.

While significant progress has been made in understanding genetic signatures of NSCs, our understanding of the heterogeneity among the more abundant transit amplifying progenitors is lagging. Thus, a major gap that this study addresses is the need to provide more granular information about the transcriptional profiles of the intermediate progenitors that reside in the neonatal SVZ. Over the past decade, we have characterized seven NP subpopulations based on surface expression of CD133, LeX, CD140a, and NG2 [28,29,30]. The present study expands our understanding of the molecular differences between these different subsets of NPs by including a comprehensive transcriptomic analysis of the individual NPs. Overall, we identified 1582 genes upregulated in at least one NP compared to the NSCs (Figure 2A). Of these, 796 genes were upregulated in BNAP/GRP1 compared to NSCs; 653 in GRP2/MP3; 440 in GRP3; 527 in PFMPs (Figure 2A). We also identified 51 genes upregulated in all NP populations compared to NSCs, the most significant of which was Igf2bp3. Igf2bp3 is involved in the proliferation of NSCs and progenitors [36], which is consistent with progenitors that are rapidly dividing, in contrast with NSCs that are largely quiescent.

### 4.1. Shared TFs Are Expressed Across NP Subtypes

We specifically examined differentially expressed transcription factors (TFs) and found 21 transcription factors downregulated as NSCs become NPs. Many of these, including *Foxj1* and *Rfx2*, function during ciliogenesis, so their loss is consistent with the loss of the NSC’s cilia during differentiation. Meanwhile, other TFs such as *Emx1*, *Id4*, and *HopX* are known markers of NSCs and function to maintain them in a quiescent state.

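Emx1 (ENSMUSG00000033726, chromosome 6 of GRCm38 from 85187438 to 85204462) averaged 30.7 ± 28.2 RPKM (SD, n = 4) in NSC, 4.89 ± 7.60 in BNAP/GRP1, 0.962 ± 0.995 in GRP2/MP3, 2.46 ± 1.67 in GRP3 and 1.90 ± 2.03 in PFMP. Against NSC its log2 fold change was -2.51 in BNAP/GRP1, -3.42 in GRP2/MP3, -2.67 in GRP3 and -2.98 in PFMP (adjusted p = 0.574, 0.118, 0.418 and 0.238). NSC 3 had 1.49 RPKM and the progenitors of batch 3 were listed at 0, and without NSC 3 the gene passed in GRP2/MP3 (adjusted p = 0.00793), GRP3 (0.036) and PFMP (0.0181). When the batch was added as a block, Emx1 was called in all 4 progenitors, with adjusted p = 0.0463 (0.0463 to 0.99 over the alternatives) in BNAP/GRP1, 0.0033 (0.0033 to 0.596 over the alternatives) in GRP2/MP3, 0.0267 (0.0267 to 1 over the alternatives) in GRP3 and 0.0112 (0.0112 to 0.994 over the alternatives) in PFMP. Id4 (ENSMUSG00000021379, chromosome 13 of GRCm38 from 48261228 to 48266026) averaged 254 ± 212 RPKM in NSC, from 12.4 in NSC 3 to 520.1 in NSC 1. The gene's log2 fold change was -3.39 in BNAP/GRP1, -4.11 in GRP2/MP3, -4.01 in GRP3 and -3.89 in PFMP (adjusted p = 0.681, 0.301, 0.367 and 0.375), and the block gave adjusted p = 0.00858 (0.00858 to 0.99 over the alternatives), 0.00121 (0.00121 to 0.935 over the alternatives), 0.00164 (0.00164 to 1 over the alternatives) and 0.00208 (0.00208 to 1 over the alternatives) in the same order. Hopx (ENSMUSG00000059325, chromosome 5 of GRCm38 from 77086988 to 77115121) averaged 77.7 ± 72.1 RPKM in NSC and had a log2 fold change of -2.42 in BNAP/GRP1, -3.18 in GRP2/MP3, -3.14 in GRP3 and -2.96 in PFMP (adjusted p = 0.181, 0.023, 0.0269 and 0.0389). Without NSC 1, at 147 RPKM, no progenitor passed, with adjusted p = 0.157 in GRP2/MP3, 0.18 in GRP3 and 0.252 in PFMP. Of the 16 alternatives set in advance, 7 changed the call of Hopx in GRP2/MP3, 6 in GRP3 and 10 in PFMP. The adjusted p reached 0.251, 0.296 and 0.439 in that order. The adjusted p of Hopx in BNAP/GRP1 was 0.0466 without NSC 3. All 3 genes were lower than in NSC in every batch of each progenitor.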

While no transcription factors were upregulated in all NPs, Etv1 was significant in three of the four NPs, with a very strong trend in BNAP/GRP1 (*p* = 0.056 adjusted). It is, therefore, possible that *Etv1* activation is a hallmark of a neural stem cell’s differentiation into a neural progenitor. *Etv1*, also referred to as *ER81*, is a member of the Pea3 family of transcription factors and thus is involved in a wide variety of developmental processes [37]. It is upregulated by FGF signaling in the developing brain, as downregulation of FGF signaling significantly decreases *Etv1* expression in neural development [38].

### 4.2. Neural Progenitors Express Unique Transcription Factors

We found that NP subpopulations express unique TFs in the neonatal SVZ. 

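Zfp57 (ENSMUSG00000036036, chromosome 17 of GRCm38 from 37001163 to 37010635) was above 5 RPKM in batch 4 alone, at 63.8 in NSC 4, 59.7 in BNAP/GRP1 4, 244 in GRP2/MP3 4, 489 in GRP3 4 and 317 in PFMP 4. Against NSC its log2 fold change was 0.75 (-0.46 without BNAP/GRP1 4) in BNAP/GRP1, 0.71 (-1.19 without GRP2/MP3 4) in GRP2/MP3, 0.99 (-1.15 without GRP3 4) in GRP3 and 0.85 (-1.13 without PFMP 4) in PFMP (adjusted p = 0.92, 1, 1 and 1). Hoxc6 (ENSMUSG00000001661, chromosome 15 of GRCm38 from 102998257 to 103011881), which Table 3 gives for the name in the text, averaged 6.08 ± 6.56 RPKM (SD, n = 4) in BNAP/GRP1 and 0.790 ± 0.997 in NSC, a log2 fold change of 1.39 (0.83 without BNAP/GRP1 4) (adjusted p = 0.866). The values of Hoxc6 in BNAP/GRP1 came from BNAP/GRP1 2 (11.2 RPKM) and BNAP/GRP1 4 (12.3 RPKM). Zfp955a (ENSMUSG00000094441, chromosome 17 of GRCm38 from 33239718 to 33255145) averaged 1.90 ± 1.61 RPKM in BNAP/GRP1 and 0.749 ± 0.868 in NSC, a log2 fold change of 0.68 (0.35 without BNAP/GRP1 4) (adjusted p = 0.866), and 0.52 (0.03 without GRP3 4) in GRP3 and 0.39 (0.04 without PFMP 3) in PFMP (adjusted p = 1 and 1).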

In BNAP/GRP1s, the top transcription factors with unique upregulation were *Zfp57*, *Hoxac6* and *Zfp955a*. *Zfp57* is enriched in the SVZ and rostral migratory stream of the embryo and postnatal mouse [39] and downregulated in adulthood [40]. *Zfp57* is a zinc finger transcriptional repressor that maintains DNA methylation, particularly at imprinting control regions during early development; however, its function in the SVZ during neural development is not known. *Hoxac6* is generally considered a marker for cervical spinal cord neurons [41], and there is no prior evidence for its expression or function in the developing brain. Hoxc6 also has been shown to bind to and regulate the expression of NCAM [42], potentially implicating it in SVZ cell migration. In gliomas, *Hoxc6* is highly expressed and associated with poor prognosis. Blocking *Hoxc6* in a U87 cell line caused cell cycle arrest at G0/G1 and apoptosis by increasing WIF-1, an inhibitor of Wnt activation [43]. Given the roles of Wnt in neural development [44,45,46], *Hoxc6* may act via the Wnt pathway to promote proliferation or alter the developmental fate of BNAP/GRP1 cells. *Zfp955a* is increased in neurons after seizure [47], but its expression in the developing brain has not been characterized. 

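Neurod1 (ENSMUSG00000034701, chromosome 2 of GRCm38 from 79452521 to 79456751) averaged 0.345 ± 0.522 RPKM (SD, n = 4) in NSC, 2.6 ± 3.16 in BNAP/GRP1, 0.345 ± 0.362 in GRP2/MP3, 0.526 ± 0.894 in GRP3 and 0.462 ± 0.542 in PFMP. The gene's log2 fold change was 1.03 (0.50 without BNAP/GRP1 4) in BNAP/GRP1, 0.03 (-0.13 without GRP2/MP3 4) in GRP2/MP3, 0.10 (-0.25 without GRP3 4) in GRP3 and 0.12 (-0.10 without PFMP 2) in PFMP, with a standard error of 0.57 (adjusted p = 0.866, 1, 1 and 1). The mean in BNAP/GRP1 rested on BNAP/GRP1 2 (2.97 RPKM) and BNAP/GRP1 4 (6.92 RPKM). The direct comparisons of BNAP/GRP1 with the other progenitors did not call it.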

Of particular note, *Neurod1* also is uniquely upregulated in BNAP/GRP1s but unchanged in the other populations. Interestingly, in the presence of *Neurod1* signaling, NG2+ cells—all of the progenitor populations in this study—are induced to form interneurons [48]. This may represent a foundational signal for neurogenesis in the BNAP group, which pushes them towards a neuronal fate.

The top transcription factors with unique upregulation in GRP2/MP3 cells were *Tbx2*, *Lyl1*, and *HeyL*. 

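Tbx2 (ENSMUSG00000000093, chromosome 11 of GRCm38 from 85832551 to 85841948) averaged 3.32 ± 2.40 RPKM (SD, n = 4) in GRP2/MP3 and 0.421 ± 0.664 in NSC, a log2 fold change of 1.40 (adjusted p = 0.949). Without GRP2/MP3 3, where it was listed at 0, this was 2.01. Lyl1 (ENSMUSG00000034041, chromosome 8 of GRCm38 from 84701457 to 84704715) averaged 14.5 ± 9.53 RPKM in GRP2/MP3 and 6.81 ± 12.6 in NSC, a log2 fold change of 2.12 (adjusted p = 1). In batch 3 Lyl1 was between 23.2 and 27.3 RPKM in all 5 populations. Heyl (ENSMUSG00000032744, chromosome 4 of GRCm38 from 123233556 to 123249875) averaged 3.84 ± 3.25 RPKM in GRP2/MP3 and 0.521 ± 0.719 in NSC, a log2 fold change of 1.40 (adjusted p = 1). In BNAP/GRP1 the log2 fold changes of Tbx2, Lyl1 and Heyl were 0.60 (-0.24 without BNAP/GRP1 4), 1.41 (2.45 without NSC 3) and 0.64 (-0.19 without BNAP/GRP1 4), all with an adjusted p of 0.866. BNAP/GRP1 4 held the highest value of Tbx2 (10.6 RPKM) and of Heyl (11.4 RPKM) among the 20 libraries.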

*Tbx2* is a member of the T-box family of transcription factors, which are known to play important roles in development and in situ hybridization studies have shown that *Tbx2* is expressed in the P4 SVZ [49]. While other T Box genes have been studied in the context of neural development, information on *Tbx2* in this context is lacking. In the hypothalamus, *Tbx2* has been shown to transcriptionally repress Shh, leading to increased differentiation and proliferation of a subset of hypothalamic NPs [50]. *Tbx2* also has been implicated in various cancers as a pro-proliferative factor and may play a similar role in GRP2/MP3 [51,52,53]. Lyl1 is typically associated with hematopoietic stem cells and erythropoiesis [54] and also has been noted to have a role in the development of microglia [55]. While there is no known role for *Lyl1* in NPs, its expression peaks in the brain at P4, the period studied in this work, and the peak of SVZ cell output [49]. *HeyL* is a known pro-neural transcription factor. When Jalali and colleagues grew NPs in culture, increasing Hey1 expression using a retroviral vector increased the proportion of neurons and decreased the proportion of astrocytes generated, while depleting *HeyL* reduced the numbers of neurons produced while promoting astrogliogenesis. Similarly, increasing *Hey1* expression with a retroviral vector in E10.5 mouse embryos increased the proportions of neurons and decreased the proportion of astrocytes [56].

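Zfp157 (ENSMUSG00000036898, chromosome 5 of GRCm38 from 138441468 to 138460694) averaged 3.89 ± 0.888 RPKM (SD, n = 4) in NSC and 18.7 ± 11.5 in GRP3, a log2 fold change of 1.68 (adjusted p = 0.679). Against NSC its log2 fold change in BNAP/GRP1, GRP2/MP3 and PFMP was 1.00 (0.59 without BNAP/GRP1 4), 1.05 and 0.95. Sox12 (ENSMUSG00000051817, chromosome 2 of GRCm38 from 152393611 to 152398063) averaged 0.996 ± 0.465 RPKM in NSC and 6.95 ± 5.96 in GRP3, a log2 fold change of 1.54 (adjusted p = 0.956), against 1.12 in PFMP. Etv5 (ENSMUSG00000013089, chromosome 16 of GRCm38 from 22381309 to 22439719) averaged 4.68 ± 2.16 RPKM in NSC, 40.4 ± 37.1 in GRP3 and 31.4 ± 31 in PFMP, a log2 fold change of 2.16 (adjusted p = 0.921) and 1.78 (1.17 without PFMP 2) (adjusted p = 1). With the replicate block Etv5 passed the threshold in GRP3 (adjusted p = 0.0472, 0.0472 to 1 over the alternatives) and not in PFMP (0.12), and the direct comparison of GRP3 with PFMP called none of the 3 genes. In the libraries of batch 3, Zfp157 was at most 3.17, Sox12 at most 0.718 and Etv5 at most 3.02 RPKM.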

The top transcription factors uniquely upregulated in GRP3s are *Zfp157*, *Sox12*, and *Etv5*. *Zfp157* is expressed in the brain, but its role in neural development has not been established [57]. *Sox12* is a member of the SoxC subgroup of Sox genes along with *Sox4* and *Sox11*. However, unlike *Sox4* and *Sox11*, *Sox12* null mice have no detectable phenotype [58]. Of note, past studies did not examine neural development or behavior in these mice, but it was noted that *Sox12* null mice were grossly normal. It has been speculated that *Sox12* may modulate the other members of the SoxC family, which, when induced in the neural tube of chicks, leads to expression of pro-neuronal markers [59].

*Etv5* (also known as *Erm*) has been extensively studied for its role in neural development and has emerged as a crucial regulator of gliogenesis. In 2012, Li and colleagues showed that mice with a MEK deletion in NPs (*Mek1fl/flMek2−/−NesCre*) had significant impairments in gliogenesis while neurogenesis was preserved or increased [60]. The cells also showed a lack of response to CNTF (an astrocyte-stimulating signal) when differentiated in vitro. However, when they overexpressed *Etv5* by electroporation into dorsal cortical radial progenitors it dramatically increased gliogenesis. Furthermore, while MEK overexpression increased gliogenesis, this effect was ameliorated by a dominant negative *Etv5*, indicating that MEK signaling relies on Etv5 to promote gliogenesis. Liu et al., (2019) confirmed that *Etv5* knockout in NSCs in vitro decreased self-renewal and glial-associated genes while promoting neuronal genes, and that this corresponded to the production of more neurons and fewer glia [61]. They showed that this occurred due to *Etv5* interacting with CoRest to bind to the promoter of *Neurog2*, a well-known pro-neuronal factor, and act as a repressor of Neurog2 transcription, thereby promoting a glial as opposed to a neuronal cell fate. This is particularly significant as GRP3 is the only population in this study that only produces glia, as the other two glial-restricted cell types are mixed with bipotential neuron-astrocyte or multipotential cells (BNAP/GRP1 and GRP2/MP3). Given its unique expression in GRP3s compared to all other cell types and the known correlation between *Etv5* and gliogenesis, it is likely that this gene promotes the unique cell fate of the GRP3 subgroup.

The top transcription factors with unique upregulation in PFMPs are *Rxrg*, *Glis1*, and *Lhx6*. 

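Rxrg (ENSMUSG00000015843, chromosome 1 of GRCm38 from 167598384 to 167639623) averaged 0.565 ± 0.474 RPKM (SD, n = 4) in NSC and 12.4 ± 18.6 in PFMP, a log2 fold change of 2.10 (1.21 without PFMP 4) (adjusted p = 0.715). PFMP 4, at 40.0 RPKM, was its highest library, and with the replicate block the adjusted p was 0.048 (0.048 to 1 over the alternatives). Glis1 (ENSMUSG00000034762, chromosome 4 of GRCm38 from 107434591 to 107635061) averaged 0.574 ± 0.996 RPKM in NSC and 0.691 ± 0.939 in PFMP, a log2 fold change of 0.14 (-0.20 without PFMP 2) (adjusted p = 1). Without NSC 3 the change of Glis1 was -0.02, and it was higher than in NSC in batches 1, 2 and 3 and lower in batch 4. Lhx6 (ENSMUSG00000026890, chromosome 2 of GRCm38 from 36081953 to 36105408) averaged 0.547 ± 0.936 RPKM in NSC and 2.10 ± 2.32 in PFMP, a log2 fold change of 0.77 (0.38 without PFMP 4) (adjusted p = 1). Lhx6 was near 0 in PFMP 1 and PFMP 3, and its highest library was BNAP/GRP1 4, at 15.7 RPKM.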

Retinoic acid receptors are involved in signaling throughout neural development. *Rxrg* encodes for RXRγ, a member of the RXR family of receptors, which form dimers with RARs to affect gene expression [62] and regulate various stages of neurogenesis and neural development, particularly promoting the differentiation of progenitors into neurons [63,64]. *Rxrg* is expressed at lower levels than *Rxra* and *Rxrb* in neurospheres [65], and, therefore, its function in development is less studied. While *Rxrg* mutants are viable and grossly normal, they do show impaired long-term depression in the hippocampus [66,67]. *Rxrg* is best studied for its role in oligodendrogliogenesis. NSCs isolated from *Rxrg*-null mice have impaired differentiation into oligodendrocytes and myelination. Instead of maturing, *Rxrg*-null cells remain in a primitive OPC-type state and fail to exit the cell cycle [68,69].

Of the other two TFs upregulated in the PFMPs, *Glis1* is a well-known transcription factor included in a panel to convert somatic cells to iPSCs [70]. It may act by stimulating proliferation genes (*Mycn* and *Mycl*) and other genes involved in development, including the Wnt and Met pathways [71]. *Lhx6* is a strong predictor of interneuron fate during neural development [72,73]. In the *Lhx6* null mutants, the number of interneurons (GABA+) is normal, but their distribution is altered, with cells migrating preferentially to the upper or deeper layers while absent from the middle cerebral layers. Interneuron subpopulations, including PV, SST, and CR, are also reduced, indicating a role for *Lhx6* in interneuron specification [72].

### 4.3. Protein Interaction Networks and Gene Ontology

#### 4.3.1. GRP1 and GRP2s Express Immune Signature Genes

Interestingly, the over-representation analysis revealed that the GRP1 and GRP2 NPs expressed many genes for proteins involved in immune cell function. This is not surprising, since many cytokines and their receptors, complement proteins and their receptors, and MHC molecules are expressed widely throughout the brain where they regulate cell proliferation, differentiation, migration, and synaptogenesis [74,75,76]. Cytokines and chemokines are also well-known regulators of neurogenesis and gliogenesis [77]. The expression of receptors for immune signaling molecules likely allow the BNAP/GRP1 and GRP2/MP3 cell groups to interact with cells in their milieu, notably microglia [78]. In addition to immune pathways, GRP1 and GRP2 NPs had upregulations in pathways related to gliogenesis (*p* < 0.0001 for both GRP1 and GRP2) and glial migration (*p* < 0.0002 for both GRP1 and GRP2). However, many genes upregulated in these datasets are immune genes, including *Cx3cr1*, *Ccl2*, and *Tnf*.

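Cx3cr1 (ENSMUSG00000052336, chromosome 9 of GRCm38 from 119901616 to 120069879) averaged 70.4 ± 108 RPKM (SD, n = 4) in BNAP/GRP1 and 60.7 ± 59.1 in GRP2/MP3, against 0.913 ± 0.906 in NSC. The log2 fold change was 3.49 (2.31 without BNAP/GRP1 1) in BNAP/GRP1 and 3.90 in GRP2/MP3 (adjusted p = 0.455 and 0.221). Without GRP2/MP3 3, at 0.931 RPKM, the change in GRP2/MP3 was 5.16 and passed the threshold (adjusted p = 0.0342), as it did with the replicate block (adjusted p = 0.0489, 0.0342 to 0.746 over the alternatives). Unlike Spi1 and Tnf, Cx3cr1 stayed at 1.18 RPKM or below in all libraries of batch 3. Ccl2 (ENSMUSG00000035385, chromosome 11 of GRCm38 from 82035571 to 82037453) averaged 267 ± 232 RPKM in BNAP/GRP1 and 429.9 ± 126 in GRP2/MP3, and 512 and 107 in NSC 3 and NSC 4 against less than 2 in the other NSC libraries. The gene's log2 fold change was 2.76 (1.47 without NSC 2) in BNAP/GRP1 and 4.24 in GRP2/MP3 (adjusted p = 0.866 and 0.844). The paper proposes that receptors for immune signals let these progenitors interact with microglia.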

Both GRP1 and GRP2 expressed *Spfi1* (also known as *Spi1*) as a central hub in their protein-interaction networks, with GRP2 also having *Irf8*, *Plcg2*, and *Syk* as highly connected genes. *Spi1*, *Irf8*, and *Syk* are highly expressed in hematopoietic tissues and in microglial cells [79,80,81]. Spi1 also is highly expressed in the SVZ, particularly during the period studied [49]. However, data on their functions in NSCs or NPs are limited. Thus, this remains an area for further study. *Plcg2*, which was expressed in GRP2 cells, encodes phospholipase C gamma, a major intracellular signaling molecule. *Plcg2* expression is increased by activation of the MEF2 pathway in NSCs [82], but its role in SVZ neurogenesis or gliogenesis has not been explored. Tumor Necrosis Factor, which is highly expressed in both GRP1 and GRP2s (Figure 4), is known to be produced by NPs, where it is involved in cell survival and differentiation [83,84,85].

#### 4.3.2. GRP3 and PFMP Express Gene Networks Related to Neurogenesis

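Olig2 (ENSMUSG00000039830, chromosome 16 of GRCm38 from 91225457 to 91228677) averaged 4.20 ± 3.67 RPKM (SD, n = 4) in NSC, 462 ± 485 in GRP3 and 236 ± 284 in PFMP. Against NSC its log2 fold change was 4.87 in GRP3 (adjusted p = 0.382) and 4.12 in PFMP (adjusted p = 0.603). In batch 3 it was only 1.18 and 2.19 RPKM in these progenitors, and without GRP3 3 the change in GRP3 was 6.78 (adjusted p = 0.033). Under the replicate block the adjusted p of Olig2 was 0.00986 (0.00986 to 1 over the alternatives) in GRP3 and 0.032 (0.032 to 1 over the alternatives) in PFMP. Sox8 (ENSMUSG00000024176, chromosome 17 of GRCm38 from 25565892 to 25570686) averaged 1.68 ± 2.35 RPKM in NSC, 23.9 ± 16.0 in GRP3 and 12.8 ± 11.7 in PFMP, with log2 fold changes of 2.88 (adjusted p = 0.525, and 0.0207, 0.0207 to 1 over the alternatives with the block) and 2.05 (adjusted p = 1). Tcf12 (ENSMUSG00000032228, chromosome 9 of GRCm38 from 71842688 to 72111871) averaged 12.1 ± 2.81 RPKM in NSC, 29.3 ± 9.53 in GRP3 and 24.0 ± 8.66 in PFMP, with log2 fold changes of 1.16 and 0.89 (adjusted p = 0.577 and 0.979). Olig2, Sox8 and Tcf12 were all higher than in NSC in batches 1, 2 and 4 of both progenitors.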

One protein pathway that is shared between GRP3 and PFMP cell types (Figure 4G,I) consists of *Ascl1*, *Olig2*, *Sox8*, and *Tcf12*. All of these genes are known to be involved in neurogenesis and gliogenesis [86,87,88]. While *Olig2* and *Sox8* are typically associated with oligodendrogliogenesis [86,89], they also are involved in neurogenesis [90,91], astrogliogenesis [92,93,94], and the regulation of NP proliferation [95]. Interestingly, del Águila et al., (2022) [96] studied an *Olig2*-expressing subpopulation of cells in the SVZ in adolescent (P14) and adult mice, likely a similar population to GRP3 and PFMPs, which we have previously shown to persist in the SVZ across the lifespan [19]. Using lineage tracing in *Olig2*-*CreER* mice, del Águila and colleagues showed that *Olig2*+ cells generate neurons in the adult olfactory bulb and that deleting *Olig2* changes the proportion of neurons generated, specifically decreasing the genesis of calretinin+ interneurons [96]. However, del Águila et al., (2022) did not examine gliogenesis, a process that continues in the SVZ throughout the lifespan, and we know from other fate mapping studies that *Olig2*+ cells produce glia under physiological conditions as well as some glutamatergic neurons as well [97]. Notably, the fate mapping was conducted in adult mice, so it is important to keep in mind the differences between the neonatal and adult brain, as the immature brain has much greater developmental potential.

The second network, expressed exclusively in PFMPs (Figure 4J), consists of signaling components that are less well-studied in the context of neurogenesis but likely play a role in the proliferation and migration of immature cells. For example, *Ccnd1* (CyclinD1) is a known cell cycle inhibitor [98] and regulator of the balance between progenitor proliferation, migration, and neurogenesis [98,99]. *Fyn* regulates migration of NPs by reducing their cell–cell adhesion, potentially allowing the PFMP cells to leave the SVZ and migrate through the RMS or through the neocortex [100]. Meanwhile, *Pik3r1* and *Prkcq*, which interact to activate PIK3CA [101], stimulate a major growth signaling pathway throughout the body and brain. In fact, deleting *PIK3CA* leads to smaller brain size in vivo and fewer neurospheres in vitro [102], indicating an important role in SVZ cell division. Taken altogether, this network likely promotes the proliferation and migration of the PFMP progenitor subtype.

### 4.4. Transcription Factor Networks

Our analysis of transcription factors (Figure 5) revealed a significant overlap between the transcription factors most likely to be influencing gene expression changes in the NP populations. If this is true, it is interesting because it indicates that the same transcription factors may have differential effects in NPs based on the cell type. The only TF present in all four transcription factor networks is *Sp1*, which is known to modulate neurogenesis by controlling both proliferation [103] and differentiation into neurons and glia [104,105,106,107,108]. However, the genes downstream of Sp1 differed between all four NP populations studied, with no downstream genes shared between more than two populations. As Sp1 functions largely by interacting with other transcription factors [109,110,111] to exert its effects, the expression and availability of interactors may drive the differential effects. Differences in downstream gene expression also may be due to differential chromatin availability for TF binding between the progenitor subtypes. This further emphasizes the point that the same stimulus, including transcription factors, can cause differential responses in each NP subtype.

### 4.5. Limitations

There are several opportunities to build upon our existing method. Specifically, this study relied on the manual dissection of the SVZ at a single time point with the sorting based on the expression of four antigens. This approach has its limitations. Notably, at least two mixed populations are present, with BNAP and GRP1, as well as MP3 and GRP2, sharing antigenic profiles while containing at least two subtypes of cells, according to their differentiation potentials [28]. Thus far, we have been unable to separate these subtypes using surface antigens. Furthermore, there are likely intermediate steps between the differentiation of NSCs into each NP, which we are unable to capture here, but that are surely included in the NP subtypes we did not analyze (MP1, MP2, MP4).

Another limitation of this study is that we were unable to capture the location of the NPs. Ventral/dorsal patterning is key in neural development but we were unable to discern a clear pattern of dorsal and ventral signatures [34]. Having identified genes that are uniquely expressed by each NP, our future studies should allow us to ascertain whether specific NPs are more dorsally vs. ventrally located.

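Rgs5 (ENSMUSG00000026678, chromosome 1 of GRCm38 from 169655501 to 169695813) reached 120.4, 155.2, 0.251 and 6493 RPKM in GRP2/MP3 1 to 4 and 1.23, 2.85, 0.617 and 102 in NSC 1 to 4. The gene's log2 fold change in GRP2/MP3 was 4.18 (standard error 2.01, adjusted p = 0.869), 2.23 without GRP2/MP3 4 and 6.34 without GRP2/MP3 3. Once the batch number was in the model, the adjusted p was 0.00644 (0.00644 to 1 over the alternatives). In BNAP/GRP1, GRP3 and PFMP the log2 fold change of Rgs5 was 0.56 (-0.67 without BNAP/GRP1 4), 0.10 (-1.02 without GRP3 4) and -0.48 (0.87 without NSC 4). A list of 21 pericyte markers, 5 of them named in the paper, had a median log2 fold change of 0.54 in BNAP/GRP1, 1.76 in GRP2/MP3, 0.10 in GRP3 and -0.27 in PFMP. All 21 were higher in GRP2/MP3 than in NSC. Without the genes that the study names and its largest fold changes of Table S1, 15 remained. All of these were higher too, with a median of 1.74. For GRP2/MP3 the camera test gave adjusted p = 7.22e-18, fry 0.0694 and fry with the replicate block 0.0154, and 7 markers were called when adjusted over the list alone. By batch the median log2 difference in GRP2/MP3 was 2.26, 2.43, -0.10 and 3.04. In direct comparisons the list was higher in GRP2/MP3 than in BNAP/GRP1 (where the median log2 fold change of BNAP/GRP1 over GRP2/MP3 was -1.81), GRP3 (2.08) and PFMP (2.48), with adjusted p = 0.0348 in each by camera with an estimated correlation, and with no call by fry. Endothelial markers (19 genes) had a median log2 fold change of -0.81 in BNAP/GRP1, 0.02 in GRP2/MP3, -1.0 in GRP3 and -1.50 in PFMP (fry adjusted p = 0.356, 0.942, 0.0769 and 0.0424).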

There was also unavoidable contamination with cells from adjacent brain parenchyma, including pericytes, that express NG2 [112] and likely contained within the GRP2/MP3 cell population, which can explain why we see expression of pericyte-associated genes such as *Rsg5* in the GRP2/MP3 subpopulation [113].

Our information on the developmental fate of our identified progenitors is also based on in vitro analysis, and future research should aim to track subtypes of progenitors in vivo across normal development to determine their developmental fates.

## 5. Conclusions

This work details the heterogeneity of four neural progenitors that reside within the murine neonatal subventricular zone: BNAP/GRP1, GRP2/MP3, GRP3, and PFMP. We identified these cells using surface antigens and performed RNA sequencing and bioinformatic analysis to describe the differences between these progenitors and the neural stem cells. We identified differentially expressed genes and used protein–protein interaction networks and transcription factor analysis to reveal unique features of each identified cell type, which informs their biological function and that will facilitate future studies on neural development.

## Figures and Tables

**Figure 1:**
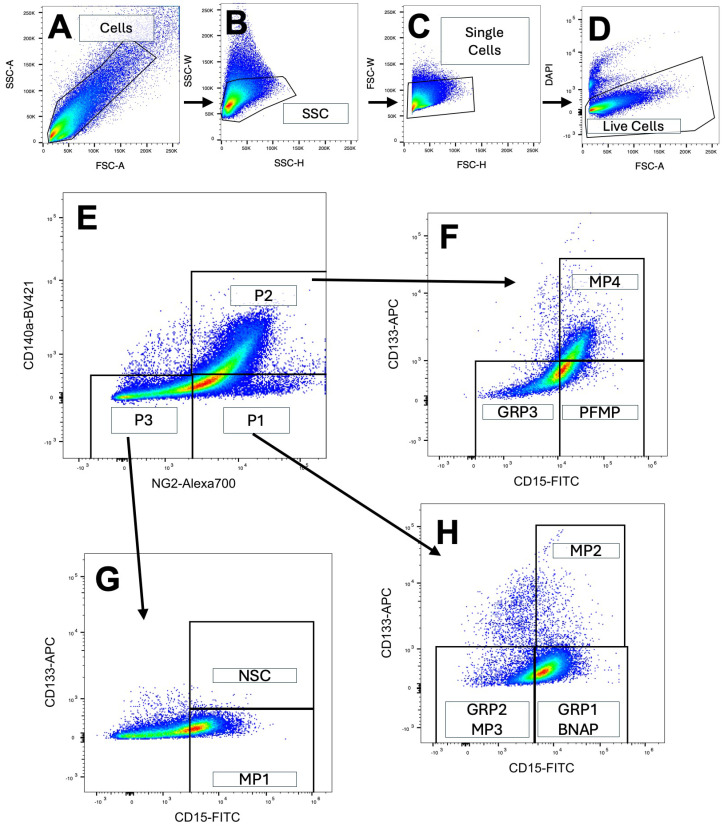
Flow cytometric analysis of the subventricular zone using a four-color antigen panel identifies eight unique populations of neural progenitors. The periventricular region of P5 mouse pups was dissected and cells were dissociated into a single-cell suspension using Liberase and Accutase followed by trituration. (**A**–**C**) Debris and doublets were excluded using forward and side scatter gating and (**D**) dead cells were excluded using DAPI staining. (**E**) Cells were first gated on CD140a and NG2 expression followed by a secondary gate of CD133 and CD15 (**F**–**H**). Neural Stem cells, BNAP/GRP1s, GRP2s, GRP3s, and PFMPs as identified in panels (**F**–**H**) were sorted and collected in lysis buffer for RNA extraction and further analysis.

**Figure 2:**
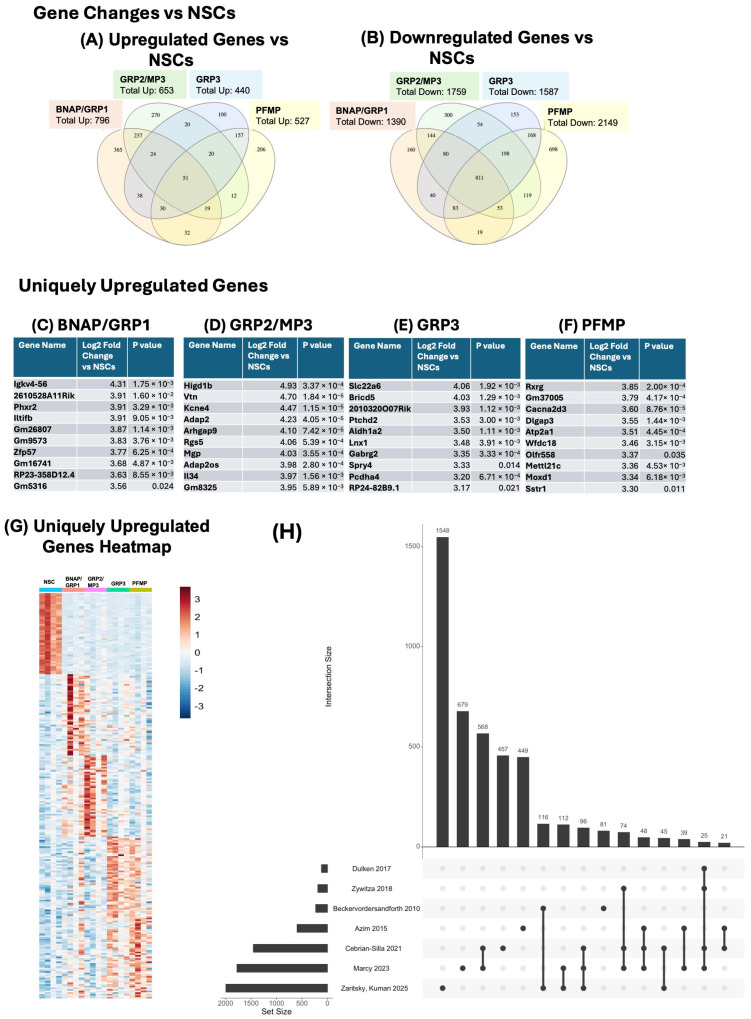
Neural progenitor subtypes are genetically distinct from neural stem cells and from each other. Neural progenitors were isolated using FACS. RNA was isolated, amplified, and analyzed using NextSeq500. Each neural progenitor population (BNAP/GRP1, GRP2/MP3, GRP3, PFMP) was compared to neural stem cells (n = 4 independent experiments). (**A**) Number of genes upregulated, and (**B**) Number of genes downregulated in each progenitor compared to NSCs (*p*adj < 0.05). (**C**–**F**) Top 10 uniquely upregulated genes in each population (*p*adj < 0.05). (**C**) BNAP/GRP1; (**D**) GRP2, (**E**) GRP3, (**F**) PFMP compared to neural stem cells (**G**) Heatmap clustering the top 50 unique genes upregulated in each population. Each column represents an independent experimental replicate. (**H**) Upset plot showing comparison of NSC-enriched genes identified in this paper to NSC-enriched genes from previous studies on adult and adolescent NSCs [20,23,24,32,33,34].

**Figure 3:**
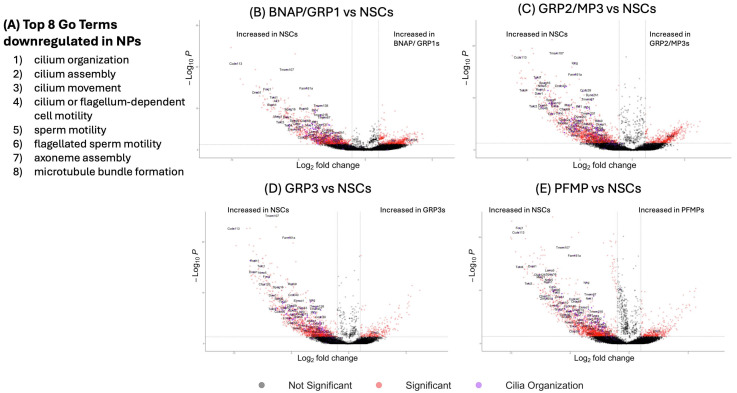
Neural stem cells downregulate cilia-related genes as they differentiate into NPs. (**A**) Differentially expressed genes (*p*adj < 0.05) between neural stem cells and neural progenitors were analyzed using the Gene Ontology database. Top 8 GO-terms upregulated in NSCs compared to NPs are displayed. (**B**–**E**) Volcano plots of gene expression between each neural progenitor population and neural stem cells ((**B**) BNAP/GRP1; (**C**) GRP2; (**D**) GRP3; (**E**) PFMP). Genes in the GO Term “Cilia Organization” are colored in purple on the volcano plots and labeled.

**Figure 4:**
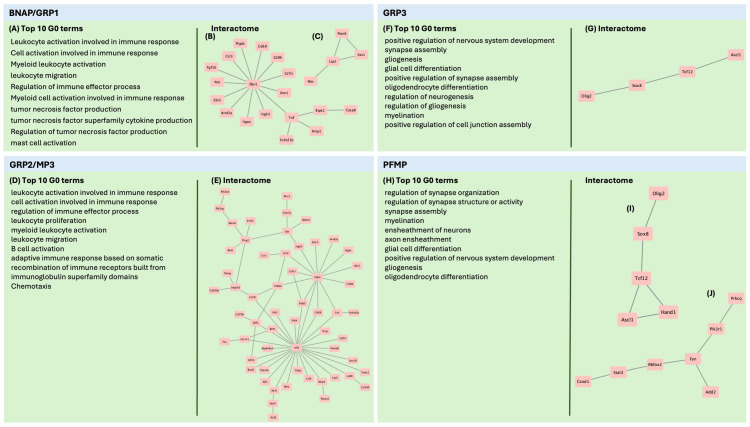
Protein–protein interactions of upregulated genes in each cell population. Genes upregulated in each population compared to neural stem cells were analyzed using Overrepresentation Analysis and compared against Gene Ontology terms. The top 10 upregulated gene ontology terms are displayed for each cell population: (**A**) BNAP/GRP1; (**D**) GRP2; (**F**) GRP3; (**H**) PFMP. Upregulated genes in each NP population compared to NSCs were analyzed using NetworkAnalyst and the IMEx Interactome. Zero-order networks with >3 genes are displayed for each NP subtype (**B**,**C**) BNAP/GRP1; (**E**) GRP2; (**G**) GRP3; (**I**,**J**) PFMP).

**Figure 5:**
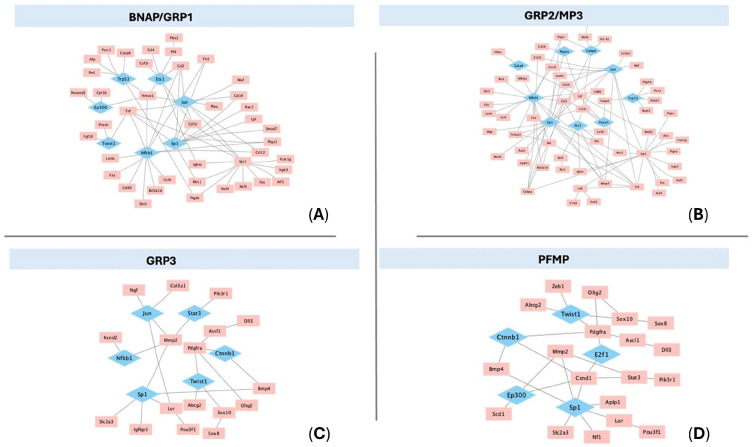
Transcription factors controlling differentiation of unique neural progenitor cell populations. Upregulated genes in each NP population compared to NSCs were analyzed using NetworkAnalyst and the TRRUST database to generate predicted gene-transcription factor interactions which were analyzed using Cytoscape 3.10.3. Predicted transcription factors (blue) were included if BetweenessCentrality was > 0.05. Networks are displayed for: (**A**) BNAP/GRP1; (**B**) GRP2; (**C**) GRP3; and (**D**) PFMP with upregulated genes (red) and predicted transcription factors (blue).

**Table 1:** Differentially expressed genes for each subtype were compared with mouse transcription factors on AnimalTFDB3.0. Differentially expressed transcription factors were defined as transcription factors with *p*adj < 0.05. The table lists those transcription factors that were significantly downregulated in all NP populations (BNAP/GRP1, GRP2/MP3, GRP3, PFMP) compared to neural stem cells. Included are Log2 Fold Changes vs. Neural Stem cells and FDR-adjusted *p*-values. No genes were upregulated in all NP populations compared to NSCs.

	BNAP/GRP1		GRP2/MP3		GRP3		PFMP	
TF	Log2FC vs. NSCs	*p* Value	Log2FC vs. NSCs	*p* Value	Log2FC vs. NSCs	*p* Value	Log2FC vs. NSCs	*p* Value
*Foxj1*	−7.35	2.4 × 10^−15^	−7.34	6.8 × 10^−14^	−7.14	6.8 × 10^−14^	−9.28	1.9 × 10^−22^
*Zfp474*	−5.39	8.0 × 10^−5^	−6.86	4.8 × 10^−7^	−6.73	4.8 × 10^−7^	−7.76	3.6 × 10^−9^
*Trp73*	−4.36	8.8 × 10^−5^	−5.38	2.8 × 10^−7^	−5.98	2.8 × 10^−7^	−5.61	7.1 × 10^−6^
*Emx1*	−4.17	2.0 × 10^−5^	−5.33	1.5 × 10^−5^	−4.26	1.5 × 10^−5^	−4.46	2.8 × 10^−6^
*Rfx2*	−3.09	1.1 × 10^−3^	−4.11	1.8 × 10^−7^	−4.46	1.8 × 10^−7^	−6.24	1.0 × 10^−12^
*Myb*	−4.01	2.0 × 10^−9^	−4.77	2.6 × 10^−10^	−4.19	2.6 × 10^−10^	−4.49	5.2 × 10^−12^
*Foxa2*	−2.97	0.031	−4.01	2.5 × 10^−3^	−4.17	2.5 × 10^−3^	−5.10	1.2 × 10^−4^
*Id4*	−3.53	9.7 × 10^−5^	−3.90	4.6 × 10^−8^	−4.52	4.6 × 10^−8^	−3.53	6.7 × 10^−5^
*Hopx*	−3.17	3.8 × 10^−5^	−3.77	7.0 × 10^−8^	−3.88	7.0 × 10^−8^	−3.54	9.3 × 10^−7^
*Pbx4*	−3.34	2.9 × 10^−3^	−5.09	6.0 × 10^−8^	−3.34	1.2 × 10^−3^	−2.42	0.042

**Table 2:** Uniquely downregulated transcription factors. Differentially expressed genes for each subtype were compared with mouse transcription factors on AnimalTFDB3.0. Differentially expressed transcription factors were defined as transcription factors with *p*adj < 0.05. The table lists those transcription factors that were uniquely downregulated in each NP population subtype: A: BNAP/GRP1; B: GRP2/MP3; C: GRP3; and D: PFMP compared to NSCs. Shown are Log2 Fold Changes vs. Neural Stem cells and FDR-adjusted *p*-values.

A. BNAP/GRP1 Downregulated		
TF	Log2FC vs. NSCs	*p* Value
Sox21	−2.23	0.041
Tsc22d1	−1.94	7.43 × 10^−3^
B. GRP2/MP3 Downregulated		
TF	Log2FC vs. NSCs	*p* Value
Barx2	−3.48	6.41E × 10^−3^
Vsx2	−3.26	0.015
Msx1	−3.01	0.019
Nr2e1	−3.01	2.71 × 10^−3^
Smad9	−2.96	9.08 × 10^−3^
C. GRP3 Downregulated		
TF	Log2FC vs. NSCs	*p* Value
Tgif1	−2.27	0.046
Fosb	−1.98	0.047
Shox2	−1.45	0.043
Atf5	−1.24	0.033
D. PFMP Downregulated		
TF	Log2FC vs. NSCs	*p* Value
Lbx2	−4.70	4.67 × 10^−5^
Nkx2-4	−4.57	2.72 × 10^−4^
T	−3.91	8.99 × 10^−4^
Hoxc11	−3.40	9.23 × 10^−3^
Tbx1	−3.18	0.024

**Table 3:** Uniquely upregulated transcription factors. Differentially expressed genes for each subtype were compared with mouse transcription factors on AnimalTFDB3.0. Differentially expressed transcription factors were defined as transcription factors with *p*adj < 0.05. The table lists those transcription factors that were uniquely upregulated in each NP population subtype: A: BNAP/GRP1; B: GRP2/MP3; C: GRP3; and D: PFMP compared to NSCs. Shown are Log2 Fold Change vs. Neural Stem cells and FDR-adjusted *p*-values.

A. BNAP/GRP1 Upregulated		
TF	Log2FC vs. NSCs	*p* Value
Zfp57	3.77	6.25 × 10^−4^
Hoxc6	3.21	0.015
Zfp955a	2.70	0.015
Lhx1	2.63	0.050
Gm13154	2.51	0.031
B. GRP2/MP3 Upregulated		
TF	Log2FC vs. NSCs	*p* Value
Tbx2	3.18	0.018
Lyl1	3.10	6.1 × 10^−3^
Heyl	2.85	0.044
Rel	2.74	3.1 × 10^−3^
Hmga1-rs1	2.51	0.017
C. GRP3 Upregulated		
TF	Log2FC vs. NSCs	*p* Value
Sox12	1.97	0.011
Etv5	1.94	8.9 × 10^−3^
Zfp157	1.79	4.5 × 10^−3^
Rfx7	1.13	0.047
D. PFMP Upregulated		
TF	Log2FC vs. NSCs	*p* Value
Rxrg	3.85	2.0 × 10^−4^
Glis1	2.84	0.040
Lhx6	2.46	0.040
Zfp846	1.97	0.041
Zfp882	1.92	0.042

## Data Availability

RNA-seq data is available at GEO Accession Number GSE309574. All code used in this paper is available at https://github.com/LevisonLab/ZaritskyKumari2025 (accessed on 29 August 2025).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15101438/s1, Figure S1: GO enrichment across neural stem cells and progenitors. Table S1: Up- and down-regulated genes in each NP type compared to NSCs.

## Abbreviations

The following abbreviations are used in this manuscript:

NSC	Neural Stem Cell
NP	Neural Progenitor
SVZ	Subventricular Zone
FACS	Fluorescence-Activated Cell Sorting
TF	Transcription Factor
MP	Multipotential Progenitor
GRP	Glial-Restricted Progenitor
qNSC	Quiescent Neural Stem Cell
aNSC	Activated Neural Stem Cell
BNAP/GRP1	Bipotential Neuron Astrocyte Progenitor/Glial-Restricted Progenitor 1
GRP2/MP3	Glial-Restricted Progenitor 2/Multipotential Progenitor 3
GRP3	Glial Restricted Progenitor 3
PFMP	PDGF-FGF-Responsive Multipotential Progenitor

## References

[1] Bayer S.A., Altman J. (1991). Neocortical Development.

[2] Sanai N., Nguyen T., Ihrie R.A., Mirzadeh Z., Tsai H.H., Wong M., Gupta N., Berger M.S., Huang E., Garcia-Verdugo J.M. (2011). Corridors of migrating neurons in the human brain and their decline during infancy. Nature.

[3] Doetsch F., Garcia-Verdugo J.M., Alvarez-Buylla A. (1997). Cellular composition and three-dimensional organization of the subventricular germinal zone in the adult mammalian brain. J. Neurosci..

[4] Doetsch F., Caille I., Lim D.A., Garcia-Verdugo J.M., Alvarez-Buylla A. (1999). Subventricular zone astrocytes are neural stem cells in the adult mammalian brain. Cell.

[5] Liu S., Trupiano M.X., Simon J., Guo J., Anton E.S. (2021). The essential role of primary cilia in cerebral cortical development and disorders. Curr. Top. Dev. Biol..

[6] Fuentealba L.C., Rompani S.B., Parraguez J.I., Obernier K., Romero R., Cepko C.L., Alvarez-Buylla A. (2015). Embryonic Origin of Postnatal Neural Stem Cells. Cell.

[7] Obernier K., Cebrian-Silla A., Thomson M., Parraguez J.I., Anderson R., Guinto C., Rodas Rodriguez J., Garcia-Verdugo J.M., Alvarez-Buylla A. (2018). Adult Neurogenesis Is Sustained by Symmetric Self-Renewal and Differentiation. Cell Stem Cell.

[8] Ponti G., Obernier K., Guinto C., Jose L., Bonfanti L., Alvarez-Buylla A. (2013). Cell cycle and lineage progression of neural progenitors in the ventricular-subventricular zones of adult mice. Proc. Natl. Acad. Sci. USA.

[9] Young K.M., Fogarty M., Kessaris N., Richardson W.D. (2007). Subventricular zone stem cells are heterogeneous with respect to their embryonic origins and neurogenic fates in the adult olfactory bulb. J. Neurosci..

[10] Merkle F.T., Tramontin A.D., Garcia-Verdugo J.M., Alvarez-Buylla A. (2004). Radial glia give rise to adult neural stem cells in the subventricular zone. Proc. Natl. Acad. Sci. USA.

[11] Menn B., Garcia-Verdugo J.M., Yaschine C., Gonzalez-Perez O., Rowitch D., Alvarez-Buylla A. (2006). Origin of oligodendrocytes in the subventricular zone of the adult brain. J. Neurosci..

[12] Bandeira F., Lent R., Herculano-Houzel S. (2009). Changing numbers of neuronal and non-neuronal cells underlie postnatal brain growth in the rat. Proc. Natl. Acad. Sci. USA.

[13] Lyck L., Kroigard T., Finsen B. (2007). Unbiased cell quantification reveals a continued increase in the number of neocortical neurones during early post-natal development in mice. Eur. J. Neurosci..

[14] Ernst C. (2016). Proliferation and Differentiation Deficits are a Major Convergence Point for Neurodevelopmental Disorders. Trends Neurosci..

[15] Xu Y.-J., Dai S.-K., Duan C.-H., Zhang Z.-H., Liu P.-P., Liu C., Du H.-Z., Lu X.-K., Hu S., Li L. (2023). ASH2L regulates postnatal neurogenesis through Onecut2-mediated inhibition of TGF-β signaling pathway. Cell Death Differ..

[16] Sheu J.R., Hsieh C.Y., Jayakumar T., Tseng M.F., Lee H.N., Huang S.W., Manubolu M., Yang C.H. (2019). A Critical Period for the Development of Schizophrenia-Like Pathology by Aberrant Postnatal Neurogenesis. Front. Neurosci..

[17] Velloso F.J., Shankar S., Parpura V., Rakic P., Levison S.W. (2022). Neural Stem Cells in Adult Mammals are not Astrocytes. ASN Neuro.

[18] Martínez-Cerdeño V., Noctor S.C. (2018). Neural Progenitor Cell Terminology. Front. Neuroanat..

[19] Moore L., Bain J.M., Loh J.M., Levison S.W. (2014). PDGF-responsive progenitors persist in the subventricular zone across the lifespan. ASN Neuro.

[20] Zywitza V., Misios A., Bunatyan L., Willnow T.E., Rajewsky N. (2018). Single-Cell Transcriptomics Characterizes Cell Types in the Subventricular Zone and Uncovers Molecular Defects Impairing Adult Neurogenesis. Cell Rep..

[21] Mizrak D., Levitin H.M., Delgado A.C., Crotet V., Yuan J., Chaker Z., Silva-Vargas V., Sims P.A., Doetsch F. (2019). Single-Cell Analysis of Regional Differences in Adult V-SVZ Neural Stem Cell Lineages. Cell Rep..

[22] Mizrak D., Bayin N.S., Yuan J., Liu Z., Suciu R.M., Niphakis M.J., Ngo N., Lum K.M., Cravatt B.F., Joyner A.L. (2020). Single-Cell Profiling and SCOPE-Seq Reveal Lineage Dynamics of Adult Ventricular-Subventricular Zone Neurogenesis and NOTUM as a Key Regulator. Cell Rep..

[23] Dulken B.W., Leeman D.S., Boutet S.C., Hebestreit K., Brunet A. (2017). Single-Cell Transcriptomic Analysis Defines Heterogeneity and Transcriptional Dynamics in the Adult Neural Stem Cell Lineage. Cell Rep..

[24] Beckervordersandforth R., Tripathi P., Ninkovic J., Bayam E., Lepier A., Stempfhuber B., Kirchhoff F., Hirrlinger J., Haslinger A., Lie D.C. (2010). In vivo fate mapping and expression analysis reveals molecular hallmarks of prospectively isolated adult neural stem cells. Cell Stem Cell.

[25] Panchision D.M., Chen H.L., Pistollato F., Papini D., Ni H.T., Hawley T.S. (2007). Optimized flow cytometric analysis of central nervous system tissue reveals novel functional relationships among cells expressing CD133, CD15, and CD24. Stem Cells.

[26] Hall A., Giese N.A., Richardson W.D. (1996). Spinal cord oligodendrocytes develop from ventrally derived progenitor cells that express PDGF alpha-receptors. Development.

[27] Stallcup W.B., Beasley L. (1987). Bipotential glial precursor cells of the optic nerve express the NG2 proteoglycan. J. Neurosci..

[28] Buono K.D., Vadlamuri D., Gan Q., Levison S.W. (2012). Leukemia inhibitory factor is essential for subventricular zone neural stem cell and progenitor homeostasis as revealed by a novel flow cytometric analysis. Dev. Neurosci..

[29] Buono K.D., Goodus M.T., Moore L., Ziegler A.N., levison S., Prusac J. (2015). Multimarker Flow Cytometric Characterization, Isolation and Differentiation of Neural Stem Cells and Progenitors of the Normal and Injured Mouse Subventricular Zone. Neural Surface Antigens: From Basic Biology Towards Biomedical Applications.

[30] Velloso F.J., Kumari E., Buono K.D., Frondelli M.J., Levison S.W. (2022). Analyzing mouse neural stem cell and progenitor cell proliferation using EdU incorporation and multicolor flow cytometry. STAR Protoc..

[31] Ewels P.A., Peltzer A., Fillinger S., Patel H., Alneberg J., Wilm A., Garcia M.U., Di Tommaso P., Nahnsen S. (2020). The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol..

[32] Cebrian-Silla A., Nascimento M.A., Redmond S.A., Mansky B., Wu D., Obernier K., Romero Rodriguez R., Gonzalez-Granero S., Garcia-Verdugo J.M., Lim D.A. (2021). Single-cell analysis of the ventricular-subventricular zone reveals signatures of dorsal and ventral adult neurogenesis. eLife.

[33] Marcy G., Foucault L., Babina E., Capeliez T., Texeraud E., Zweifel S., Heinrich C., Hernandez-Vargas H., Parras C., Jabaudon D. (2023). Single-cell analysis of the postnatal dorsal V-SVZ reveals a role for Bmpr1a signaling in silencing pallial germinal activity. Sci. Adv..

[34] Azim K., Hurtado-Chong A., Fischer B., Kumar N., Zweifel S., Taylor V., Raineteau O. (2015). Transcriptional Hallmarks of Heterogeneous Neural Stem Cell Niches of the Subventricular Zone. Stem Cells.

[35] Tsuji K., Ojima M., Otabe K., Horie M., Koga H., Sekiya I., Muneta T. (2017). Effects of Different Cell-Detaching Methods on the Viability and Cell Surface Antigen Expression of Synovial Mesenchymal Stem Cells. Cell Transpl..

[36] Samuels T.J., Järvelin A.I., Ish-Horowicz D., Davis I. (2020). Imp/IGF2BP levels modulate individual neural stem cell growth and division through myc mRNA stability. eLife.

[37] Willardsen M., Hutcheson D.A., Moore K.B., Vetter M.L. (2014). The ETS transcription factor Etv1 mediates FGF signaling to initiate proneural gene expression during Xenopus laevis retinal development. Mech. Dev..

[38] Hasegawa H., Ashigaki S., Takamatsu M., Suzuki-Migishima R., Ohbayashi N., Itoh N., Takada S., Tanabe Y. (2004). Laminar patterning in the developing neocortex by temporally coordinated fibroblast growth factor signaling. J. Neurosci..

[39] Ling K.-H., Hewitt C.A., Beissbarth T., Hyde L., Banerjee K., Cheah P.-S., Cannon P.Z., Hahn C.N., Thomas P.Q., Smyth G.K. (2009). Molecular networks involved in mouse cerebral corticogenesis and spatio-temporal regulation of Sox4 and Sox11 novel antisense transcripts revealed by transcriptome profiling. Genome Biol..

[40] Girard F., Eichenberger S., Celio M. (2014). Thrombospondin 4 deficiency in mouse impairs neuronal migration in the early postnatal and adult brain. Mol. Cell. Neurosci..

[41] Zeisel A., Hochgerner H., Lönnerberg P., Johnsson A., Memic F., Van Der Zwan J., Häring M., Braun E., Borm L.E., La Manno G. (2018). Molecular architecture of the mouse nervous system. Cell.

[42] Jones F.S., Holst B.D., Minowa O., De Robertis E.M., Edelman G.M. (1993). Binding and transcriptional activation of the promoter for the neural cell adhesion molecule by HoxC6 (Hox-3.3). Proc. Natl. Acad. Sci. USA.

[43] Yan T.-f., Wu M.-j., Xiao B., Hu Q., Fan Y.-H., Zhu X.-G. (2018). Knockdown of HOXC6 inhibits glioma cell proliferation and induces cell cycle arrest by targeting WIF-1 in vitro and vivo. Pathol.-Res. Pract..

[44] Adachi K., Mirzadeh Z., Sakaguchi M., Yamashita T., Nikolcheva T., Gotoh Y., Peltz G., Gong L., Kawase T., Alvarez-Buylla A. (2007). Beta-catenin signaling promotes proliferation of progenitor cells in the adult mouse subventricular zone. Stem Cells.

[45] Ille F., Sommer L. (2005). Wnt signaling: Multiple functions in neural development. Cell. Mol. Life Sci..

[46] Yu J.M., Kim J.H., Song G.S., Jung J.S. (2006). Increase in proliferation and differentiation of neural progenitor cells isolated from postnatal and adult mice brain by Wnt-3a and Wnt-5a. Mol. Cell. Biochem..

[47] Soon H.R., Gaunt J.R., Bansal V.A., Lenherr C., Sze S.K., Ch’ng T.H. (2023). Seizure enhances SUMOylation and zinc-finger transcriptional repression in neuronal nuclei. iScience.

[48] Wei M., Feng D., Lu Z., Hu Z., Wu H., Lian Y., Li D., Yan Z., Li Y., Wang X. (2023). Neurod1 mediates the reprogramming of NG2 glial into neurons in vitro. Gene Expr. Patterns.

[49] Allen Institute for Brain Science (2004). Allen Mouse Brain Atlas [Dataset]. https://mouse.brain-map.org/.

[50] Manning L., Ohyama K., Saeger B., Hatano O., Wilson S.A., Logan M., Placzek M. (2006). Regional morphogenesis in the hypothalamus: A BMP-Tbx2 pathway coordinates fate and proliferation through Shh downregulation. Dev. Cell.

[51] Decaesteker B., Denecker G., Van Neste C., Dolman E.M., Van Loocke W., Gartlgruber M., Nunes C., De Vloed F., Depuydt P., Verboom K. (2018). TBX2 is a neuroblastoma core regulatory circuitry component enhancing MYCN/FOXM1 reactivation of DREAM targets. Nat. Commun..

[52] Liu X., Miao Z., Wang Z., Zhao T., Xu Y., Song Y., Huang J., Zhang J., Xu H., Wu J. (2019). TBX2 overexpression promotes proliferation and invasion through epithelial-mesenchymal transition and ERK signaling pathway. Exp. Ther. Med..

[53] McIntyre A.J., Angel C.Z., Smith J.S., Templeman A., Beattie K., Beattie S., Ormrod A., Devlin E., McGreevy C., Bothwell C. (2022). TBX2 acts as a potent transcriptional silencer of tumour suppressor genes through interaction with the CoREST complex to sustain the proliferation of breast cancers. Nucleic Acids Res..

[54] Souroullas G.P., Salmon J.M., Sablitzky F., Curtis D.J., Goodell M.A. (2009). Adult hematopoietic stem and progenitor cells require either Lyl1 or Scl for survival. Cell Stem Cell.

[55] Wang S., Ren D., Arkoun B., Kaushik A.-L., Matherat G., Lécluse Y., Filipp D., Vainchenker W., Raslova H., Plo I. (2021). Lyl-1 regulates primitive macrophages and microglia development. Commun. Biol..

[56] Jalali A., Bassuk A.G., Kan L., Israsena N., Mukhopadhyay A., McGuire T., Kessler J.A. (2011). HeyL promotes neuronal differentiation of neural progenitor cells. J. Neurosci. Res..

[57] Oliver C.H., Nichols J., Watson C.J. (2013). The KRAB domain zinc finger protein, Zfp157, is expressed in multiple tissues during mouse embryogenesis and in specific cells in adult mammary gland and skin. genesis.

[58] Hoser M., Potzner M.R., Koch J.M., Bösl M.R., Wegner M., Sock E. (2008). Sox12 deletion in the mouse reveals nonreciprocal redundancy with the related Sox4 and Sox11 transcription factors. Mol. Cell. Biol..

[59] Bergsland M., Werme M., Malewicz M., Perlmann T., Muhr J. (2006). The establishment of neuronal properties is controlled by Sox4 and Sox11. Genes Dev..

[60] Li X., Newbern J.M., Wu Y., Morgan-Smith M., Zhong J., Charron J., Snider W.D. (2012). MEK Is a Key Regulator of Gliogenesis in the Developing Brain. Neuron.

[61] Liu Y., Zhang Y. (2019). ETV5 is Essential for Neuronal Differentiation of Human Neural Progenitor Cells by Repressing NEUROG2 Expression. Stem Cell Rev. Rep..

[62] Kastner P., Mark M., Ghyselinck N., Krezel W., Dupé V., Grondona J.M., Chambon P. (1997). Genetic evidence that the retinoid signal is transduced by heterodimeric RXR/RAR functional units during mouse development. Development.

[63] Molotkova N., Molotkov A., Duester G. (2007). Role of retinoic acid during forebrain development begins late when Raldh3 generates retinoic acid in the ventral subventricular zone. Dev. Biol..

[64] Janesick A., Wu S.C., Blumberg B. (2015). Retinoic acid signaling and neuronal differentiation. Cell. Mol. Life Sci..

[65] Wang T.W., Zhang H., Parent J.M. (2005). Retinoic acid regulates postnatal neurogenesis in the murine subventricular zone-olfactory bulb pathway. Development.

[66] Krezel W., Dupe V., Mark M., Dierich A., Kastner P., Chambon P. (1996). RXR gamma null mice are apparently normal and compound RXR alpha +/–/RXR beta –/–/RXR gamma –/– mutant mice are viable. Proc. Natl. Acad. Sci. USA.

[67] Chiang M.Y., Misner D., Kempermann G., Schikorski T., Giguère V., Sucov H.M., Gage F.H., Stevens C.F., Evans R.M. (1998). An essential role for retinoid receptors RARbeta and RXRgamma in long-term potentiation and depression. Neuron.

[68] Baldassarro V.A., Krężel W., Fernandez M., Schuhbaur B., Giardino L., Calza L. (2019). The role of nuclear receptors in the differentiation of oligodendrocyte precursor cells derived from fetal and adult neural stem cells. Stem Cell Res..

[69] de la Fuente A.G., Errea O., van Wijngaarden P., Gonzalez G.A., Kerninon C., Jarjour A.A., Lewis H.J., Jones C.A., Nait-Oumesmar B., Zhao C. (2015). Vitamin D receptor-retinoid X receptor heterodimer signaling regulates oligodendrocyte progenitor cell differentiation. J. Cell Biol..

[70] Maekawa M., Yamaguchi K., Nakamura T., Shibukawa R., Kodanaka I., Ichisaka T., Kawamura Y., Mochizuki H., Goshima N., Yamanaka S. (2011). Direct reprogramming of somatic cells is promoted by maternal transcription factor Glis1. Nature.

[71] Scoville D.W., Kang H.S., Jetten A.M. (2017). GLIS1-3: Emerging roles in reprogramming, stem and progenitor cell differentiation and maintenance. Stem Cell Investig..

[72] Liodis P., Denaxa M., Grigoriou M., Akufo-Addo C., Yanagawa Y., Pachnis V. (2007). Lhx6 activity is required for the normal migration and specification of cortical interneuron subtypes. J. Neurosci..

[73] Vogt D., Hunt R.F., Mandal S., Sandberg M., Silberberg S.N., Nagasawa T., Yang Z., Baraban S.C., Rubenstein J.L. (2014). Lhx6 directly regulates Arx and CXCR7 to determine cortical interneuron fate and laminar position. Neuron.

[74] Garay P.A., McAllister A.K. (2010). Novel roles for immune molecules in neural development: Implications for neurodevelopmental disorders. Front. Synaptic Neurosci..

[75] Stolp H. (2013). Neuropoietic cytokines in normal brain development and neurodevelopmental disorders. Mol. Cell. Neurosci..

[76] Tran P.B., Banisadr G., Ren D., Chenn A., Miller R.J. (2007). Chemokine receptor expression by neural progenitor cells in neurogenic regions of mouse brain. J. Comp. Neurol..

[77] Veerasammy S., Kumari E., Goodus M.T., Neuberger E.J., Santhakumar V., Levison S.W., Atta-Ur-Rahman, Anjum S. (2017). Consequences of inflammation within neural stem cell niches on development and regeneration. Frontiers in Stem Cell and Regenerative Medicine.

[78] Tanabe S., Yamashita T. (2018). The role of immune cells in brain development and neurodevelopmental diseases. Int. Immunol..

[79] Mócsai A., Ruland J., Tybulewicz V.L. (2010). The SYK tyrosine kinase: A crucial player in diverse biological functions. Nat. Rev. Immunol..

[80] Wang H., Jain S., Li P., Lin J.X., Oh J., Qi C., Gao Y., Sun J., Sakai T., Naghashfar Z. (2019). Transcription factors IRF8 and PU.1 are required for follicular B cell development and BCL6-driven germinal center responses. Proc. Natl. Acad. Sci. USA.

[81] Kierdorf K., Erny D., Goldmann T., Sander V., Schulz C., Perdiguero E.G., Wieghofer P., Heinrich A., Riemke P., Hölscher C. (2013). Microglia emerge from erythromyeloid precursors via Pu. 1-and Irf8-dependent pathways. Nat. Neurosci..

[82] Chan S.F., Huang X., McKercher S.R., Zaidi R., Okamoto S.-i., Nakanishi N., Lipton S.A. (2015). Transcriptional profiling of MEF2-regulated genes in human neural progenitor cells derived from embryonic stem cells. Genom. Data.

[83] Covacu R., Arvidsson L., Andersson A.s., Khademi M., Erlandsson-Harris H., Harris R.A., Svensson M.A., Olsson T., Brundin L. (2009). TLR activation induces TNF-α production from adult neural stem/progenitor cells. J. Immunol..

[84] Lan X., Chen Q., Wang Y., Jia B., Sun L., Zheng J., Peng H. (2012). TNF-α affects human cortical neural progenitor cell differentiation through the autocrine secretion of leukemia inhibitory factor. PLoS ONE.

[85] Liu Y.-P., Lin H.-I., Tzeng S.-F. (2005). Tumor necrosis factor-α and interleukin-18 modulate neuronal cell fate in embryonic neural progenitor culture. Brain Res..

[86] Wedel M., Fröb F., Elsesser O., Wittmann M.-T., Lie D.C., Reis A., Wegner M. (2020). Transcription factor Tcf4 is the preferred heterodimerization partner for Olig2 in oligodendrocytes and required for differentiation. Nucleic Acids Res..

[87] Uittenbogaard M., Chiaramello A. (2002). Expression of the bHLH transcription factor Tcf12 (ME1) gene is linked to the expansion of precursor cell populations during neurogenesis. Gene Expr. Patterns.

[88] Wang J., Pol S.U., Haberman A.K., Wang C., O’Bara M.A., Sim F.J. (2014). Transcription factor induction of human oligodendrocyte progenitor fate and differentiation. Proc. Natl. Acad. Sci. USA.

[89] Freudenstein D., Lippert M., Popp J.S., Aprato J., Wegner M., Sock E., Haase S., Linker R.A., González Alvarado M.N. (2023). Endogenous Sox8 is a critical factor for timely remyelination and oligodendroglial cell repletion in the cuprizone model. Sci. Rep..

[90] Miyoshi G., Butt S.J., Takebayashi H., Fishell G. (2007). Physiologically distinct temporal cohorts of cortical interneurons arise from telencephalic Olig2-expressing precursors. J. Neurosci..

[91] Merchan-Sala P., Nardini D., Waclaw R.R., Campbell K. (2017). Selective neuronal expression of the SoxE factor, Sox8, in direct pathway striatal projection neurons of the developing mouse brain. J. Comp. Neurol..

[92] Cai J., Chen Y., Cai W.H., Hurlock E.C., Wu H., Kernie S.G., Parada L.F., Lu Q.R. (2007). A crucial role for Olig2 in white matter astrocyte development. Development.

[93] Tatsumi K., Isonishi A., Yamasaki M., Kawabe Y., Morita-Takemura S., Nakahara K., Terada Y., Shinjo T., Okuda H., Tanaka T. (2018). Olig2-Lineage Astrocytes: A Distinct Subtype of Astrocytes That Differs from GFAP Astrocytes. Front. Neuroanat..

[94] Takouda J., Katada S., Imamura T., Sanosaka T., Nakashima K. (2021). SoxE group transcription factor Sox8 promotes astrocytic differentiation of neural stem/precursor cells downstream of Nfia. Pharmacol. Res. Perspect..

[95] Sun Y., Meijer D.H., Alberta J.A., Mehta S., Kane M.F., Tien A.-C., Fu H., Petryniak M.A., Potter G.B., Liu Z. (2011). Phosphorylation state of Olig2 regulates proliferation of neural progenitors. Neuron.

[96] Del Aguila A., Adam M., Ullom K., Shaw N., Qin S., Ehrman J., Nardini D., Salomone J., Gebelein B., Lu Q.R. (2022). Olig2 defines a subset of neural stem cells that produce specific olfactory bulb interneuron subtypes in the subventricular zone of adult mice. Development.

[97] Ono K., Takebayashi H., Ikeda K., Furusho M., Nishizawa T., Watanabe K., Ikenaka K. (2008). Regional- and temporal-dependent changes in the differentiation of Olig2 progenitors in the forebrain, and the impact on astrocyte development in the dorsal pallium. Dev. Biol..

[98] Lange C., Huttner W.B., Calegari F. (2009). Cdk4/cyclinD1 overexpression in neural stem cells shortens G1, delays neurogenesis, and promotes the generation and expansion of basal progenitors. Cell Stem Cell.

[99] Lukaszewicz A.I., Anderson D.J. (2011). Cyclin D1 promotes neurogenesis in the developing spinal cord in a cell cycle-independent manner. Proc. Natl. Acad. Sci. USA.

[100] Fujikake K., Sawada M., Hikita T., Seto Y., Kaneko N., Herranz-Pérez V., Dohi N., Homma N., Osaga S., Yanagawa Y. (2018). Detachment of chain-forming neuroblasts by fyn-mediated control of cell–cell adhesion in the postnatal brain. J. Neurosci..

[101] Dahlin A., Qiu W., Litonjua A.A., Lima J.J., Tamari M., Kubo M., Irvin C.G., Peters S.P., Wu A.C., Weiss S.T. (2018). The phosphatidylinositide 3-kinase (PI3K) signaling pathway is a determinant of zileuton response in adults with asthma. Pharmacogenom. J..

[102] Xie S., Ni J., Guo H., Luu V., Wang Y., Zhao J.J., Roberts T.M. (2021). The role of the PIK3CA gene in the development and aging of the brain. Sci. Rep..

[103] Pauklin S., Madrigal P., Bertero A., Vallier L. (2016). Initiation of stem cell differentiation involves cell cycle-dependent regulation of developmental genes by Cyclin D. Genes Dev..

[104] Billon N., Carlisi D., Datto M.B., van Grunsven L.A., Watt A., Wang X.F., Rudkin B.B. (1999). Cooperation of Sp1 and p300 in the induction of the CDK inhibitor p21WAF1/CIP1 during NGF-mediated neuronal differentiation. Oncogene.

[105] Mondanizadeh M., Arefian E., Mosayebi G., Saidijam M., Khansarinejad B., Hashemi S.M. (2015). MicroRNA-124 regulates neuronal differentiation of mesenchymal stem cells by targeting Sp1 mRNA. J. Cell. Biochem..

[106] Yeo S., Bandyopadhyay S., Messing A., Brenner M. (2013). Transgenic analysis of GFAP promoter elements. Glia.

[107] Cao J., Li Y., Zeng F., Liu X., Tao T., Qin Z. (2020). Propofol Exposure Disturbs the Differentiation of Rodent Neural Stem Cells via an miR-124-3p/Sp1/Cdkn1b Axis. Front. Cell Dev. Biol..

[108] Yin B.-K., Lázaro D., Wang Z.-Q. (2023). TRRAP-mediated acetylation on Sp1 regulates adult neurogenesis. Comput. Struct. Biotechnol. J..

[109] Opitz O.G., Rustgi A.K. (2000). Interaction between Sp1 and cell cycle regulatory proteins is important in transactivation of a differentiation-related gene. Cancer Res..

[110] Palazuelos J., Klingener M., Aguirre A. (2014). TGFbeta signaling regulates the timing of CNS myelination by modulating oligodendrocyte progenitor cell cycle exit through SMAD3/4/FoxO1/Sp1. J. Neurosci..

[111] Melnikova I.N., Lin H.-R., Blanchette A.R., Gardner P.D. (2000). Synergistic transcriptional activation by Sox10 and Sp1 family members. Neuropharmacology.

[112] Ozerdem U., Grako K.A., Dahlin-Huppe K., Monosov E., Stallcup W.B. (2001). NG2 proteoglycan is expressed exclusively by mural cells during vascular morphogenesis. Dev. Dyn. Off. Publ. Am. Assoc. Anat..

[113] Cho H., Kozasa T., Bondjers C., Betsholtz C., Kehrl J.H. (2003). Pericyte-specific expression of Rgs5: Implications for PDGF and EDG receptor signaling during vascular maturation. FASEB J..

How the deposited data were processed for this re-analysis (not part of the article)

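The values analysed are the RPKM (reads scaled to gene length and library size) that the authors deposited for 45705 mouse genes in 20 libraries, 4 of each of NSC, BNAP/GRP1, GRP2/MP3, GRP3 and PFMP. According to the paper, the reads were processed with nf-core/rnaseq v3.10, checked with FASTQC 0.11.9, trimmed with cutadapt 3.4, aligned to GRCm38 with STAR 2.6.1 and quantified with Salmon 1.9.0. The read total, the gene lengths and the annotation release behind the RPKM are not stated. The table holds 26 further columns that were not used, and 125 gene names occur more than once, so genes were followed by their Ensembl identifiers. No library was left out. The raw reads were not analysed here, nor were the gene ontology, transcription factor and network databases that the paper used.

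The values were taken as log2(RPKM + 1) with no further scaling. Genes with at least 1 RPKM in at least 4 of the 20 libraries were tested (27614 genes). The model was fitted in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with a trended prior), with 1 mean for each population and no batch term, and all 20 libraries gave the spread of each gene. Contrasts were each progenitor against NSC, each progenitor against each other, and NSC against the mean of the 4 progenitors, where genes were counted at a log2 fold change above 0.25. An adjusted p is that of limma's moderated test after the Benjamini-Hochberg method over the genes tested, with 0.05 as the threshold. Lists of genes were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, and adjusted over all lists and progenitors together. The median log2 fold change of a list is over those of its genes that were tested. There were 15 lists drawn up before the values were seen: motile cilium families, primary cilium genes, multiciliation regulators, ependymal markers outside the cilium, and markers of NSCs, microglia, pericytes, endothelium, OPCs, neuroblasts, transit amplifying cells, erythrocytes and choroid plexus, with male-specific and female-specific genes. Another 6 were added later to look into single batches: inflammatory myeloid genes, immunoglobulin genes of plasma cells, airway and lung epithelium genes, homeostatic microglia genes, alveolar macrophage genes, and olfactory, vomeronasal and taste receptor genes. The weights and the estimated correlation used statmod 1.5.0, and the figures and the lookup of positions Python 3.11.15 with matplotlib 3.10.9. Positions in GENCODE vM21 were found for 505 of the 507 genes looked up.

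Genes are named by a rule set in advance: the genes that the paper names as measured (a few of these are left out of the text and of the counts over named genes), the 3 largest rises and 3 largest falls of each progenitor among genes past the threshold that changed the same way in all 4 batches, and the members of the lists. The batch numbers pair the samples: after the mean of each population is taken out, the median correlation of libraries was 0.337, 0.262, 0.769 and 0.581 within batches 1 to 4 (at least 0.0341) and -0.254 between batches. The paper names no batch term, so the batch entered only as an alternative, the replicate block. The other alternatives were a pseudocount of 0.1, no filter, a stricter filter (mean RPKM of at least 5), median-of-ratios scaling, quantile normalization, a prior without a trend, only the compared populations in the model, and each library left out in turn. Leaving 1 batch out of every population was set in advance for the results on all progenitors together. Chosen after seeing the data were 1 batch left out of every population for results on 1 or 2 progenitors, batch 3 left out with the replicate block, library weights by arrayWeights, and batches 1 and 2 alone. The labels of the 8 libraries of a comparison were also split in all 35 ways, and those of NSC against the progenitors in 100 random ways (seed 1).

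Depth relative to BNAP/GRP1 1 was read from low values, which stand in ratios of small whole numbers. The steps were tested on simulated data with 200 of 27614 genes shifted by a log2 of 6: 184 of the shifted genes were called (92%), with 7 unchanged ones (8 with the replicate block), and 0 genes in a contrast without change. Camera called a list of 50 shifted genes there and not a list of unchanged ones.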

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

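All tests of batch 3, all tests of BNAP/GRP1 4 and of the background it carries, and the tests of the microglia and pericyte lists between progenitors were chosen only after the result was seen. The list of alveolar macrophage genes was drawn up after the profile of batch 3 was seen, and before the values of its genes were looked up, apart from Ctsk.

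A library far from the other 3 of its population was found 54 times among 392 sets of 4 values, where about 19.6 are expected by chance. The measure was the gap between the highest or lowest library and its nearest neighbor, divided by the range of the 4, and its limit was the one that 1 in 20 normal samples of 4 passes by chance. For single genes in the populations the text compares it was 44 of 297 (14.8 expected), for medians of gene lists 10 of 75 (3.75 expected), and for totals of a library 0 of 20 (1 expected). A first count over all 5 populations for every gene gave 82 of 465 (23.2 expected), and it was then restricted to the populations that the text compares. The libraries of batch 4 held 11 (BNAP/GRP1), 9 (GRP2/MP3), 7 (GRP3), 6 (NSC) and 5 (PFMP) of them, and those of batch 3 5 (GRP3), 3 (NSC), 2 (BNAP/GRP1), 2 (GRP2/MP3) and 2 (PFMP). PFMP 1 held 2, Foxa2 (1) and T (1), and the other 9 libraries of batches 1 and 2 had 0.

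The distant libraries of batch 4, with the measure in brackets, follow by library. In NSC 4 this was so for Cx3cr1 (0.83), Glis1 (0.865), Gm29291 (1), Lhx6 (0.891), T (0.889) and Zfp57 (0.987). For BNAP/GRP1 4 they were the list of multiciliation regulators (0.856), 1700012B09Rik (0.884), Foxa2 (0.988), Foxj1 (0.889), Lhx1 (0.931), Pdgfra (0.833), Ppara (0.947), Rfx2 (0.893), Trp73 (0.983), Twist1 (0.922) and Zfp474 (0.961). In GRP2/MP3 4 this was so for the list of multiciliation regulators (0.949), the list of ependymal markers outside the cilium (0.93), 1700012B09Rik (0.867), Barx2 (0.844), Gata4 (0.852), Irf8 (0.869), Smad9 (0.856), Trp73 (0.954) and Zfp474 (0.94). For GRP3 4 they were the list of multiciliation regulators (0.833), Fam183b (0.915), Foxa2 (0.898), Gata4 (0.946), Stat3 (0.872), Trp73 (0.979) and Zfp474 (1). In PFMP 4 this was so for 1700012B09Rik (1), Fam183b (0.955), Sp1 (0.92), Tbx1 (1) and Tekt4 (1).

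The distant libraries of batch 3 follow in the same form. In NSC 3 this was so for the list of choroid plexus markers (0.955), Lyl1 (0.847) and Plcg2 (0.915). For BNAP/GRP1 3 they were the list of NSC markers (0.848) and the list of neuroblast markers (0.883). In GRP2/MP3 3 this was so for Gpr34 (0.881) and Plcg2 (0.854). For GRP3 3 they were the list of NSC markers (0.873), the list of microglia markers (0.893), Cebpb (0.9), Emx1 (0.88) and Sox8 (0.9). In PFMP 3 this was so for the list of primary cilium genes (0.859) and Brinp3 (0.854).

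The pattern behind the distant libraries of batch 3 was a single expression profile in its 5 libraries, NSC included. A difference in depth would not raise genes that are absent elsewhere, and 4 genes were above 500 RPKM in all 5 libraries of batch 3 and under 10 in the other 15. Saa3 had at least 21804 RPKM there and at most 6.97 elsewhere, Clec4d 1032 and 4.12, H2-Eb1 749 and 7.18, and Bpifa1 688 and 9.30. Microglia alone in every gate are argued against by the homeostatic microglia genes, whose median in the progenitors of batch 3 was 1.16 RPKM, against 33.6 to 125 in BNAP/GRP1 and GRP2/MP3 of batches 1 and 2. RNA from a source other than the sorted cells remains open and may account for the profile. Of the level of 63 motile cilium genes in NSC 1, 2 and 4, NSC 3 held a median share of 0.132, while each of those libraries held 0.641 to 1.27 of the others' level. For the 17 genes that were at least 50 RPKM in the progenitors of batch 3 and at most 5 elsewhere, NSC 3 held 0.926 of the progenitors' level, the 2 shares adding to 1.06, and a progenitor library held 0.954 to 1.01 of the others' level. With a looser choice of 50 genes (mean above 100 and over 20 times higher) the share was 0.906. Alveolar macrophage genes had a median of 47.1 to 59.5 RPKM in batch 3 and at most 7.38 elsewhere, and 7 of the 13 were over 5 times higher than in any other library, so such cells may be among the sources. Inflammatory myeloid genes had a median of 667 to 738 RPKM in batch 3 and at most 9.53 elsewhere, immunoglobulin genes of plasma cells 66.3 to 77.8 and at most 12.4, and genes of airway and lung epithelium 3.58 to 5.01 and at most 8.77. The 5 populations of batch 3 share this profile, so it follows no population, and an inflamed litter was not tested as a biological explanation.

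Among the libraries of batch 4, BNAP/GRP1 4 was the most distant, with many genes at a low level. It had 38191 genes above 0 and a median of 8.3 RPKM at a relative depth of 0.0395, while low sequencing depth alone would leave fewer genes above 0. Reads shared between copies of gene families are argued against as the whole cause, because 32.5% of the 2160 genes at 0 in batches 1 to 3 and outside named families were above 0. Genomic DNA carried into the library remains open. It predicts a low signal in nearly all silent genes, and the first test went against this, since 41.6% of all 7885 genes at 0 in batches 1 to 3 were above 0, with a median of 0. A set narrowed after that result, 128 protein-coding genes at 0 in batches 1 to 3 and outside named families, went with it, with 93.8% above 0 and a median of 6.82 RPKM, against 9.83 over all coding genes. The first set held genes of every type and length, and the narrowed one only genes with at least 1000 bases of exon. The 2 tests point apart, and repetitive genes were not separated in either, so the explanation cannot be told apart from others here. NSC 4, GRP2/MP3 4 and GRP3 4 had 93%, 94.5% and 93.8% of the narrowed set above 0, with medians of 1.03, 0.487 and 1.02 RPKM, and PFMP 4 20.3% with a median of 0. Olfactory, vomeronasal and taste receptor genes were above 0 in 98.3% of cases in BNAP/GRP1 4, 97.9% in NSC 4, 98.2% in GRP2/MP3 4, 98.4% in GRP3 4 and 17.5% in PFMP 4. No biological explanation was tested, since the design gives none for a single batch.

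The background of BNAP/GRP1 4 was tested as the cause of the genes that the paper lists as higher in BNAP/GRP1 alone. A background would leave their median log2 difference near 0 in batches 1 to 3, and it was 0.11, 1.35 and 0.000 there and 2.20 in batch 4. Among the BNAP/GRP1 libraries, BNAP/GRP1 4 held the highest RPKM for 71% of the genes. The study chose these genes on the same libraries, so the value in batch 2 may follow from that choice. The background of this library and a rise in the population cannot be told apart here.

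The second kind of mark was a difference between 2 progenitors in a list of marker genes, by camera with an estimated correlation, a criterion chosen after fry held none of these (adjusted p of 0.37 or more). The microglia markers were higher in GRP2/MP3 than in GRP3 (median log2 fold change 4.20, adjusted p = 0.0297) and than in PFMP (3.78, adjusted p = 0.0348). By batch the difference from GRP3 was 6.21, 6.61, -0.01 and 2.93, and from PFMP 6.49, 5.92, 0.04 and 2.14. Microglia sorted with GRP2/MP3 remain open, since the list rose as a whole, by at least 2.93 over GRP3 in batches 1, 2 and 4, and expression of these genes by the progenitors themselves was not tested. The pericyte markers were higher in GRP2/MP3 than in BNAP/GRP1, where the log2 fold change of BNAP/GRP1 over GRP2/MP3 was -1.81, GRP3 (2.08) and PFMP (2.48). Pericytes sorted with GRP2/MP3, which the paper itself raises, may account for this: the pericyte genes that the paper does not name were higher by at least 1.69 in batches 1, 2 and 4. The endothelial markers were higher in GRP2/MP3 than in GRP3 (1.03, adjusted p = 0.0462, by batch 1.79, 2.22, 0.000 and 0.77), for which no explanation was tested. A difference in state between the progenitors remains untested for all 3 lists.

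The third kind was a signal in genes that the paper's text does not discuss. Ptpro (2.50), Gm24620 (4.87) and Gm24888 (5.49) were higher in GRP3 than in NSC, and Prkcb (2.58) in PFMP, at an adjusted p under 0.05. They are the only genes higher in a single progenitor than in NSC in the model without a batch term, and each lost its call without some single library. A chance arrangement of the libraries is argued against for the genes of either comparison as a whole, where 1 of the 35 splits gave as many, the real one. It is not tested for these 4 genes, because lower genes make up 287 of the 290 in GRP3 and 315 of the 316 in PFMP. No other explanation was tested for the 4, and both chance and a biological difference stay open.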

How the results depend on the processing

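These alternatives were chosen after the data were seen: one batch left out of every population for results on 1 or 2 progenitors, batch 3 left out with the replicate block, library weights, and batches 1 and 2 alone. Every other alternative was set in advance. Under those set in advance, counts of genes stayed within 1.5 times their value in 202 cases and moved further in 97, and under those chosen later in 40 and 81. For the 6 lists run under every setting (motile cilium, primary cilium, ependymal, microglia, pericyte and OPC), the medians kept their direction and side of the threshold in 363 cases set in advance, with 5 newly past it and 16 with the sign changed, and in 161, 2 and 5 chosen later. Single genes did so in 2261 cases set in advance, with 96 weaker, 75 stronger and 4 reversed, and in 812 chosen later, with 60 weaker, 211 stronger and 2 reversed. No setting turned the downregulated genes of a progenitor to 0. Unless a cause is given, the cause was not tested.

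The counts of genes moved by more than 1.5 times under these settings. With a pseudocount of 0.1, the genes lower numbered 75 in BNAP/GRP1, 174 in GRP2/MP3 and 154 in GRP3. There were 65 lower in all 4. With no filter, the genes higher than in NSC numbered 8 in GRP3. With the stricter filter, the genes higher than in NSC numbered 1 in BNAP/GRP1, 1 in GRP2/MP3, 8 in GRP3 and 2 in PFMP. There were 2 higher in both GRP3 and PFMP. With median-of-ratios scaling, the genes higher than in NSC numbered 1 in GRP2/MP3, 5 in GRP3 and 3 in PFMP. There was 1 higher in both GRP3 and PFMP. With quantile normalization, the genes higher than in NSC numbered 2 in BNAP/GRP1, 11 in GRP2/MP3, 8 in GRP3 and 2 in PFMP, and those lower numbered 439 in BNAP/GRP1 and 446 in GRP3. There were 312 lower in all 4 and 1 higher in both GRP3 and PFMP. With a prior without a trend, the genes higher than in NSC numbered 1 in GRP2/MP3 and 5 in GRP3. With only the compared populations in the model, the genes higher than in NSC numbered 1 in BNAP/GRP1, 2 in GRP2/MP3 and 0 in PFMP, and those lower numbered 60 in BNAP/GRP1, 112 in GRP2/MP3, 112 in GRP3 and 95 in PFMP. There were 49 lower in all 4. Genes that differ between progenitors numbered 1 (GRP2/MP3 and GRP3). With the replicate block, the genes higher than in NSC numbered 18 in BNAP/GRP1, 48 in GRP2/MP3, 76 in GRP3 and 51 in PFMP, and those lower numbered 558 in BNAP/GRP1, 803 in GRP2/MP3, 643 in GRP3 and 720 in PFMP. There were 405 lower in all 4, 3 higher in both BNAP/GRP1 and GRP2/MP3, 34 higher in both GRP3 and PFMP and 1143 higher in NSC than in the progenitors together. The model with only the compared populations has fewer libraries to estimate the spread from. Of the downregulated genes in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, 75, 174, 154 and 224 remained with a pseudocount of 0.1 and 210, 282, 277 and 283 with quantile normalization. The replicate block changed the calls of 37 single-gene results. It also changed the calls given beside the genes and lists concerned, and no other call.

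Leaving out 1 library of a comparison, or 1 batch from all populations, gave these ranges. The number higher than in NSC ran from 0 (without batch 1) to 32 (without batch 3) in BNAP/GRP1, 0 (without batch 1) to 82 (without batch 3) in GRP2/MP3, 0 (without batch 2) to 87 (without batch 3) in GRP3 and 0 (without batch 1) to 63 (without batch 3) in PFMP. The number lower ran from 16 (without batch 2) to 436 (without BNAP/GRP1 4) in BNAP/GRP1, 29 (without batch 2) to 546 (without NSC 3) in GRP2/MP3, 44 (without batch 2) to 494 (without NSC 3) in GRP3 and 51 (without batch 2) to 553 (without NSC 3) in PFMP. The number lower than in NSC in all 4 progenitors ran from 13 (without batch 2) to 295 (without batch 4). The number higher than in NSC in both BNAP/GRP1 and GRP2/MP3 ran from 0 (without batch 1) to 22 (without batch 3). The number higher than in NSC in both GRP3 and PFMP ran from 0 (without batch 1) to 55 (without batch 3). The number different between BNAP/GRP1 and GRP3 ran from 0 (without batch 1) to 1 (without batch 4). The number different between BNAP/GRP1 and PFMP ran from 0 (without batch 1) to 1 (without batch 4). The number different between GRP2/MP3 and GRP3 ran from 0 (without batch 1) to 2 (without batch 3). The number different between GRP2/MP3 and PFMP ran from 0 (without batch 1) to 1 (without batch 4). The number higher in NSC than in the progenitors together ran from 138 (without batch 2) to 795 (without batch 4). Fewer libraries lower the power of each fit, and yet the counts rose without batch 3 and, for the lower genes, without batch 4.

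The settings chosen after the data were seen moved the counts further. With batch 3 left out and the replicate block, the genes higher than in NSC numbered 59 in BNAP/GRP1, 139 in GRP2/MP3, 145 in GRP3 and 110 in PFMP, and those lower numbered 400 in BNAP/GRP1, 606 in GRP2/MP3, 526 in GRP3 and 582 in PFMP. There were 1 higher in all 4, 294 lower in all 4, 37 higher in both BNAP/GRP1 and GRP2/MP3, 86 higher in both GRP3 and PFMP and 880 higher in NSC than in the progenitors together. Genes that differ between progenitors numbered 2 (BNAP/GRP1 and GRP2/MP3), 68 (GRP2/MP3 and GRP3) and 32 (GRP2/MP3 and PFMP). With library weights, the genes higher than in NSC numbered 696 in BNAP/GRP1, 333 in GRP2/MP3, 2521 in GRP3 and 90 in PFMP, and those lower numbered 1926 in BNAP/GRP1, 1591 in GRP2/MP3, 2364 in GRP3 and 1353 in PFMP. There were 15 higher in all 4, 1108 lower in all 4, 265 higher in both BNAP/GRP1 and GRP2/MP3, 87 higher in both GRP3 and PFMP and 2234 higher in NSC than in the progenitors together. Genes that differ between progenitors numbered 5 (GRP3 and PFMP), 3852 (BNAP/GRP1 and GRP3), 1 (BNAP/GRP1 and PFMP) and 2658 (GRP2/MP3 and GRP3). With batches 1 and 2 alone, the genes higher than in NSC numbered 254 in BNAP/GRP1, 418 in GRP2/MP3, 506 in GRP3 and 400 in PFMP, and those lower numbered 1096 in BNAP/GRP1, 1235 in GRP2/MP3, 1065 in GRP3 and 1135 in PFMP. There were 13 higher in all 4, 782 lower in all 4, 208 higher in both BNAP/GRP1 and GRP2/MP3, 306 higher in both GRP3 and PFMP and 1561 higher in NSC than in the progenitors together. Genes that differ between progenitors numbered 13 (BNAP/GRP1 and GRP2/MP3), 8 (GRP3 and PFMP), 208 (BNAP/GRP1 and GRP3), 80 (BNAP/GRP1 and PFMP), 665 (GRP2/MP3 and GRP3) and 496 (GRP2/MP3 and PFMP). The library weights ran from 0.0636 for BNAP/GRP1 4 to 10.2 for GRP3 1. In batches 1 and 2 alone each population has 2 libraries, so the counts rest on the spread of pairs.

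Microglia markers in GRP3 had a median log2 fold change of -0.24, which changed sign to 0.003 without batch 4, 0.95 without NSC 3, 0.14 without GRP3 1, 0.25 without GRP3 2 and 0.067 without GRP3 4, and passed the threshold at -1.50 without GRP3 3. Over the fits that left out 1 library or batch it ran from -1.50 (without GRP3 3) to 0.95 (without NSC 3). Microglia markers in PFMP had a median log2 fold change of -0.01, which changed sign to 0.013 with median-of-ratios scaling, 0.15 with quantile normalization, 0.25 without batch 1, 0.070 without batch 4, 0.94 without NSC 3, 0.64 without PFMP 1, 0.36 without PFMP 2, 0.17 without PFMP 4, 0.55 with library weights and 0.036 with batches 1 and 2 alone, and passed the threshold at -1.56 without PFMP 3. Over the fits that left out 1 library or batch it ran from -1.56 (without PFMP 3) to 0.94 (without NSC 3). Pericyte markers in BNAP/GRP1 had a median log2 fold change of 0.54, which changed sign to -0.17 without BNAP/GRP1 4. Over the fits that left out 1 library or batch it ran from -0.17 (without BNAP/GRP1 4) to 0.87 (without BNAP/GRP1 3). Pericyte markers in GRP3 had a median log2 fold change of 0.10, which changed sign to -0.10 without GRP3 4. Over the fits that left out 1 library or batch it ran from -0.10 (without GRP3 4) to 0.28 (without NSC 4). Pericyte markers in PFMP had a median log2 fold change of -0.27, which changed sign to 0.024 with quantile normalization and 0.005 without NSC 4. Over the fits that left out 1 library or batch it ran from -0.42 (without NSC 1) to 0.005 (without NSC 4). OPC markers in BNAP/GRP1 had a median log2 fold change of 0.83, and passed the threshold at 0.60 with batches 1 and 2 alone. OPC markers in GRP2/MP3 had a median log2 fold change of 0.45, which changed sign to -0.016 without NSC 3 and -0.31 without GRP2/MP3 4, and passed the threshold at 0.45 with only the compared populations in the model, 0.57 without batch 1, 0.41 without NSC 1 and 0.86 without GRP2/MP3 3. Over the fits that left out 1 library or batch it ran from -0.31 (without GRP2/MP3 4) to 0.86 (without GRP2/MP3 3).

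Among the single genes in the progenitors for which the paper gives a change, these changed sign, and sign changes in other progenitors are not listed here. Shox2 in GRP3 (0.19) became -0.06 without batch 1 and -0.11 without GRP3 4, and ran from -0.11 (without GRP3 4) to 0.47 (without GRP3 3) over the fits that left out 1 library or batch. Zfp57 in BNAP/GRP1 (0.75) became -0.46 without BNAP/GRP1 4, and ran from -0.46 (without BNAP/GRP1 4) to 2.25 (without NSC 4) over the fits that left out 1 library or batch. Glis1 in PFMP (0.14) became -0.29 without batch 2, -0.02 without NSC 3 and -0.20 without PFMP 2, and ran from -0.29 (without batch 2) to 0.70 (without batch 4) over the fits that left out 1 library or batch.

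The scaling of the libraries moved the median of all genes tested. The median log2 fold change over all of them was 0.38, -0.08, 0.05 and -0.20 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, 0.26, -0.03, 0.02 and -0.18 with median-of-ratios scaling and 0.09, 0.04, 0.04 and 0.07 with quantile normalization. Without BNAP/GRP1 4 the median in BNAP/GRP1 was -0.20. With the stricter filter the median in BNAP/GRP1 was 0.06, and with a pseudocount of 0.1 the median in PFMP was -0.41. The stricter filter gave no value for 43 single-gene results and median-of-ratios scaling none for Tbx1 in PFMP, as these genes were then not tested, and the model with only the compared populations was not run for NSC against the progenitors together. Leaving out a library was not run for results that it does not enter. The absolute depth is not known, so no detection limit could be given, and the relative depth of BNAP/GRP1 4 (0.0395) limits every result that rests on that library, among them the rises of Lhx6 and Foxa2 in it.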

Differences from the paper's values

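No test in this part was chosen to explain a difference, and the settings said below to be chosen after seeing the values were no part of the plan. The paper's counts came from DESeq2, and those given beside them from limma on log2(RPKM + 1). The paper counts 4649 genes that differ from NSC in at least 1 progenitor, 1582 higher, 3080 lower and 13 on both lists, and the RPKM values gave 382, 4, 378 and 0. For genes higher than in NSC the paper gives 796, 653, 440 and 527 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, and the RPKM values gave 0, 0, 3 and 1. For genes lower than in NSC the paper gives 1390, 1759, 1588 and 2149 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, and the RPKM values gave 210, 308, 287 and 315. For genes higher in 1 progenitor alone the paper gives 366, 270, 100 and 206 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, and the RPKM values gave 0, 0, 3 and 1. For genes lower in 1 progenitor alone the paper gives 160, 300, 153 and 697 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, and the RPKM values gave 9, 26, 7 and 28. In all 4 progenitors the paper has 51 higher and 811 lower, against 0 and 180 here. In 2 progenitors alone the paper has 237 higher in BNAP/GRP1 and GRP2/MP3 and 157 in GRP3 and PFMP, against 0 and 0. Beside the counts of 0, the numbers at an unadjusted p under 0.05 were 517 (BNAP/GRP1) and 241 (GRP2/MP3) for higher genes. None of the alternatives set before the data were examined closed the gap for any of these counts.

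With library weights, chosen after seeing the values, a count within 1.5 times of the paper's was reached: 5904 for the genes that differ in at least 1 progenitor, 2777 for those lower in at least 1, 696 for those higher in BNAP/GRP1, 1926 for those lower in BNAP/GRP1, 330 for those higher in BNAP/GRP1 alone, those lower in BNAP/GRP1 alone, 1591 for those lower in GRP2/MP3, 2364 for those lower in GRP3, 1108 for those lower in all 4 progenitors and 224 for those higher in BNAP/GRP1 and GRP2/MP3 alone. With batches 1 and 2 alone, chosen after seeing the values, a count within 1.5 times of the paper's was reached: 1096 for those lower in BNAP/GRP1, 1235 for those lower in GRP2/MP3, 196 for those higher in GRP2/MP3 alone, 506 for those higher in GRP3, 1065 for those lower in GRP3, 400 for those higher in PFMP, 782 for those lower in all 4 progenitors and 190 for those higher in BNAP/GRP1 and GRP2/MP3 alone. No setting closed the gap for those higher in at least 1 progenitor, those on both lists, those higher in GRP2/MP3, those lower in GRP2/MP3 alone, those higher in GRP3 alone, those lower in GRP3 alone, those lower in PFMP, those higher in PFMP alone, those lower in PFMP alone, those higher in all 4 progenitors and those higher in GRP3 and PFMP alone.

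The paper's fold changes are DESeq2's, and the ones here are differences on the log2(RPKM + 1) scale, which are smaller for genes near 0 in one population. A value is said to lie within the spread where its log2 distance from the paper's is no larger than the gene's residual SD in the model without a batch term, or, for a fold, where it is within 1.5 times of the paper's, so a small move can be enough and the values can still be far apart. For Igkv4-56 the paper gives a fold increase of 19.8 in BNAP/GRP1, against 8.21 here. For Igkv4-56 the value lay within the spread with a pseudocount of 0.1 (29.8), without NSC 1 (9.79), without NSC 4 (8.72), without BNAP/GRP1 1 (12.9), without BNAP/GRP1 3 (10.1) and without BNAP/GRP1 4 (9.92). For Igkv4-56 it also did so with batch 3 left out and the replicate block (9.01) and with batches 1 and 2 alone (13.7), chosen after seeing the values. For Gm29291 the paper gives a fold increase of 32.2 in GRP2/MP3, against 5.46 here. For Gm29291 the value lay within the spread with a pseudocount of 0.1 (26.4). For Dmrtb1 the paper gives a fold increase of 45.9 in GRP3, against 10.8 here. For Dmrtb1 the value lay within the spread with a pseudocount of 0.1 (23.6) and without GRP3 3 (25.4). For Dmrtb1 it also did so with batch 3 left out and the replicate block (21.4), with library weights (45.8) and with batches 1 and 2 alone (51.7), chosen after seeing the values. For Matn4 the paper gives a fold increase of 42.0 in GRP3 and 49.8 in PFMP, against 11.0 and 10.1 here. For Matn4 the value lay within the spread with a pseudocount of 0.1 (22.5 in GRP3, 22.1 in PFMP), with quantile normalization (11.9 in GRP3), without NSC 4 (14.7 in GRP3, 13.5 in PFMP), without GRP3 3 (28.0 in GRP3) and without PFMP 3 (24.6 in PFMP). For Matn4 it also did so with batch 3 left out and the replicate block (23.5 in GRP3, 20.6 in PFMP), with library weights (43.5 in GRP3, 15.6 in PFMP) and with batches 1 and 2 alone (52.9 in GRP3, 51.5 in PFMP), chosen after seeing the values. For Brinp3 the paper gives a fold increase of 46.7 in PFMP, against 9.18 here. For Brinp3 the value lay within the spread with a pseudocount of 0.1 (21.8) and without PFMP 3 (20.6). For Brinp3 it also did so with batch 3 left out and the replicate block (17.4) and with batches 1 and 2 alone (22.4), chosen after seeing the values.

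For Igf2bp3 the paper gives a fold increase of 11.4 in GRP2/MP3, against 4.04 here. For Igf2bp3 the value lay within the spread with a pseudocount of 0.1 (9.33) and without GRP2/MP3 3 (6.46). For Igf2bp3 it also did so with batch 3 left out and the replicate block (5.89), with library weights (5.61) and with batches 1 and 2 alone (9.54), chosen after seeing the values. For Gpr155 the paper gives a fold increase of 6.7 in BNAP/GRP1, against 3.28 here. For Gpr155 the value lay within the spread with a pseudocount of 0.1 (4.91) and without BNAP/GRP1 3 (4.14). For Gpr155 it also did so with batch 3 left out and the replicate block (4.09), with library weights (5.13) and with batches 1 and 2 alone (5.32), chosen after seeing the values. For Gm3383 the paper gives a fold increase of 5.9 in GRP2/MP3 and 6.2 in PFMP, against 2.25 and 2.35 here. Gm3383 is listed at 0 in all 4 NSC libraries, so these values are set by the pseudocount and measure no gap. For Gm3383 the value came nearer to the paper's with a pseudocount of 0.1 (6.16 in GRP2/MP3, 6.78 in PFMP), without GRP2/MP3 2 (2.94 in GRP2/MP3), without GRP2/MP3 3 (2.94 in GRP2/MP3), without PFMP 1 (3.12 in PFMP) and without PFMP 3 (3.12 in PFMP), where it is set in the same way. For Gm3383 this was so too with batch 3 left out and the replicate block (2.94 in GRP2/MP3, 3.12 in PFMP) and with batches 1 and 2 alone (3.3 in GRP2/MP3), chosen after seeing the values. For 1700012B09Rik the paper gives a fold decrease of 894.3 in GRP3, against 293 here. For 1700012B09Rik the value lay within the spread with a pseudocount of 0.1 (765), without NSC 3 (434) and without GRP3 4 (426). For 1700012B09Rik it also did so with batch 3 left out and the replicate block (336), with library weights (486) and with batches 1 and 2 alone (623), chosen after seeing the values.

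For Ccdc113 the paper gives a fold decrease of 829.1 in BNAP/GRP1, 372.9 in GRP2/MP3, 1041.8 in GRP3 and 661.1 in PFMP, against 170.1, 154.8, 199 and 181 here. For Ccdc113 the value lay within the spread with a pseudocount of 0.1 (678 in BNAP/GRP1, 533 in GRP2/MP3, 876 in GRP3, 845 in PFMP), without NSC 3 (279 in GRP2/MP3, 326 in PFMP) and without GRP2/MP3 1 (195 in GRP2/MP3). For Ccdc113 it also did so with batch 3 left out and the replicate block (237 in GRP2/MP3), with library weights (236 in GRP2/MP3) and with batches 1 and 2 alone (249 in GRP2/MP3, 416 in PFMP), chosen after seeing the values. For Tekt4 the paper gives a fold decrease of 54.3 in BNAP/GRP1, 315.7 in GRP2/MP3 and 614.3 in PFMP, against 23.9, 46.8 and 50.8 here. For Tekt4 the value lay within the spread with a pseudocount of 0.1 (79.9 in BNAP/GRP1, 298 in GRP2/MP3, 456 in PFMP), with quantile normalization (30.7 in BNAP/GRP1), without NSC 1 (27.3 in BNAP/GRP1), without NSC 3 (37.4 in BNAP/GRP1) and without BNAP/GRP1 4 (36.7 in BNAP/GRP1). For Tekt4 it also did so with batch 3 left out and the replicate block (29.0 in BNAP/GRP1), with library weights (56.5 in BNAP/GRP1) and with batches 1 and 2 alone (45.2 in BNAP/GRP1), chosen after seeing the values. For Foxj1 the paper gives a log2 fold change of -7.35 in BNAP/GRP1, -7.34 in GRP2/MP3, -7.14 in GRP3 and -9.28 in PFMP, against -5.45, -5.87, -5.61 and -6.27 here. For Foxj1 the value lay within the spread with a pseudocount of 0.1 (-7.16 in BNAP/GRP1, -7.59 in GRP2/MP3, -6.86 in GRP3, -8.73 in PFMP), without BNAP/GRP1 4 (-6.23 in BNAP/GRP1), without NSC 3 (-6.31 in GRP2/MP3, -6.05 in GRP3), without NSC 4 (-6.32 in GRP2/MP3, -6.07 in GRP3) and without GRP2/MP3 4 (-6.22 in GRP2/MP3). For Foxj1 it also did so with library weights (-7.10 in BNAP/GRP1, -6.98 in GRP2/MP3, -6.38 in GRP3) and with batches 1 and 2 alone (-7.47 in BNAP/GRP1, -7.58 in GRP2/MP3, -6.86 in GRP3), chosen after seeing the values.

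For Zfp474 the paper gives a log2 fold change of -5.39 in BNAP/GRP1, -6.86 in GRP2/MP3, -6.73 in GRP3 and -7.76 in PFMP, against -2.47, -3.12, -3.05 and -3.29 here. Zfp474 is listed at 0 in all 4 PFMP libraries, so the value in PFMP is set by the pseudocount and measures no gap. For Zfp474 the value lay within the spread with a pseudocount of 0.1 (-4.42 in BNAP/GRP1), and in GRP2/MP3 and GRP3 under none of the alternatives set before the data were examined. For Zfp474 it also did so with batches 1 and 2 alone (-4.71 in BNAP/GRP1), chosen after seeing the values. For Trp73 the paper gives a log2 fold change of -4.36 in BNAP/GRP1, -5.38 in GRP2/MP3, -5.98 in GRP3 and -5.61 in PFMP, against -1.16, -1.84, -1.78 and -1.95 here. For Trp73 the value lay within the spread under none of the alternatives set before the data were examined. For Emx1 the paper gives a log2 fold change of -4.17 in BNAP/GRP1, -5.33 in GRP2/MP3, -4.26 in GRP3 and -4.46 in PFMP, against -2.51, -3.42, -2.67 and -2.98 here. For Emx1 the value lay within the spread with a pseudocount of 0.1 (-3.47 in BNAP/GRP1, -4.83 in GRP2/MP3, -3.56 in GRP3, -4.05 in PFMP), without NSC 3 (-3.48 in BNAP/GRP1, -4.39 in GRP2/MP3, -3.64 in GRP3, -3.96 in PFMP), without BNAP/GRP1 4 (-3.30 in BNAP/GRP1), without PFMP 1 (-3.12 in PFMP) and without PFMP 4 (-3.40 in PFMP). For Emx1 it also did so with batch 3 left out and the replicate block (-2.90 in BNAP/GRP1, -4.12 in GRP2/MP3, -3.12 in GRP3, -3.54 in PFMP), with library weights (-3.66 in BNAP/GRP1, -4.22 in GRP2/MP3, -2.94 in GRP3, -3.70 in PFMP) and with batches 1 and 2 alone (-4.16 in BNAP/GRP1, -4.69 in GRP2/MP3, -3.39 in GRP3, -4.31 in PFMP), chosen after seeing the values. For Rfx2 the paper gives a log2 fold change of -3.09 in BNAP/GRP1, -4.11 in GRP2/MP3, -4.46 in GRP3 and -6.24 in PFMP, against -1.49, -2.03, -2.06 and -2.36 here. For Rfx2 the value lay within the spread with a pseudocount of 0.1 (-2.54 in BNAP/GRP1, -3.59 in GRP2/MP3, -3.71 in GRP3), and in PFMP under none of the alternatives set before the data were examined.

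For Foxa2 the paper gives a log2 fold change of -2.97 in BNAP/GRP1, -4.01 in GRP2/MP3, -4.17 in GRP3 and -5.10 in PFMP, against -0.56, -1.26, -1.12 and -1.52 here. For Foxa2 the value lay within the spread with a pseudocount of 0.1 (-2.28 in BNAP/GRP1, -3.05 in GRP2/MP3), and in GRP3 and PFMP under none of the alternatives set before the data were examined. For Foxa2 it also did so with batches 1 and 2 alone (-2.05 in BNAP/GRP1), chosen after seeing the values. For Barx2 the paper gives a log2 fold change of -3.48 in GRP2/MP3, against -1.49 here. For Barx2 the value lay within the spread with a pseudocount of 0.1 (-3.27). For Barx2 it also did so with batches 1 and 2 alone (-2.80), chosen after seeing the values. For Msx1 the paper gives a log2 fold change of -3.01 in GRP2/MP3, against -1.47 here. For Msx1 the value lay within the spread with a pseudocount of 0.1 (-2.80). For Msx1 it also did so with batches 1 and 2 alone (-1.98), chosen after seeing the values. For Nr2e1 the paper gives a log2 fold change of -3.01 in GRP2/MP3, against -1.46 here. For Nr2e1 the value lay within the spread with a pseudocount of 0.1 (-2.54), without NSC 3 (-1.90) and without GRP2/MP3 4 (-1.85). For Shox2 the paper gives a log2 fold change of -1.45 in GRP3, against 0.19 here. For Shox2 the value lay within the spread under none of the alternatives set before the data were examined. For Lbx2 the paper gives a log2 fold change of -4.70 in PFMP, against -1.58 here. Lbx2 is listed at 0 in all 4 PFMP libraries, so this value is set by the pseudocount and measures no gap. For Lbx2 the value came nearer to the paper's with a pseudocount of 0.1 (-4.15), where it is set in the same way. For Nkx2-4 the paper gives a log2 fold change of -4.57 in PFMP, against -1.31 here. Nkx2-4 is listed at 0 in all 4 PFMP libraries, so this value is set by the pseudocount and measures no gap. For Nkx2-4 the value came nearer to the paper's with a pseudocount of 0.1 (-3.81), where it is set in the same way.

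For Tbx1 the paper gives a log2 fold change of -3.18 in PFMP, against -0.42 here. For Tbx1 the value lay within the spread under none of the alternatives set before the data were examined. For Hoxc6 the paper gives a log2 fold change of 3.21 in BNAP/GRP1, against 1.39 here. For Hoxc6 the value lay within the spread with a pseudocount of 0.1 (2.24). For Zfp955a the paper gives a log2 fold change of 2.70 in BNAP/GRP1, against 0.68 here. For Zfp955a the value lay within the spread under none of the alternatives set before the data were examined. For Tbx2 the paper gives a log2 fold change of 3.18 in GRP2/MP3, against 1.40 here. For Tbx2 the value lay within the spread with a pseudocount of 0.1 (2.52). For Tbx2 it also did so with batches 1 and 2 alone (2.25), chosen after seeing the values. For Heyl the paper gives a log2 fold change of 2.85 in GRP2/MP3, against 1.40 here. For Heyl the value lay within the spread with a pseudocount of 0.1 (2.34) and without GRP2/MP3 3 (2.03). For Heyl it also did so with batch 3 left out and the replicate block (1.86) and with batches 1 and 2 alone (1.92), chosen after seeing the values. For Rxrg the paper gives a log2 fold change of 3.85 in PFMP, against 2.10 here. For Rxrg the value lay within the spread with a pseudocount of 0.1 (3.25) and without PFMP 3 (2.83). For Rxrg it also did so with batch 3 left out and the replicate block (2.63), chosen after seeing the values. For Glis1 the paper gives a log2 fold change of 2.84 in PFMP, against 0.14 here. For Glis1 the value lay within the spread under none of the alternatives set before the data were examined. For Lhx6 the paper gives a log2 fold change of 2.46 in PFMP, against 0.77 here. For Lhx6 the value lay within the spread with a pseudocount of 0.1 (1.54). For Zfp882 the paper gives a log2 fold change of 1.92 in PFMP, against 0.52 here. For Zfp882 the value lay within the spread under none of the alternatives set before the data were examined.

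Of the results for single genes, which include genes taken by rule from those that passed the threshold, 112 had no call here and 43 had one. Some passed the threshold under an alternative set before the data were examined. With the stricter filter, it was Pdgfra in GRP3. With median-of-ratios scaling, they were Pdgfra in GRP3, Zfp474 in GRP3, Rfx2 in GRP2/MP3 and GRP3 and Pik3r1 in PFMP. With quantile normalization, they were Pdgfra in GRP3, Zfp474 in BNAP/GRP1 and GRP3, Trp73 in all 4, Rfx2 in BNAP/GRP1, GRP2/MP3 and GRP3 and Pik3r1 in PFMP. With the replicate block, they were Pdgfra in GRP3 and PFMP, Gpr34 in GRP2/MP3, Gm29291 in GRP2/MP3, Higd1b in GRP2/MP3, Lhfpl3 in GRP3, Dmrtb1 in GRP3, Tmem255b in PFMP, Brinp3 in PFMP, Gpr155 in GRP3 and PFMP, Zfp474 in GRP3, Trp73 in GRP2/MP3 and PFMP, Emx1 in all 4, Rfx2 in GRP2/MP3 and GRP3, Id4 in all 4, Pbx4 in BNAP/GRP1, GRP3 and PFMP, Etv5 in GRP3, Rxrg in PFMP, Etv1 in GRP3 and PFMP, Cx3cr1 in GRP2/MP3, Olig2 in GRP3 and PFMP, Sox8 in GRP3, Pik3r1 in PFMP and Rgs5 in GRP2/MP3. Without GRP3 3, they were Pdgfra in GRP3, Lhfpl3 in GRP3 and Olig2 in GRP3. Without PFMP 3, they were Pdgfra in PFMP, Tmem255b in PFMP and Pik3r1 in PFMP. Without GRP2/MP3 3, they were Gpr34 in GRP2/MP3, Higd1b in GRP2/MP3 and Cx3cr1 in GRP2/MP3. Without NSC 3, they were Zfp474 in BNAP/GRP1 and GRP3, Emx1 in GRP2/MP3, GRP3 and PFMP, Rfx2 in GRP2/MP3 and GRP3, Hopx in BNAP/GRP1 and Pik3r1 in PFMP. Without BNAP/GRP1 4, they were Zfp474 in BNAP/GRP1, Trp73 in BNAP/GRP1 and Rfx2 in BNAP/GRP1. Among the largest fold changes of Table S1, the replicate block also called Vtn, Adap2 and Arhgap9 in GRP2/MP3 and 2010320O07Rik in GRP3, and the other alternatives were not searched for these.

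Other settings, chosen after seeing the values, made more of these calls. With library weights there were 68: Prom1 in all 4, Pdgfra in GRP3 and PFMP, Cspg4 in GRP3, Cryba4 in BNAP/GRP1, Gpr34 in BNAP/GRP1 and GRP2/MP3, Lhfpl3 in GRP3, Dmrtb1 in GRP3, Matn4 in GRP3 and PFMP, Tmem255b in PFMP, Brinp3 in PFMP, Igf2bp3 in BNAP/GRP1 and GRP3, Gpr155 in all 4, Gm3383 in GRP3, Zfp474 in BNAP/GRP1 and GRP3, Trp73 in all 4, Emx1 in all 4, Rfx2 in BNAP/GRP1, GRP2/MP3 and GRP3, Foxa2 in all 4, Id4 in GRP2/MP3 and GRP3, Hopx in BNAP/GRP1, Pbx4 in BNAP/GRP1 and GRP3, Barx2 in GRP2/MP3, Msx1 in GRP2/MP3, Tgif1 in GRP3, Nkx2-4 in PFMP, Tbx2 in GRP2/MP3, Rel in GRP2/MP3, Sox12 in GRP3, Etv5 in GRP3, Zfp157 in GRP3, Rfx7 in GRP3, Etv1 in GRP3, Spi1 in BNAP/GRP1, Cx3cr1 in BNAP/GRP1 and GRP2/MP3, Ccl2 in BNAP/GRP1 and GRP2/MP3, Irf8 in GRP2/MP3, Olig2 in GRP3, Sox8 in GRP3, Tcf12 in GRP3, Fyn in PFMP, Pik3r1 in PFMP and Prkcq in PFMP. With batches 1 and 2 alone there were 61: Prom1 in all 4, Pdgfra in GRP3 and PFMP, Cspg4 in GRP3 and PFMP, Cryba4 in BNAP/GRP1, Lhfpl3 in GRP3, Dmrtb1 in GRP3, Matn4 in GRP3 and PFMP, Tmem255b in PFMP, Brinp3 in PFMP, Gpr155 in all 4, Zfp474 in BNAP/GRP1 and GRP3, Trp73 in all 4, Emx1 in all 4, Rfx2 in BNAP/GRP1, GRP2/MP3 and GRP3, Foxa2 in all 4, Hopx in BNAP/GRP1, Tgif1 in GRP3, Tbx2 in GRP2/MP3, Lyl1 in GRP2/MP3, Heyl in GRP2/MP3, Rel in GRP2/MP3, Etv5 in GRP3, Zfp157 in GRP3, Etv1 in GRP3, Spi1 in BNAP/GRP1 and GRP2/MP3, Cx3cr1 in BNAP/GRP1 and GRP2/MP3, Ccl2 in BNAP/GRP1 and GRP2/MP3, Irf8 in GRP2/MP3, Plcg2 in GRP2/MP3, Syk in GRP2/MP3, Olig2 in GRP3 and PFMP, Sox8 in GRP3 and PFMP, Pik3r1 in PFMP, Prkcq in PFMP and Rgs5 in GRP2/MP3. Without batch 3 there were 30: Pdgfra in GRP3 and PFMP, Cspg4 in GRP3, Gpr34 in GRP2/MP3, Higd1b in GRP2/MP3, Lhfpl3 in GRP3, Dmrtb1 in GRP3, Matn4 in GRP3 and PFMP, Tmem255b in PFMP, Brinp3 in PFMP, Gpr155 in GRP3, Zfp474 in GRP3, Emx1 in GRP2/MP3 and PFMP, Id4 in GRP2/MP3, GRP3 and PFMP, Tgif1 in GRP3, Lyl1 in GRP2/MP3, Zfp157 in GRP3, Etv1 in GRP3 and PFMP, Spi1 in BNAP/GRP1 and GRP2/MP3, Cx3cr1 in BNAP/GRP1 and GRP2/MP3, Olig2 in GRP3 and PFMP and Pik3r1 in PFMP. With batch 3 left out and the replicate block there were 39: Pdgfra in GRP3 and PFMP, Cspg4 in GRP3, Gpr34 in GRP2/MP3, Gm29291 in GRP2/MP3, Higd1b in GRP2/MP3, Lhfpl3 in GRP3, Dmrtb1 in GRP3, Matn4 in GRP3 and PFMP, Tmem255b in PFMP, Brinp3 in PFMP, Gpr155 in GRP3, Zfp474 in GRP3, Emx1 in GRP2/MP3, GRP3 and PFMP, Rfx2 in GRP2/MP3 and GRP3, Id4 in GRP2/MP3, GRP3 and PFMP, Pbx4 in BNAP/GRP1, Tgif1 in GRP3, Lyl1 in GRP2/MP3, Zfp157 in GRP3, Etv1 in GRP3 and PFMP, Spi1 in BNAP/GRP1 and GRP2/MP3, Tnf in GRP2/MP3, Cx3cr1 in BNAP/GRP1 and GRP2/MP3, Olig2 in GRP3 and PFMP, Sox8 in GRP3, Ccnd1 in PFMP, Pik3r1 in PFMP and Rgs5 in GRP2/MP3. Without batch 4 there were 13: Zfp474 in BNAP/GRP1 and GRP3, Trp73 in all 4, Rfx2 in BNAP/GRP1, GRP2/MP3 and GRP3 and Foxa2 in all 4.

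In direction, Shox2 is lower than in NSC in the paper's GRP3 and was near 0 and slightly higher here, with the sign depending on the libraries left out. In ranking, BNAP/GRP1 has the most upregulated genes in the paper, and here GRP3 had the most, which rests on 3 calls, and with the replicate block it had 76. With quantile normalization it was GRP2/MP3, with 11, and at an unadjusted p under 0.05 BNAP/GRP1, with 517. By number of downregulated genes the progenitors stood in the same order in the paper and in the model without a batch term, and in another order under some settings: with the replicate block GRP2/MP3 (803) was above PFMP (720), and with quantile normalization PFMP had the fewest (367). The paper names Jun and Nfkb1 as expressed in the other progenitors and not in PFMP, in a passage on predicted networks, while PFMP had a mean of 43.2 ± 18.1 RPKM of Jun and 41.7 ± 58.6 of Nfkb1. It gives E2f1 as unique to PFMP in the same networks, and the mean RPKM of E2f1 was lowest in PFMP (6.82 ± 7.74) of the 4 progenitors.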

Other observations

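The tests of this part, on cells sorted with a population and on other splits of the libraries, were set before their results, while the genes that mark a batch and the library weights were chosen only after the result was seen. Microglia sorted with GRP2/MP3 and BNAP/GRP1 may account for the rise of immune genes there. The median log2 fold change of the whole microglia list was 3.89 in GRP2/MP3 and 2.95 in BNAP/GRP1, and all 26 of its genes that the paper does not name were higher in GRP2/MP3. Expression of immune genes by the progenitors themselves stays open, since a sorted pool does not tell which cell holds a transcript. Staining of the sorted cells for a microglia protein, or single-cell RNA from the same gates, would separate the 2.

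The primary cilium genes fell less than the motile cilium families in all 16 comparisons of a progenitor and a batch, by at least 0.33 in the medians. They fell in every progenitor as well, so the difference between the lists cannot exclude a general loss of the primary cilium. Multiciliated ependymal cells in the NSC gate may account for the fall, as ependymal markers outside the cilium fell by a median log2 of -2.76 or lower in every progenitor. A ciliary program of the NSCs themselves stays open and was not tested. The same markers measured in CD133-sorted cells after removal of CD24-positive ependymal cells would test it.

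Pericytes sorted with GRP2/MP3, raised by the paper for Rgs5, may reach further than that gene, with a median log2 fold change of 1.74 over the 15 pericyte genes that the paper does not name. A pericyte-like state of the progenitors remains untested.

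A chance arrangement of libraries is argued against for GRP2/MP3, GRP3 and PFMP, where 1 of the 35 splits of the 8 libraries gave as many genes as the real one, which was itself. The least a split can give is 1 of 35. By the splits a chance arrangement stays open for BNAP/GRP1, with 2 of the 35, the other putting BNAP/GRP1 4 with NSC 1, 2 and 4. In 20 simulations with every group unchanged and the simulated NSC libraries shared, 0 genes were lower in all 4 progenitors, against 180 here. These simulations drew independent libraries without batches or a distant library, so they do not decide it for BNAP/GRP1. Among the 8 splits of each comparison with NSC that part the libraries of every batch, only the real one gave as many. The least these can give is 1 of 8, so they cannot decide the question by themselves. Between 2 progenitors 35 of the 35 splits gave as many genes, since the real split gave 0, and batches 1 and 2 of GRP3 and PFMP set against batches 3 and 4 gave 142, a split that follows the batches. For the 540 genes higher in NSC than in the progenitors together, 2 of the 100 splits drawn from 4845 gave as many, the real one and one of 7448 genes with 3 libraries of batch 4 among the 4. Of 100 splits drawn from the 625 with 1 library of each batch, 1 did, the real one, and the largest other gave 2 genes.

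Some values have no explanation here. In batch 3, 296 genes had at least 3 RPKM and were more than 4 times higher in all 5 libraries than in the other 15, and 35 were lower in the same sense. In batch 4 it was 53 and 39, 8 of the latter ribosomal protein genes, and in batches 1 and 2 it was 0. Gm10800 and Gm10801 together held 37.8% of the RPKM sum of GRP3 4, 33.6% of that of BNAP/GRP1 4, 17.0% in NSC 4, 11.4% in BNAP/GRP1 2 and 10.2% in GRP2/MP3 4, and at most 8.74% in the other libraries. Erythrocyte markers had a median of 1.38 RPKM in NSC 4 to 20921 in PFMP 3. Xist, the female-specific gene, ran from 0.988 RPKM in PFMP 4 to 60.6 in GRP3 2, and the 4 male-specific genes had a median of 1.80 RPKM in PFMP 2 to 13.5 in GRP2/MP3 2, so transcripts of both sexes were above 0 in every library. The median log2 fold change of the male-specific genes was 0.20, 0.08, 0.38 and 0.08 in BNAP/GRP1, GRP2/MP3, GRP3 and PFMP, with no call by fry (adjusted p = 0.748, 0.873, 0.51 and 0.881).

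Reads of batch 3 searched for the index sequences of the run, and for transcripts of adult lung, would test where its common profile comes from. Reads of BNAP/GRP1 4 counted over introns and between genes would test the genomic DNA left open for it, where 41.6% of all silent genes were above 0 and genomic DNA could not be told apart from other causes.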
